# Characterization of cancer-associated fibroblast populations that promote tertiary lymphoid structure formation in murine melanoma tumors

**DOI:** 10.3389/fimmu.2026.1857037

**Published:** 2026-07-17

**Authors:** Robert Barnes, Kara Cummings, Mirna Perusina Lanfranca, Anthony B. Rodriguez, Katarzyna Stasiak, Burkhard Ludewig, Sepideh Dolatshahi, Victor H. Engelhard

**Keywords:** cell adhesion, chemokines, CXCL13, cytokines, MHC, ScRNA-seq

## Abstract

**Introduction:**

In recent years, the clinical relevance of tertiary lymphoid structures (TLS) in cancer has become increasingly clear. However, the mechanisms that promote TLS development have remained obscure, largely because of a lack of animal models in which cause and effect studies can be performed. In this study, we used a mouse model in which TLS develop spontaneously in intraperitoneal tumors to address this issue.

**Methods:**

Cxcl13-cre-tdTomato mice were implanted with B16-OVA melanoma tumors in either intraperitoneal or subcutaneous locations to establish which cells expressed CXCL13. Single cell suspensions from tumors were analyzed by flow cytometry. To address the impact of CXCL13^+^ CAF on TLS formation, we bred Cxcl13-cre tdTomato mice to R26R-iDTR^flox^ mice, which express the diphtheria toxin receptor under the control of a floxed stop codon. The resulting Cxcl13-cre/iDTR mice were treated with diphtheria toxin beginning on day 7 after IP tumor implantation. Single cell suspensions from tumors were analyzed by flow cytometry. To characterize their functional properties, CAF in IP melanoma tumors from Cxcl13-cre/eGFP mice were collected by cell sorting, analyzed for transcript expression using scRNA-seq, clustered into groups using the Seurat package, and profiled using pathway analysis and differential gene analysis.

**Results:**

Extending earlier studies in which we showed that CXCR5-expressing B cells are essential for TLS development, we found that CXCL13, the ligand for CXCR5, were expressed exclusively by a population of cancer-associated fibroblasts (CAF), and that these CAF were essential to promote B cell accumulation in these tumors. In keeping with earlier work showing that the presence of TLS was associated with smaller tumor size, we also found that the lack of B cell accumulation was associated with larger tumor size. Using scRNA-seq, we identified 7 groups of CAF in TLS containing tumors. One of these CAF groups was substantially enriched for CXCL13-expressing cells. This population was also enriched for additional genes that could promote B cell recruitment and enable regulation by a variety of cytokines. However, other genes that we have shown or hypothesize to be important in TLS development were enriched for expression in other CAF groups.

**Conclusions:**

This work indicates that TLS development in this model depends on multiple CAF populations operating at distinct points in the developmental process. Some of these populations appear similar to, but distinct from, those defined in other human and murine tumor models. However, we also discriminated new immunologically relevant populations of CAF, particularly one expressing CXCL13, which we propose acts as a central organizer of tumor-associated TLS.

## 1 Introduction

Tertiary lymphoid structures (TLS) are ectopic aggregates of T- and B-cells and dendritic cells, juxtaposed to blood vasculature expressing peripheral node addressin (PNAd) and CCL21, molecules that are usually confined to the high endothelial venules of lymph nodes (reviewed in (1, 2). Although initially described in association with chronic infection, autoimmunity, and organ transplantation, TLS are also found in tumors. Tumor-associated TLS vary considerably in cellular composition and organization (3–6). Mature dendritic cells, T_FH_, T_reg_, and B cells with immature, naïve, activated, memory, and plasma cell phenotypes are evident to varying extents. They also contain one or more of the homeostatic chemokines CCL19, CCL21, CXCL12, and CXCL13, which organize secondary lymphoid organ microarchitecture, along with cells resembling fibroblastic reticular cells and/or follicular dendritic cells (5, 7). The presence of TLS in human cancers has commonly been associated with enhanced patient survival and clinical responses to chemo- and immunotherapies, although there are exceptions (3–6). Correlations among features of TLS and effector function in tumor infiltrating lymphocytes have suggested a model in which TLS continuously recruit naïve and central memory T- and B-cells and sustain the output of new effectors, in an environment biased for presentation of tumor-derived antigen. While it has been suggested that augmentation of tumor associated TLS could be a new strategy for cancer immunotherapy, this depends on understanding the mechanisms driving their development.

To address this issue, we and others have characterized TLS that spontaneously develop in murine tumors growing in multiple anatomic locations (8–13). We initially discovered that naïve CD8 T-cells infiltrate murine tumors and become activated effectors that can enhance tumor control (9, 14). Infiltration is mediated by PNAd and CCL21, which engage L-selectin and CCR7, respectively, and are expressed on ~5% of tumor blood vessels (9). We subsequently found that tumors in lung, liver, and peritoneal cavity develop PNAd^+^ vessel-associated intratumoral TLS, but subcutaneous (SC) tumors do not (9–11). These TLS were shown to be necessary for the action of checkpoint blockade immunotherapy in controlling tumor outgrowth (11).

We unexpectedly identified a population of Cancer Associated Fibroblasts (CAF) as key players in these TLS. Compared to SC tumors, intraperitoneal (IP) tumors had ~20X as many B-cells and ~5X as many podoplanin (PDPN)^+^ CAF relative to CD31^+^ endothelial cells, while numbers of T-cells and dendritic cells were similar (11). In IP but not SC tumors, these CAF formed a reticular network that is co-extensive with the TLS (9, 11). CAF in IP tumor TLS also expressed higher levels of VCAM-1 and ICAM-1, and lower levels of Fibroblast Activating Protein (FAP), a marker associated with pro-tumor activity (15) and poor survival in cancer patients (16), than intratumoral CAF that were outside TLS. CAF in IP tumors also expressed substantially higher levels of CCL21, CXCL13, and the B-cell survival factors BAFF and APRIL than their SC counterparts, and TLS formation depended on cells expressing CXCR5, the receptor for CXCL13 (11). Finally, we showed that TLS formation could be induced by injection of a mixture of tumor cells with FAP^neg^ CAF isolated from IP tumors into a SC site, which does not otherwise support intratumoral TLS development. Collectively, this work suggested a model in which murine tumor associated TLS development is driven by a complex interplay of T-cell, B-cell, and non-lymphoid cells that deliver signals via different TNF and Lymphotoxin receptors to CAF. These CAF, in turn, secrete chemokines that attract immune cells of the TLS to a centralized location and provide the scaffolding on which they become organized.

While this is an attractive model, voluminous work from many laboratories has established that CAF perform a wide range of functions within the tumor and are crucial executors of many pro-tumor functions associated with tissue remodeling, vascularization, and extracellular matrix (ECM) deposition (17–22). It has also become clear that many tumors contain multiple populations of CAF that carry out these functions, and additional populations that appear to promote anti-tumor immunity (23–27). Studies in humans have pointed to both T cells and CAF as sources of CXCL13 that correlate with the presence of TLS (28–37), while others have associated the presence of TLS in human tumors with subsets of CAF that differentially express CCL19 (38–41). However, no in-depth analysis of CAF that have been directly demonstrated to promote TLS development has been presented. In the current work, we have used a reporter model to identify and provide greater insight into the CAF populations present in TLS-containing B16 melanoma tumors, with a particular focus on the functions that are necessary for TLS development.

## 2 Results

### 2.1 CXCL13 expression is confined to CAF in IP B16 melanoma tumors containing TLS

CAF isolated from IP localized B16-OVA melanoma tumors expressed substantially elevated levels of *Cxcl13, Baff*, and *April* mRNA compared to CAF isolated from SC tumors (11) (**Supplementary Figure 1A**), and CXCL13 protein was evident in a subset of TLS-associated CAF by immunohistochemistry (**Supplementary Figure 1B**). We hypothesized that intratumoral TLS formation, and processes key to promoting intratumoral anti-tumor immunity, depended on CAF expressing these proteins, which collectively are known to promote B cell organization and survival (42, 43). To begin to test this, we bred Cxcl13-cre-tdTomato mice (44) to R26R-eGFP^flox^ mice to establish which cells in B16-OVA melanoma tumors expressed CXCL13. In the resulting F1 mice (Cxcl13-cre/eGFP), the Cxcl13 promoter drives expression of tdTomato and cre, leading to excision of a floxed stop codon and expression of eGFP (**Figure 1A**). These mice were implanted with tumors in either IP or SC locations. Tumors were isolated on day 14 and digested to create single cell suspensions. PDPN^hi^ CAF and PDPN^lo^ tumor cells were separated from CD45^+^ hematopoietic/immune cells using magnetic beads, and the resulting cell populations were stained for cell lineage markers and analyzed by flow cytometry.

**Figure 1:**
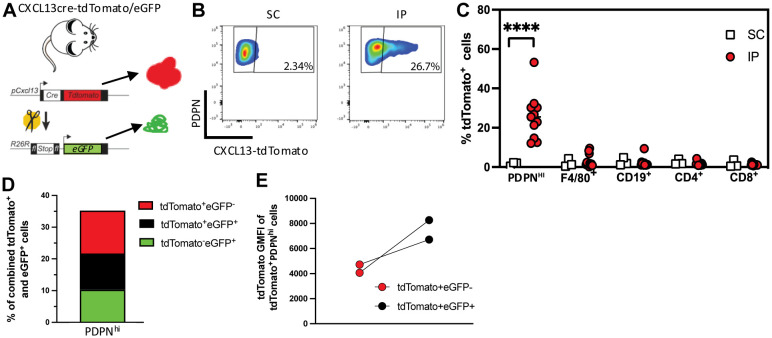
CXCL13 is selectively expressed in fibroblasts in IP tumors. Day 14 S.C. or I.P. B16-OVA tumors from Cxcl13-cre-tdTomato/R26R-eGFP^flox/flox^ mice (all homozygous for the R26R-eGFP^flox^ gene) **(A)** were prepared for flow cytometry as described in Methods. **(B)** Representative histograms of tdTomato expression in PDPN^hi^ CD31^neg^ CD45^neg^ Ter119^neg^ CAF from SC and IP tumors. **(C)** Percentage of tdTomato^+^ cells in the indicated cell populations was established using the markers described in Methods. Each data point represents an independent tumor. Results are mean ± SD analyzed by unpaired Welch’s t-test. ****, p< 0.0001. **(D)** Composite percentages of tdTomato and eGFP expression in PDPN^hi^ CD31^neg^ CD45^neg^ Ter119^neg^ CAF. **(E)** Geometric mean fluorescence (gMFI) intensities of tdTomato expression in PDPN^hi^ CD31^neg^ CD45^neg^ Ter119^neg^ CAF after gating for expression of eGFP. gMFIs were calculated on cells gated above the fluorescence minus one (FMO) control. Each line represents a single tumor.

Consistent with our earlier work (11), about 25% of CAF in IP tumors were tdTomato^+^, while only ~1-2% of CAF in SC tumors had upregulated this reporter, and the MFI of tdTomato was substantially lower (**Figures 1B, C**). Only very small numbers of other cell populations in these tumors expressed tdTomato, and thus, CXCL13, and these numbers were not elevated in IP vs SC tumors (**Figure 1C**). Therefore, it is extremely unlikely that these other populations contribute to the selective development of TLS in IP tumors. In addition, the mean level of tdTomato expression in the tdTomato^+^ CAF subpopulation from IP tumors was substantially higher than in the corresponding subpopulation from SC tumors (**Figure 1B**). Of the 25% tdTomato^+^ cells in IP tumors, only about half were also eGFP^+^ (**Figure 1D**). However, the level of tdTomato expression in these tdTomato^+^ eGFP^+^ CAF was over twice as high as that in tdTomato^+^ eGFP^neg^ CAF (**Figure 1E**). This suggests that a lower level of Cxcl13-cre expression is less efficient in driving recombination of genes containing floxed stop codons in cells that nonetheless express CXCL13. Intriguingly, we found that a significant fraction of PDPN^hi^ CAF from IP tumors were eGFP^+^ but tdTomato^neg^ (**Figure 1D**). This indicates that these cells expressed CXCL13 at an earlier point, leading to eGFP expression, but no longer did so at the time of tumor harvest. Collectively, these results establish that CXCL13 expression is confined to CAF in IP B16-OVA melanoma tumors at this time point, and that the Cxcl13 promoter-driven expression of cre is reasonably efficient in enabling expression of floxed molecules.

### 2.2 Cxcl13-expressing CAF drive B cell accumulation in IP B16 melanoma tumors

To directly address the impact of CXCL13^+^ CAF on TLS formation, we bred Cxcl13-cre tdTomato mice to R26R-iDTR^flox^ mice, which express the diphtheria toxin receptor under the control of a floxed stop codon (**Figure 2A**). Treatment of the resulting Cxcl13-cre/iDTR mice with diphtheria toxin beginning on day 7 after IP tumor implantation led to a 98% reduction in the number of tdTomato^+^ CAF per tumor gram (**Figure 2B**). This also led to an 85% reduction in the number of tdTomato^neg^ CAF, and of CAF overall. While this is in part a likely consequence of ablating the precursors of the tdTomato^neg^ eGFP^+^ subpopulation described above, the overall magnitude of reduction was substantially higher than would have been expected and therefore must also involve a reduction in the number of CAF that would be tdTomato^neg^ eGFP^neg^. Importantly, tumors from diphtheria toxin-treated Cxcl13-cre/iDTR mice also contained substantially fewer B cells and macrophages per tumor gram, and tumor size was significantly larger (**Figure 2C**). While technical issues precluded a direct demonstration that this inhibited TLS development, our earlier work (11) demonstrated that B cells are essential for TLS to form. These data demonstrate that CXCL13^+^ CAF recruit B cells into tumors, and play an important role in controlling tumor outgrowth, presumably through their impact on B cell recruitment with consequent effects on TLS formation. However, the data also suggest that B cells promote the expansion of multiple populations of CAF, not only those that directly express CXCL13, which in turn may promote the infiltration of monocytes/macrophages, pointing to a potential evolution of the tumor microenvironment that might ultimately promote, rather than inhibit, tumor outgrowth.

**Figure 2:**
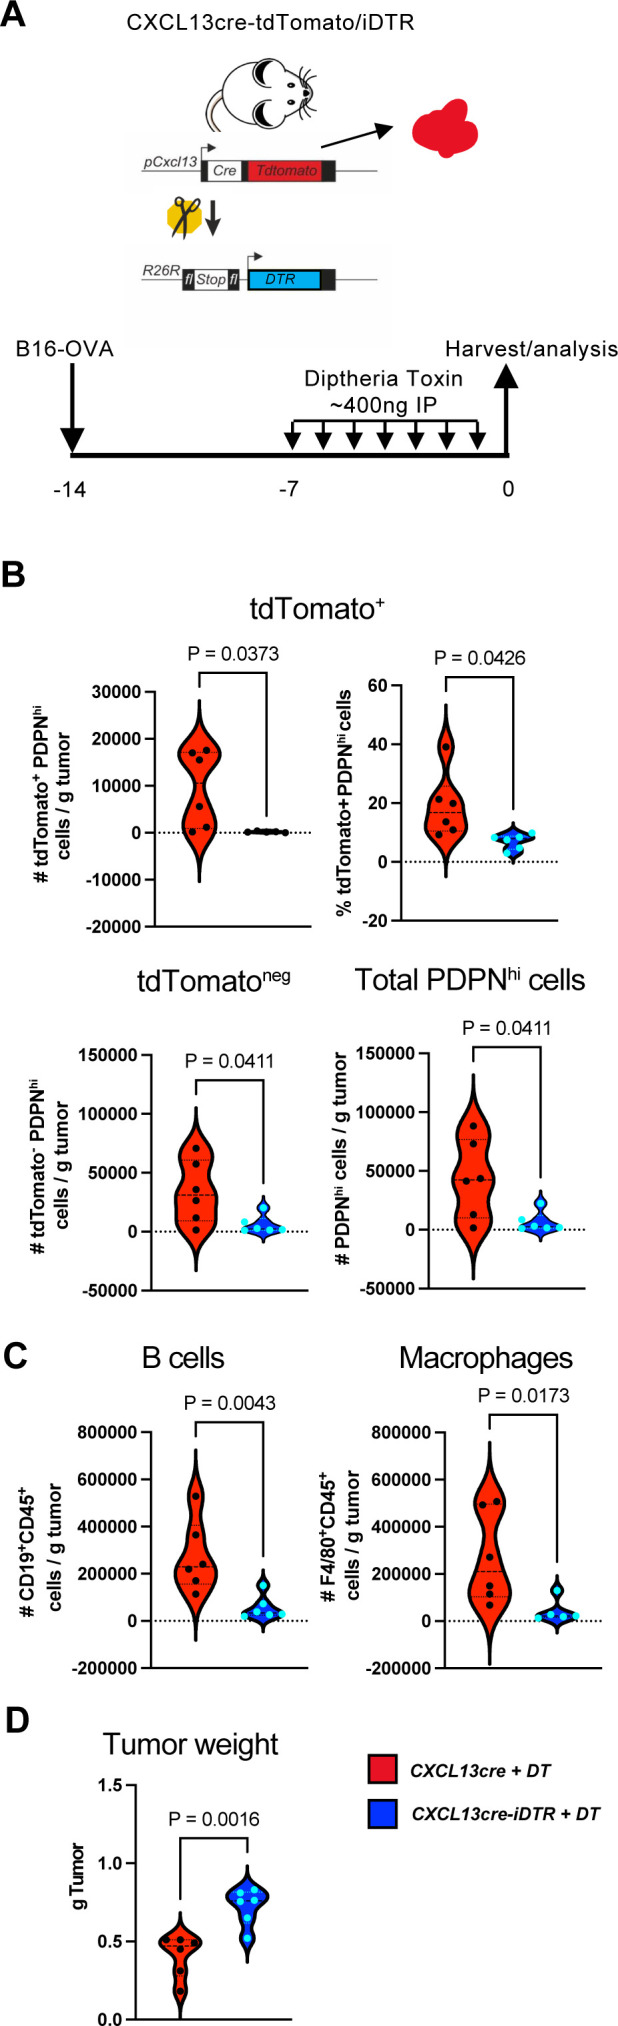
Diphtheria toxin-induced ablation of CXCL13^+^ fibroblasts in IP tumors decreases B cells and macrophages and increases tumor weight. **(A)** Cxcl13-cre-tdTomato and Cxcl13-cre-tdTomato X R26R-iDTR^flox^ mice were injected IP with B16-OVA melanoma cells. Seven days later, diphtheria toxin was administered daily for an additional 7 days, followed by tumor harvest, weighing, and preparation of cells for flow cytometry as described in Methods. **(B)** Numbers of the indicated CAF populations and their percent representation among all CAF were determined. Each data point represents an independent tumor. **(C)** Numbers of the indicated immune populations were determined. Each data point represents an independent tumor. Results are mean ± SD analyzed by unpaired Welch’s t-test. **(D)** Tumor weights were determined at the time of harvest. Each data point represents an independent tumor.

### 2.3 ScRNA-seq analysis reveals multiple CAF groups with distinct immunological and non-immunological profiles

To further characterize the functional properties of CAF expressing CXCL13, IP melanoma tumors were collected from Cxcl13-cre/eGFP mice, and the 4 groups of CAF identified above were collected separately by cell sorting on PDPN, tdTomato, and eGFP. 

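The 4 populations of PDPN+ cells sorted from tumors on day 14 were each made into 1 library with the 10x Genomics Chromium 3′ chemistry, which marks every captured transcript with a unique molecular identifier (UMI). The authors deposited UMI counts of 33696 genes per cell barcode, as written by Cell Ranger 8.0.0 and without normalization. The tdTomato neg eGFP+ library held 63310850 UMIs over 6461 barcodes, the tdTomato+ eGFP neg library 52046896 over 5299, the tdTomato+ eGFP+ library 10071954 over 984, and the tdTomato neg eGFP neg library 90259852 over 11745. With the paper's filters of 500 to 6000 genes per cell and at most 10% mitochondrial counts, 22691 of 24489 barcodes were kept, with a median of 8399, 9154, 8670 and 5607 UMIs per cell in the same order of libraries. Counts were scaled to 10000 per cell and log-transformed, and cells were clustered in Seurat from 2000 variable genes and 25 of 50 principal components. The smallest resolution on a fixed grid that gave 5 first clusters, and then 7 groups, was used, because the paper's text does not name a resolution. In the second clustering 394 genes were held out of the variable genes, so that the groups do not rest on them directly. They were the genes taken from the paper, the summed gene families and the cell cycle and mesothelial genes. Sex-linked, melanoma, hypoxia and stress genes were not held out as lists, and *Xist*, *Ddx3y* and *Uty* were among the variable genes. Genes that vary together with those held out could also stay. Each group is called after the group of the paper whose markers it carried, with the ending -like, and these naming markers are not reported as results. Levels are given in counts per 1000000 UMIs (CPM), from UMIs summed over the cells of a group. A log2 fold is the CPM inside a group over that in all other collagen-expressing cells, and a gene is called higher above 0.25, the size of fold that the paper asks for. The paper also asks for an adjusted p-value and for over 10% of cells, and neither was required here. A gene called higher here can therefore fail the paper's rule, and the paper's folds may weigh cells otherwise than summed UMIs do. Each population was sequenced as 1 library, so differences between populations could not be tested across samples. Differences between groups were not tested across the 4 libraries, which are different populations and not replicates of 1, and no p-value is given. The intervals, exact Poisson for UMIs and exact Clopper-Pearson binomial for shares of cells, cover counting error only. Direction was also read within each library that held at least 50 cells inside and outside the group. A fold printed as 0.25 was called higher only where it was above 0.25 before rounding. Alternatives changed 1 choice at a time. Where they took a fold called higher to the threshold or below it, the values without a library and the lowest of the others are given, and where one turned the sign of a fold, its value. Where leaving out 1 library moved such a fold by more than 1.5 times, the value without that library is given too. *Xist*-only cells are those with an *Xist* UMI and no Y-linked UMI, and Y-only cells the converse. The removal of an expected share of doublets and the clustering without sex-linked genes were added after the data had been seen.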

Collected cells were analyzed for transcript expression using scRNA-seq. 

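At a resolution of 0.04 the kept cells formed 5 clusters. The 6 marker collagens *Col1a1*, *Col1a2*, *Col3a1*, *Col5a1*, *Col5a2* and *Col6a1* together reached 17790 CPM in a cluster of 14965 cells, 34044 CPM in one of 4682 cells and 4764 CPM in one of 1828 cells. In these 3 clusters at most 0.341% of cells held a *Ptprc* UMI and at most 0.383% a *Pax3* UMI. The melanoma-like cluster of 622 cells, named from *Pax3* and 5 other melanoma genes, had a median of 17636 UMIs per cell and 1813 CPM of the 6 collagens. The immune-like cluster of 594 cells, named from *Ptprc* and 5 other immune genes, had a median of 6661 UMIs and 14402 CPM of the 6 collagens, so it also carried fibroblast RNA.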

We identified 3 clusters of fibroblasts, characterized by expression of one or more collagens, and residual populations of immune and melanoma cells, characterized by expression of CD45 (*Ptprc*) and *Pax3*, respectively (**Supplementary Figure 2**). These latter clusters were removed from further analysis.

The 21, 060 fibroblasts contained within the 3 clusters and comprising all 4 sorted populations were isolated and reclustered, distinguishing 7 groups (**Figure 3A**). 

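The 3 collagen-expressing clusters held 21475 cells, 94.6% of those kept (95% interval 94.3 to 94.9), and no cell was removed as a doublet. They made up 96.1% of kept tdTomato neg eGFP+ cells, 93.5% of tdTomato+ eGFP neg cells, 93.8% of tdTomato+ eGFP+ cells and 94.4% of tdTomato neg eGFP neg cells. A mitochondrial limit of 5% moved the overall share most, to 95.0%. Reclustering gave 7 groups at a resolution of 0.32. The G0-like group held 1867 cells (median 1750 UMIs), the G1-like group held 3404 cells (median 6822 UMIs), the G2-like group held 1236 cells (median 10646 UMIs), the G3-like group held 4775 cells (median 9039 UMIs), the G4-like group held 2299 cells (median 6132 UMIs), the G5-like group held 3308 cells (median 5072 UMIs) and the G6-like group held 4586 cells (median 10720 UMIs). The median of G0-like cells was 0.303 times the median of the libraries they came from. Among cells with an *Xist* UMI or a Y-linked UMI but not both, the share of *Xist*-only cells ran from 13.8% in the G4-like to 98.8% in the G0-like group. With 40 components, or with doublets removed in either way, no cluster drew more of its cells from the G4-like group than from any other group. Clusters of the alternatives were named by that rule and not by markers, so those settings gave no G4-like group.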

Groups G1 and G2 were significantly enriched for *Fap* (**Figure 3B**; **Supplementary Table 1**), a known indicator of pro-tumor function in CAF (15, 16), which we previously associated with CAF outside of TLS (11). 

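*Fap* reached 45.9 CPM in the G1-like group and 15.9 CPM outside it, a log2 fold of 1.53 (95% interval 1.43 to 1.63), and was higher in 4 of 4 libraries. In the G2-like group it reached 37.0 CPM against 18.8 CPM outside, a log2 fold of 0.97 (95% interval 0.84 to 1.11), with the same direction in 3 of 3 libraries. In 24.0% of G1-like and 27.8% of G2-like cells at least 1 *Fap* UMI was found, or 4.32% and 3.64% after each cell had been thinned to 1000 UMIs, against 2.73% of melanoma-like and 6.90% of immune-like cells as sequenced, whose median depths were 17636 and 6661 UMIs. Thinning left out 21 shallower cells of the G1-like group and 0 of the G2-like group. The log2 fold in the G1-like group moved most as a mean over cells, to 1.05.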

Despite the evident presence of a large number of *Fap*-expressing cells in G0 and a higher mean level of *Fap* expression in these cells, there was not a statistical enrichment of overall *Fap* expression in G0 (**Figure 3B**; **Supplementary Table 1**). Conversely, groups G3, G4, G5, and G6 were significantly enriched for *Vcam1* (**Figure 3B**; **Supplementary Table 1**), which we previously associated with CAF inside TLS (11). 

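In the G0-like group *Fap* reached 84.4 (95% interval 75.8 to 93.8) CPM, a log2 fold of 2.17 (95% interval 2.01 to 2.33) over the other cells, and it was higher in 2 of 2 libraries. At least 1 *Fap* UMI was found in 14.4% of G0-like cells and 12.1% of the others as sequenced. After thinning, which left out 266 of 1867 G0-like cells, the shares were 7.75% and 1.77%, against 0.163% in melanoma-like cells.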

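*Vcam1* reached 549.8 CPM in the G4-like group and 382 CPM outside it, a log2 fold of 0.52 (95% interval 0.49 to 0.55), and was higher in 3 of 4 libraries. The log2 fold was 0.35 (95% interval 0.32 to 0.38) in the G5-like group, 0.20 (95% interval 0.17 to 0.22) in the G3-like group and 0.17 (95% interval 0.15 to 0.19) in the G6-like group, so that 2 of these 4 passed the threshold. *Vcam1* was higher in 3 of 4, 4 of 4 and 2 of 4 libraries in the same order. Levels were 83.2, 221 and 232 CPM in the G0-, G1- and G2-like groups, and 37.0 CPM in melanoma-like cells. *Vcam1* fell in the G5-like group to 0.25 without the tdTomato neg eGFP neg library and 0.25 as a mean over libraries. As a mean over cells its folds in the G3- and G6-like groups passed the threshold too.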

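*Tnfsf13* reached 21.0 CPM in the G5-like group and 9.73 CPM outside it, a log2 fold of 1.11 (95% interval 0.95 to 1.27), and was higher in 3 of 4 libraries. In the G0-like group *Tnfsf13* reached 19.3 CPM, a log2 fold of 0.85 (95% interval 0.50 to 1.17). *Tnfsf13b* had log2 folds of 1.62 (95% interval 1.46 to 1.77) in the G1-like group, at 20.6 CPM, and 0.87 (95% interval 0.66 to 1.08) in the G2-like group, at 15.0 CPM. It was highest in the G0-like group, at 38.2 (95% interval 32.4 to 44.7) CPM and a log2 fold of 2.25.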

Expression of *April* (*Tnfsf13*) and *Baff* (*Tnfsf13b*), both of which promote B cell survival and were expressed at much higher levels in CAF from TLS containing tumors (11), was modestly enriched in G0 and G5, and G1 and G2, respectively (**Supplementary Table 1**). 

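*Cxcl13* reached 1573 (95% interval 1561 to 1584) CPM in the G3-like group and 463 CPM outside it, a log2 fold of 1.77 (95% interval 1.75 to 1.78). The other groups held 134, 448, 278, 485, 398 and 559 CPM from the G0- to the G6-like group. In the tdTomato+ eGFP neg library, which held the most *Cxcl13*, G3-like cells were not the highest, with 2480 CPM against 2762 in G5-like cells and 2485 in 36 G0-like cells. The fold was above 0 within each library, at 1.58 among tdTomato neg eGFP+ cells, 0.38 among tdTomato+ eGFP neg cells, 1.63 among tdTomato+ eGFP+ cells and 2.05 among tdTomato neg eGFP neg cells. In the G6-like group it was below 0 in every library, at -1.25, -0.31, -0.98 and -0.95 in the same order. At least 1 *Cxcl13* UMI was found in 51.5% of G3-like cells (30.4% thinned) and 30.2% of G6-like cells (15.1% thinned). It was also found in 12.4% of melanoma-like and 31.1% of immune-like cells, or 1.30% and 17.2% after thinning. Removing the expected share of doublets moved the pooled fold of *Cxcl13* most, to 0.91, and in Y-only cells it was 2.60. With these doublets removed the cluster named G3-like held 4405 cells, of which 2153 were G3-like in the main setting. Of the G4-like cells 94.2% had joined it. The move to 0.91 therefore compares different cells and does not isolate an effect of doublets.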

Importantly, expression of *Cxcl13* was significantly and selectively enriched in G3, and while not reaching the threshold for significance, also expressed in a larger fraction of cells in G6 (**Figure 3B**; **Supplementary Table 1**). Thus, the characteristics of CAF that we previously associated with TLS development were differentially enriched in multiple CAF groups, but the data suggest that G3 is the primary driver of B cell accumulation based on its expression of *Cxcl13*.

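By sorted population, *Cxcl13* reached 2191 CPM (95% interval 2178 to 2205) in collagen-expressing tdTomato+ eGFP neg cells, 1112 CPM (95% interval 1090 to 1134) in tdTomato+ eGFP+ cells, 198 CPM (95% interval 194 to 202) in tdTomato neg eGFP+ cells and 227 CPM (95% interval 223.9 to 231) in tdTomato neg eGFP neg cells. Melanoma-like cells of the tdTomato+ eGFP neg library held 66.7 CPM and immune-like cells 2186 CPM. The log2 ratio of tdTomato+ eGFP neg to tdTomato neg eGFP neg cells was 3.27, and 4.14 in Y-only cells, the alternative that moved it most. From its expression of *Cxcl13*, the paper proposes that G3 is the group that mainly drives the accumulation of B cells.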

**Figure 3:**
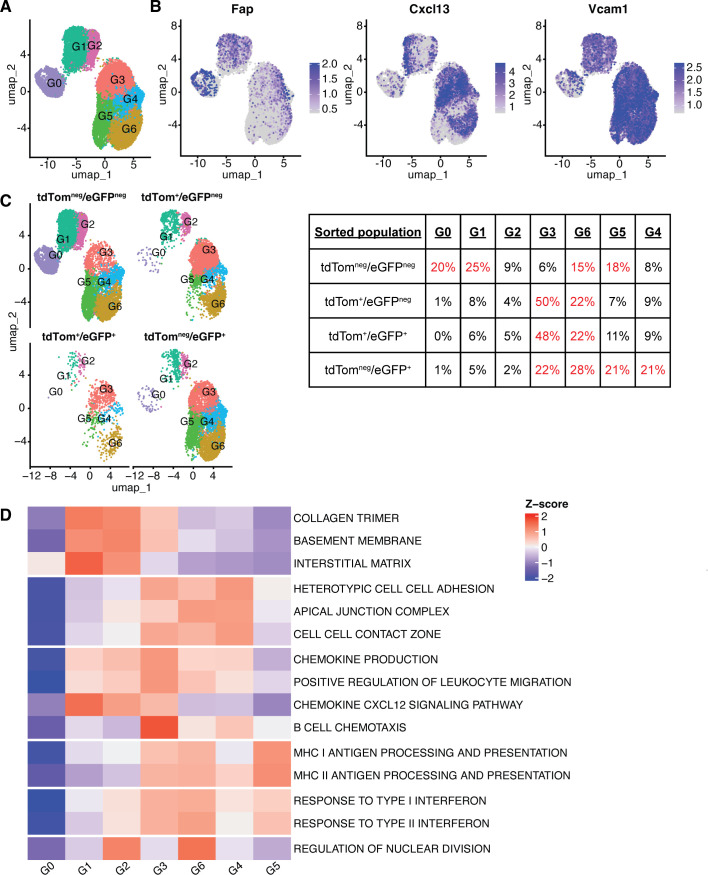
Unsupervised cluster analysis of CAF populations from IP B16 melanomas. **(A–C)** Single cell transcriptomic data of all fibroblasts was clustered by similarity in gene expression as described in Methods and plotted in a UMAP. **(A)** Distinct fibroblast groups are identified by color and group number. **(B)** Distribution of TLS-relevant CAF genes. **(C)** Distribution of individual fibroblast populations sorted for tdTomato and eGFP expression among distinct fibroblast groups. **(D)** A subset of differentially expressed pathways identified in **Supplementary Table 2** is displayed, representing ECM generation, cell-cell interactions, chemokine signaling, antigen presentation, interferon response, and cell division. Pathway enrichment scores were normalized across groups for comparison.

This distinction in group functionality was also evident when CAF populations that had been sorted based on expression of tdTomato and GFP were identified on the UMAP plot. tdTomato^neg^ eGFP^neg^ cells were distributed among all groups, but were concentrated in G0 and G1, and to a lesser extent in G6 and G5 (**Figure 3C**). 

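Of 10208 collagen-expressing tdTomato neg eGFP neg cells, 26.3% (95% interval 25.4 to 27.2) were in the G1-like group and 17.2% (95% interval 16.5 to 18.0) in the G0-like group. The G5- and G6-like groups held 16.6% and 16.5%, and the G2-, G3- and G4-like groups 8.71%, 7.19% and 7.43%. This 1 library gave 94.3% of all G0-like cells. The share in the G0-like group moved most in Y-only cells, to 0.459%.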

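Among 4632 collagen-expressing tdTomato+ eGFP neg cells, 50.5% (95% interval 49.1 to 52.0) were in the G3-like and 22.4% (95% interval 21.2 to 23.6) in the G6-like group. The same groups held 48.5% (95% interval 45.2 to 51.9) and 22.0% (95% interval 19.3 to 24.9) of 863 tdTomato+ eGFP+ cells. The other 5 groups each held 0.777% to 8.27% of tdTomato+ eGFP neg cells and 0.232% to 10.7% of tdTomato+ eGFP+ cells. With 9 clusters the shares in the G3-like group were 31.8% and 29.6%, and with 40 components 33.0% and 29.2%.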

The distributions of the tdTomato^+^ eGFP^neg^ and tdTomato^+^ eGFP^+^ cells were almost identical, with roughly 50% in G3 and 22% in G6, and only small fractions distributed into the remaining groups. This is in keeping with the enrichment of *Cxcl13*^+^ cells in these same groups. Finally, the tdTomato^neg^ eGFP^+^ cells were distributed similarly into G3, G5, and G4, with a somewhat elevated fraction in G6. 

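Of 5772 collagen-expressing tdTomato neg eGFP+ cells, 29.0% (95% interval 27.8 to 30.2) were in the G6-like group, 22.2% (95% interval 21.1 to 23.3) in the G3-like group, 21.4% (95% interval 20.4 to 22.5) in the G5-like group and 18.9% (95% interval 17.9 to 20.0) in the G4-like group. The G0-, G1- and G2-like groups held 1.20%, 5.15% and 2.10%. With 9 clusters the G3-like group held 12.3% and the G5-like group 33.3%. The G3-, G5- and G4-like groups held 45.2%, 9.10% and 5.90% of *Xist*-only cells and 11.9%, 12.5% and 34.3% of Y-only cells.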

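Within the tdTomato neg eGFP+ library, *Cxcl13* was found at 208 CPM (95% interval 199 to 218) in 1094 G4-like cells and 166.8 CPM (158 to 176) in 1236 G5-like cells. G3-like cells of this library held 402 CPM, G6-like cells 106 CPM, melanoma-like cells 3.86 CPM and immune-like cells 159.8 CPM. No UMI of the tdTomato or eGFP transgene could be counted, because the gene list of the deposited counts holds neither.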

Because GFP expression is dependent on prior expression of Cxcl13-cre, these results indicate that at least some of the cells in G5 and G4 originate from cells in G3 and/or G6. Despite their differences in *Cxcl13* expression, the proximity of cells in groups G3-G6 in the UMAP plot also suggests broad similarities in their overall function.

To gain greater insight into the functional properties of the different CAF groups, we performed gene set enrichment analysis to identify the most differentially expressed and immunologically relevant gene sets (**Supplementary Table 1**). **Figure 3D** shows a representative subset of functionally relevant pathways selected based on statistically significant and positive enrichment among individual groups. 

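UMIs of the 44 collagen genes in the gene list, summed, reached 7957 CPM in the G0-like group, 39768 CPM in the G1-like group, 36228 CPM in the G2-like group, 27941 CPM in the G3-like group, 15965 CPM in the G4-like group, 12672 CPM in the G5-like group and 15877 CPM in the G6-like group. The log2 folds were 0.94, 0.69 and 0.35 in the G1-, G2- and G3-like groups. Pathway scores were not recomputed, because the gene sets were not at hand.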

Cells in G1 and G2, and to a lesser extent G3, were highly enriched for ECM pathways, including those focused on components of collagen, basement membrane, and interstitial matrix. Conversely, cells in G3, G4, and G6 were enriched in pathways involving heterotypic cell-cell adhesion, cell-cell contact, and junction formation. Cells in all groups except G0 and G5 were enriched in terms related to chemokine production and activity, and regulation of leukocyte migration. 

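The 40 genes of the Ccl, Cxcl, Cx3cl and Xcl families, 34 of them detected, summed to 4219 CPM in the G0-like group, 12662 CPM in the G1-like group, 10945 CPM in the G2-like group, 12535 CPM in the G3-like group, 9012 CPM in the G4-like group, 8343 CPM in the G5-like group and 8979 CPM in the G6-like group.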

Interestingly, while cells in G1 and G2 were particularly enriched for Cxcl12 activity, cells in G3 and to a lesser extent G6 and G4, were specifically enriched for B cell chemotaxis, consistent with their expression of *Cxcl13*. 

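Summed UMIs of 6 MHC-II genes of the H2 family came to 183 CPM in the G0-like group, 501 CPM in the G1-like group, 535 CPM in the G2-like group, 1594 CPM in the G3-like group, 1538 CPM in the G4-like group, 2213 CPM in the G5-like group and 1414 CPM in the G6-like group. For 27 MHC-I genes of that family the sums were 3042 CPM in the G0-like group, 3874 CPM in the G1-like group, 3882 CPM in the G2-like group, 6649 CPM in the G3-like group, 6216 CPM in the G4-like group, 7609 CPM in the G5-like group and 5992 CPM in the G6-like group.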

Cells in G5, G3, G6, and to a lesser extent G4, were highly enriched for MHC-II and MHC-I antigen presentation pathways, and similarly, responses to Type I and II interferons. 

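A list of 6 cell cycle genes, *Mki67*, *Top2a*, *Cdk1*, *Ccnb1*, *Mcm5* and *Pcna*, was summed. It reached 78.1 CPM in the G0-like group, 109.7 CPM in the G1-like group, 1193 CPM in the G2-like group, 113 CPM in the G3-like group, 224.1 CPM in the G4-like group, 133 CPM in the G5-like group and 1207 CPM in the G6-like group. Other cell cycle genes helped to name the G2- and G6-like groups.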

Finally, cells in G2 and G6 were particularly enriched in terms associated with cell proliferation and division. Importantly, these terms are in large part concerned with modulation of immunity, and with cell trafficking and localization. The individual enriched genes that underlie these functions are described in more detail below.

### 2.4 Group G0 represents protoCAF

In contrast to the groups described above, the G0 group did not display enrichment for any immunologically relevant pathways, nor those associated with specialized fibroblast functions (**Figure 3D**; **Supplementary Table 2**). Instead, the pathway terms enriched in G0 reflected functions associated with cell polarity and the cytoskeleton (**Supplementary Table 2**). To gain more insight into this group, we turned to analysis of the most differentially expressed individual genes. Among the most differentially expressed genes in Group G0 were *Pi16, Dpp4, and Ly6c1* (**Figure 4**; **Supplementary Table 3**). These genes have been observed to identify a ‘universal’ healthy tissue fibroblast population that has not yet specialized in function (45). 

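*Pi16* reached 1222 CPM in the G0-like group and 35.3 CPM outside it, a log2 fold of 5.11 (95% interval 5.06 to 5.17), and was higher in 2 of 2 libraries. *Dpp4* was at 269.9 CPM in the G0-like group and 15.1 CPM outside it, a log2 fold of 4.16 (95% interval 4.05 to 4.26), and was higher in 2 of 2 libraries. *Ly6c1* stood at 1520 CPM in the G0-like group and 146 CPM outside it, a log2 fold of 3.38 (95% interval 3.34 to 3.42), and was higher in 2 of 2 libraries. *Dpp4* was also higher in the G5-like group, with a log2 fold of 1.12, and *Pi16* and *Ly6c1* in the G1-like group, with 1.85 and 1.35. *Pi16* rose to 6.40 in the G0-like group without the tdTomato neg eGFP neg library.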

An additional set of differentially expressed genes in this group included *Dcn, Igfbp6, and Mfap5*. These were enriched in healthy tissue fibroblasts compared to CAF from the same tissue (24). In this same study (24), *Rgs5, Acta2, Tagln*, and *Cthrc1* were under-expressed in healthy tissue fibroblasts compared with CAF. 

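*Dcn* reached 12098 CPM in the G0-like group and 2985 CPM outside it, a log2 fold of 2.02 (95% interval 2.01 to 2.03), and was higher in 2 of 2 libraries. The log2 folds of *Igfbp6* and *Mfap5* in the G0-like group were 1.26 (95% interval 1.23 to 1.29) and 1.5 (95% interval 1.46 to 1.54), at 2050 and 1313 CPM. *Igfbp6* was about as high in the G5-like group, at 1996 CPM, and *Mfap5* was higher in the G1-like group, at 1606 CPM. *Mfap5* rose to 2.11 in the G0-like group without the tdTomato neg eGFP neg library.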

We found that *Rgs5* was minimally expressed in any of our fibroblasts, while expression of the remaining genes, which are involved in either the actin cytoskeleton or ECM remodeling, was substantially lower in G0 than in many or all other groups (**Table 1**). Conversely, G0 CAF were enriched for expression of *Gpc3*, a gene enriched in CAF inferred to be derived from early-stage *Pi16*^+^ precursors (46). 

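In the G0-like group *Acta2* was at 58.2 (95% interval 51.1 to 66.1) CPM, *Tagln* at 23.0 (95% interval 18.6 to 28.1) CPM and *Cthrc1* at 16.6 (95% interval 12.9 to 21.1) CPM, with log2 folds of -3.46, -3.74 and -2.66. Among the other groups the lowest levels were 291 CPM of *Acta2*, 44.3 CPM of *Tagln* and 6.00 CPM of *Cthrc1*, all in the G4-like group. *Cthrc1* was therefore lower in the G4- and G5-like groups than in the G0-like group. No *Rgs5* UMI was found in 1867 G0-like cells, which allows up to 0.903 CPM (95% Poisson bound), and the highest level was 4.96 CPM in the G1-like group. In Y-only cells, 9 of which were G0-like, the log2 folds of *Acta2* and *Tagln* were positive, at 1.41 and 1.90. Without the tdTomato neg eGFP neg library they were -5.30 and -4.55.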

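*Gpc3* reached 438 CPM in the G0-like group and 33.5 CPM outside it, a log2 fold of 3.71 (95% interval 3.63 to 3.79), and was higher in 2 of 2 libraries. *Gpc3* rose to 4.65 in the G0-like group without the tdTomato neg eGFP neg library.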

Finally, G0 CAF were enriched for expression of *Ogn*, one of 3 markers of progenitor CAF defined by Chen et al. (24), while *Igf1*, another progenitor marker, was enriched in G1 and G2, and a 3^rd^, *C7*, was not significantly expressed by any group (**Figure 4**; **Supplementary Table 3**). Collectively, the overexpression of a combination of healthy tissue fibroblast genes and early-stage CAF genes suggest that group G0 comprises ‘protoCAF’ that have recently transitioned from normal fibroblasts.

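*Ogn* reached 1826 CPM in the G0-like group and 82.1 CPM outside it, a log2 fold of 4.48 (95% interval 4.44 to 4.52), and was higher in 2 of 2 libraries. *Igf1* had log2 folds of 2.35 (95% interval 2.33 to 2.37) in the G1-like and 1.38 (95% interval 1.35 to 1.40) in the G2-like group, at 1544 and 1115 CPM. *C7* was at 5.38 CPM in the G0-like group, its highest level among the 7 groups, and at 0.257 CPM in the G6-like group, its lowest. *Ogn* rose to 5.29 in the G0-like group without the tdTomato neg eGFP neg library.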

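The list of 10 fibroblast genes *Pdgfra*, *Pdgfrb*, *Col1a1*, *Col1a2*, *Dcn*, *Lum*, *Dpt*, *Fbln1*, *Mfap5* and *Pi16* summed to 18576 CPM in the G0-like group, 20024 CPM in the G1-like group, 18202 CPM in the G2-like group, 15551 CPM in the G3-like group, 8938 CPM in the G4-like group, 8848 CPM in the G5-like group and 9044 CPM in the G6-like group. Within G0-like cells *Dcn* alone gave most of this sum. Cells of the G0-like group had a median of 925 detected genes, against 2275 in the G1-like group.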

**Figure 4:**
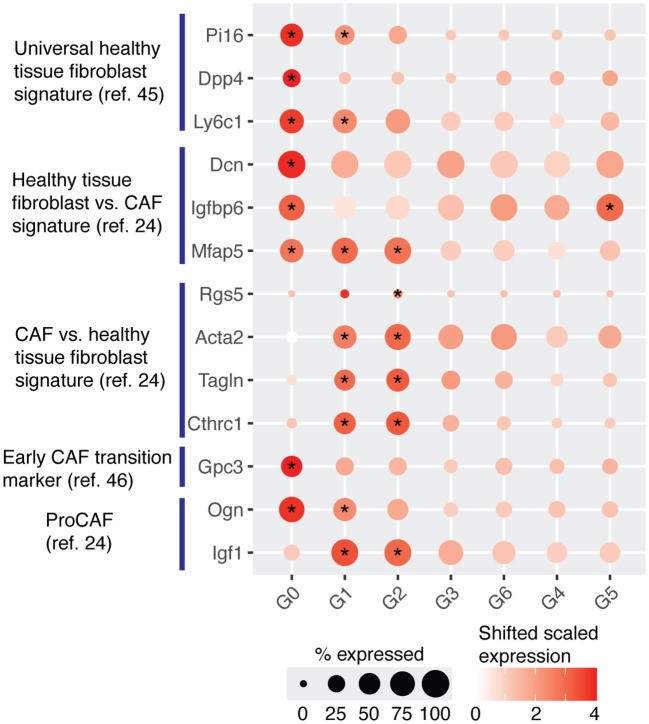
Enriched genes in G0 define protoCAF characteristics. Genes defining terms associated with fibroblast and CAF development were chosen based on the indicated references. Gene expression was normalized across groups and shifted to establish a baseline of 0. Dot size indicates percentage of cells positive for the gene. Color intensity indicates normalized expression intensity. A Wilcoxon Ranked Sum test was run to identify genes significantly enriched in each group. Those marked for significance (*) had a Bonferonni-Hochburg adjusted p value < 0.05, a positive log2 fold change > 0.25, and were expressed in > 10% of cells in the group in question. Data supporting this determination are shown in **Supplementary Table 3**.

**Table 1:** Relative expression of normal and cancer associated fibroblast enriched genes in group G0.

Gene	avg_log2FC	pct.1	pct.2	p_val_adj
*Pi16*	4.7	0.601	0.111	0
*Gpc3*	3.52	0.484	0.199	0
*Ly6c1*	3.2	0.707	0.403	0
*Dcn*	2.12	0.994	0.97	0
*Igfbp6*	1.33	0.836	0.818	5.45E-221
*Dpp4*	3.7	0.285	0.102	4.07E-170
*Mfap5*	1.44	0.648	0.524	2.48E-142
*Rgs5*	-5.62	0	0.003	1
*Cthrc1*	-2.46	0.025	0.221	7.79E-95
*Tagln*	-4.47	0.019	0.292	2.51E-153
*Acta2*	-3.7	0.057	0.706	0

A Wilcoxon ranked-sum test was used to compare expression of the indicated genes among CAF groups. *Avg_log2FC*, log2 fold change of gene expression by cells in the group of interest relative to cells outside the group of interest. *Pct.1*, percentage of expressing cells in the group of interest. *Pct.2*, percentage of expressing cells outside the group of interest. *P_val_adj*, p value adjusted using Bonferroni-Hochberg correction.

### 2.5 Fibroblast groups are polarized between ECM deposition and direct cell-cell interaction

ECM deposition by CAF contributes to tumor growth by preventing immune cell trafficking into the tumor (47). While G0 was selectively enriched only for *Col14a1*, groups G1 and G2 were strongly enriched for genes encoding a wide range of fibrillar, microfibril-associated, and basement membrane-associated collagens (**Figure 5A**; **Supplementary Table 3**). 

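*Col14a1* reached 1101 CPM in the G0-like group and 65.6 CPM outside it, a log2 fold of 4.07 (95% interval 4.02 to 4.12), and was higher in 2 of 2 libraries. It was also higher in the G1- and G2-like groups, with log2 folds of 2.19 and 1.03. In the G1-like group the log2 folds were *Col1a1* 0.68 (0.67 to 0.69), *Col1a2* 0.88 (0.87 to 0.89) and *Col3a1* 0.98 (0.97 to 0.98) for the fibrillar collagens, with 95% intervals in parentheses. Basement membrane and microfibrillar collagens reached *Col15a1* 2.23, *Col4a1* 1.93, *Col4a2* 1.84, *Col6a1* 0.77, *Col6a2* 0.80 and *Col6a3* 1.72 in the G1-like group and 1.76, 1.46, 1.42, 0.45, 0.49 and 1.38 in the G2-like group, in the same order. *Col14a1* rose to 5.05 in the G0-like group, *Col4a1* to 2.09 in the G2-like group and *Col4a2* to 2.01 in the G2-like group, without the tdTomato neg eGFP neg library.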

Groups G0, G1, and G2 were also strongly enriched for genes encoding proteins involved in fibrillogenesis (*Dpt, Lum*) and microfibril formation (*Fbn1, Fbln1*). 

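For *Dpt* the log2 folds in the G0-, G1- and G2-like groups were 2.40, 2.75 and 1.57, for *Lum* 2.17, 3.00 and 1.58, and for *Fbn1* 1.05, 1.05 and 0.57. *Fbln1* had 2.11, 0.61 and 0.25, so that 11 of 12 folds passed the threshold, and it was also higher in the G5-like group at 0.40. The most abundant was *Fbn1* in the G0-like group at 1079 (95% interval 1047 to 1111) CPM. *Dpt* rose to 3.66 and 2.52 in the G0- and G2-like groups, *Lum* to 3.25, 3.84 and 2.63 in the G0-, G1- and G2-like groups and *Fbln1* to 2.78 in the G0-like group, without the tdTomato neg eGFP neg library.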

G1 and G2 were additionally enriched for genes encoding proteins that mediate incorporation of hyaluronic acid (HA) into ECM structures (*Tnfaip6, Vcan*), and periostin (*Postn*), which encodes a secreted protein identified as a part of the ECM, and which serves as a ligand for αv integrins (48, 49). 

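*Postn* reached 656 CPM in the G1-like group and 87.8 CPM outside it, a log2 fold of 2.90 (95% interval 2.87 to 2.93), and was higher in 4 of 4 libraries. In the G2-like group the log2 fold of *Postn* was 2.09 (95% interval 2.06 to 2.13). *Tnfaip6* reached 1.42 in the G1-like and 0.85 in the G2-like group, and *Vcan* 0.97 and 0.56. *Tnfaip6* was also higher in the G0-like group, at 0.63. *Postn* rose to 3.09 in the G2-like group without the tdTomato neg eGFP neg library.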

Group G3 was enriched for some of these collagen and ECM generation-related genes, but expression relative to G1 and G2 was usually noticeably decreased. 

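In the G3-like group the levels of *Col1a1*, *Col3a1* and *Col5a2* were 6095, 13184 and 638 CPM, against 6543, 18826 and 1247 CPM in the G1-like and 6716, 16287 and 1125 CPM in the G2-like group. Log2 folds above the threshold in the G3-like group were 0.65 for *Col1a1*, 0.38 for *Col3a1*, 0.36 for *Tnfaip6* and 0.36 for *Vcan*. In the G4-, G5- and G6-like groups *Col3a1* was at 6733, 6072 and 7335 CPM.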

Further reductions in the expression of these genes were evident in G6, G4, and G5. However, G3, G6, and G4 were selectively enriched for *Col12a1*, *Col4a5*, and/or *Col24a1*. These patterns in gene enrichment suggest groups G1 and G2 play a large role in constructing and modifying the ECM, while groups G0 and G3–G6 play less significant and/or more specialized roles.

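*Col12a1* was higher in the G3-like group only, at a log2 fold of 1.31 (95% interval 1.27 to 1.35), and below the other cells in the G4- and G6-like groups at -0.63 and -0.81. *Col4a5* reached 1.31 (95% interval 1.25 to 1.37) in the G4-like group, 0.13 in the G3-like and 0.25 in the G6-like group. *Col24a1* had 1.33 (95% interval 1.30 to 1.37) in the G4-like, 0.95 (95% interval 0.92 to 0.98) in the G3-like and -0.11 in the G6-like group. Across 7955 genes, which are not independent replicates, the log2 fold in the G4-like group rose with gene length (Spearman's rho 0.449). Of these 9 folds 4 passed the threshold.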

**Figure 5:**
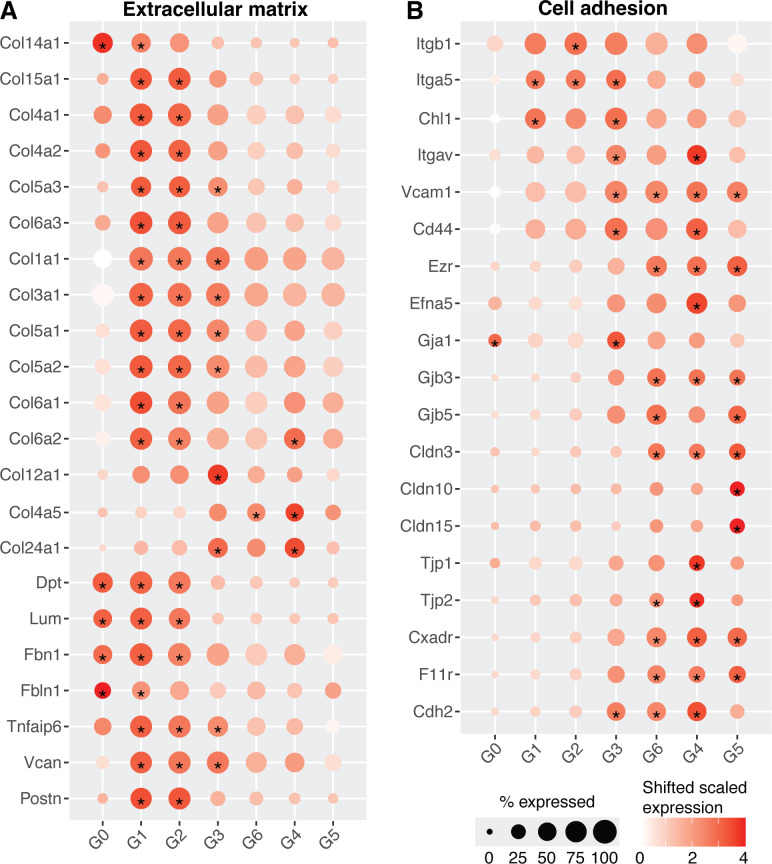
Distribution of genes associated with **(A)** ECM deposition and remodeling and **(B)** cell adhesion among CAF groups. For each gene, mean expression values for each group were normalized and shifted to establish a baseline of 0. Color intensity indicates normalized expression intensity. Dot size indicates percentage of cells positive for the gene by group. A Wilcoxon Ranked Sum test was run to identify genes significantly enriched in each group. Those marked for significance (*) had a Bonferonni-Hochburg adjusted p value < 0.05, a positive log2 fold change > 0.25, and were expressed in > 10% of cells in the group in question Data supporting this determination are shown in **Supplementary Table 3**.

There was also a distinction in group expression of genes encoding molecules involved in cell adhesion (**Figure 5B**; **Supplementary Table 3**). 

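*Itga5* had log2 folds of 0.66 (95% interval 0.62 to 0.71) in the G1-like, 0.62 (95% interval 0.56 to 0.68) in the G2-like and 0.63 (95% interval 0.60 to 0.67) in the G3-like group, at 178, 181 and 166 CPM. For *Itgb1* they were 0.25, 0.32 and 0.08, and for *Chl1* 0.71, 0.20 and 0.85. *Itgav* was highest in the G4-like group, at 222.9 (95% interval 216 to 230) CPM and a log2 fold of 1.02, and had 0.21 in the G3-like and -0.15 in the G6-like group.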

*Itga5* and *Itgb1*, which form α5β1 integrin, and *Chl1*, were enriched in G1, G2, and/or G3, while *Itgav* was enriched in G3 and G6. CHL1 has multiple ligands and is involved in regulation of many cell processes, but the primary ligand for α5βa1 integrin is fibronectin, a component of the ECM (50, 51). The integrin αv chain pairs with 5 different β chains, and each of these integrins binds to a larger range of ligands than α5β1 integrin, but most of these ligands are also elements of the ECM (50, 51). The differential expression of these molecules is consistent with the engagement of these groups with different components of the ECM, suggesting differences in their localization. In addition, CAF in group G4, and to a lesser extent G3, G6, and G5, were enriched for expression of genes encoding proteins involved in cell-cell interactions, including *Vcam1*, *Cd44*, *Ezr*, and *Efna5*. 

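*Cd44* was higher in the G4-like group, at 525 CPM and a log2 fold of 0.65 (95% interval 0.61 to 0.68), and in the G3-like group, with 0.60 (95% interval 0.58 to 0.62). In the G5- and G6-like groups its folds were -0.99 and -0.05. *Ezr* reached 1.41 (95% interval 1.37 to 1.45) in the G5-like, 0.96 (95% interval 0.91 to 1.00) in the G4-like and 0.78 (95% interval 0.75 to 0.82) in the G6-like group, and -1.23 in the G3-like group. *Efna5* helped to name the G4-like group and is not reported. With *Vcam1*, 7 of 12 folds in these 4 groups passed the threshold. *Ezr* rose in the G3-like group to 0.06 with 40 components, 0.04 with Scrublet doublets removed and 0.08 with the expected share of doublets removed.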

VCAM1 is a primary ligand for α4β1 integrin, which is widely expressed on activated lymphoid and myeloid cells and mediates cell-cell adhesion and extravasation (52, 53). CD44 binds strongly to HA, enabling interaction with ECM (54). However, CD44^+^ fibroblasts have also been shown to coat themselves with HA, enabling them to bind to CD44^+^ monocytes (55). EZRIN (*Ezr*), a cytoplasmic protein linking the actin cytoskeleton to different cell surface molecules, has been shown to engage with both VCAM1 and CD44 (56, 57). EFNA5 is a ligand for ephrin A receptors, and its engagement can lead to bi-directional regulation of cell-cell adhesion, morphology, and proliferation (58). CAF in groups G6, G4, and G5, and to a lesser extent G3, were also enriched for expression of genes encoding proteins that mediate formation of different cell-cell junctions (**Figure 5B**; **Supplementary Table 3**). These include the gap junction proteins GJA1, GJB3, AND GJB5; several proteins that mediate formation of tight junctions (CLDN3, CLDN10, CLDN15, TJP1, TJP2, CXADR, F11R); and N-cadherin (*Cdh2*), which is involved in some adherens junctions (59). 

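Log2 folds were computed for junction genes in the G3- to G6-like groups. *Cldn10*, *Cldn15* and *Tjp1* helped to name groups and are not reported. For *Gja1* the folds were 0.78, -0.02, -0.51 and -0.11 from the G3- to the G6-like group. *Gjb5* had 0.00, 0.08, 0.80 and 0.83. Those of *Cldn3* were -1.97, 1.04, 1.37 and 1.04. *Cxadr* had -0.61, 1.31, 1.22 and 0.39. Those of *F11r* were 0.10, 0.69, 0.98 and 0.31. *Cdh2* had 0.56, 1.25, -0.86 and 0.46. Among these genes the highest level was that of *Cxadr* in the G4-like group, at 245 (95% interval 238 to 253) CPM. *Gja1* was also higher in the G0-like group, at 0.62. *Gja1* fell in the G3-like group to 0.05 with 40 components, its lowest value. *Gja1* rose in the G5-like group to 0.55 with 40 components, 0.45 with Scrublet doublets removed and 0.48 with the expected share of doublets removed. *Cxadr* rose in the G3-like group to 0.64 with 40 components, 0.62 with Scrublet doublets removed and 0.66 with the expected share of doublets removed. *Cxadr* fell in the G6-like group to 0.17 without the tdTomato neg eGFP neg library. *F11r* fell in the G6-like group to 0.04 without the tdTomato neg eGFP neg library and 0.11 as a mean over libraries. *Cdh2* fell in the G3-like group to 0.19 without the tdTomato neg eGFP neg library. *Cdh2* fell in the G6-like group to 0.15 without the tdTomato neg eGFP neg library.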

The enriched expression of these genes suggests that these groups are more involved in the formation of direct connections with one another and potentially with immune cells, than are cells in groups G0, G1, and G2.

### 2.6 Fibroblast groups are polarized to chemotactically attract different immune cell populations

We previously showed that, in addition to CXCL13 and its receptor, CXCR5, TLS formation in tumors is also dependent on the chemokine CCL21 and its receptor, CCR7, and the primary source of both chemokines was CAF (9, 11). 

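The gene list holds *Ccl21a*, *Ccl21b* and *Ccl21d*. *Ccl21a* had 282 UMIs in 15 collagen-expressing cells, with at most 80 in 1 cell, and the other 2 genes had none. The cells with *Ccl21a* were 5 in the G1-like group, 2 in the G2-like group, 1 in the G3-like group, 1 in the G4-like group, 2 in the G5-like group and 4 in the G6-like group, and 0 of 1867 G0-like cells had one. Among 622 melanoma-like cells 0 had one, which allows a share of up to 0.591%, and among 594 immune-like cells 0, which allows up to 0.619%. In the GENCODE M21 transcripts all of the last 90 bases of *Ccl21b* are also found in *Ccl21a*. The last 90 bases of *Ccl21a* matched *Ccl21b* at only 33 positions in the best placement without gaps, which is not a shared stretch. The end of *Ccl21d* was not compared. Reads that match several genes are not counted. The level of *Ccl21b* could therefore be understated, and that of *Ccl21a* as far as its reads fall on shared bases.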

Surprisingly, we detected only low level *Ccl21* expression in only 13 cells, with no concentration in any group. Given our prior robust detection of Ccl21 by immunofluorescence and RT-PCR (9, 11), we believe this to be a technical issue in the scRNA-seq approach. However, we did detect *Ccl19* (**Supplementary Table 3**), which also binds to CCR7 and is also differentially upregulated in tumors containing TLS (9). This led us to consider what additional chemokines were made by different CAF groups. 

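*Ccl19* UMIs were found in 51.2% of G1-like cells and 43.7% of G2-like cells, or 17.2% and 10.4% after thinning, against 6.91% of melanoma-like and 8.42% of immune-like cells, with median depths of 6822, 10646, 17636 and 6661 UMIs.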

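*Ackr3* reached 450.3 CPM in the G0-like group and 82.1 CPM outside it, a log2 fold of 2.46 (95% interval 2.39 to 2.53), and was higher in 2 of 2 libraries. Together the 23 chemokine receptor genes, 20 of them detected, summed to 508 CPM in the G0-like group, 122 CPM in the G1-like group, 88.2 CPM in the G2-like group, 85.4 CPM in the G3-like group, 90.7 CPM in the G4-like group, 124 CPM in the G5-like group and 88.1 CPM in the G6-like group. *Ackr3* was also higher in the G5-like group, with a log2 fold of 0.42.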

All groups expressed multiple genes encoding different chemokines, but only a single chemokine receptor, *Ackr3*, which was differentially expressed by G0 (**Figure 6**; **Supplementary Figure 3**, **Supplementary Table 3**). ACKR3 is an unusual chemokine receptor that scavenges CXCL12 and CXCL11 and is thought to function as a decoy, but also mediates adhesion, migration, and survival (60–63). 

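*Ccl11* reached 1022 CPM in the G0-like group and 121 CPM outside it, a log2 fold of 3.08 (95% interval 3.03 to 3.13), and was higher in 2 of 2 libraries. Its log2 folds were 2.83 (95% interval 2.80 to 2.87) in the G1-like and 1.84 (95% interval 1.80 to 1.88) in the G2-like group, at 531 and 420.3 CPM. *Ccl11* rose to 4.14, 4.29 and 3.49 in the G0-, G1- and G2-like groups without the tdTomato neg eGFP neg library.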

G0, G1, and G2 were enriched for expression of *Ccl11*, which encodes an eosinophil chemoattractant that has also been implicated as an endothelial cell angiogenic factor (64). 

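In the G0-like group the log2 folds of *Ccl7*, *Ccl2*, *Cxcl1*, *Cxcl12*, *Cxcl9*, *Cxcl5*, *Cxcl10* and *Cxcl16* were -1.67, -2.64, -0.75, -0.55, -2.46, -3.92, -1.56 and -2.20. That of *Ccl19* was 0.50 (95% interval 0.31 to 0.68), higher in 1 of 2 libraries.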

G0 was not enriched for expression of any other chemokine. Conversely, G1 and/or G3 were enriched for expression of *Ccl7, Ccl2*, and *Cxcl1*, which encode chemokines that recruit eosinophils, monocytes, and neutrophils, respectively. 

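*Ccl7* had log2 folds of 0.45 (95% interval 0.44 to 0.46) in the G3-like and 0.28 (95% interval 0.26 to 0.29) in the G1-like group, at 1705 and 1607 CPM. For *Ccl2* they were 0.40 (95% interval 0.39 to 0.41) and -0.22, at 4015 and 2877 CPM. *Cxcl1* reached -0.08 and 0.24, and was highest in the G4-like group at 1742 (95% interval 1723 to 1762) CPM and a log2 fold of 0.30. *Ccl7* fell in the G1-like group to 0.25 without the tdTomato neg eGFP+ library, -0.03 without the tdTomato neg eGFP neg library and 0.07 as a mean over libraries, the lowest under the remaining settings. *Ccl7* fell in the G3-like group to 0.05 with Scrublet doublets removed, its lowest value. *Ccl2* fell in the G3-like group to 0.22 without the tdTomato neg eGFP neg library and 0.15 in Y-only cells, the lowest under the remaining settings.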

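*Cxcl12* reached 1360 CPM in the G1-like group and 291 CPM outside it, a log2 fold of 2.22 (95% interval 2.20 to 2.24), and was higher in 4 of 4 libraries. In the G2-like group *Cxcl12* was at 949 CPM, a log2 fold of 1.23 (95% interval 1.21 to 1.26). *Ccl19* had 3.27 (95% interval 3.20 to 3.33) and 1.40 (95% interval 1.32 to 1.48) in the G1- and G2-like groups, at 190.2 and 104 CPM, and *Cxcl9* 2.55 (95% interval 2.53 to 2.57) and 1.99 (95% interval 1.97 to 2.01), at 2031 and 1910 CPM. *Cxcl9* rose to 2.71 in the G2-like group without the tdTomato neg eGFP neg library.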

Groups G1 and G2 also strongly and differentially expressed *Cxcl12, Ccl19*, and *Cxcl9*. CXCL12 attracts, retains, and activates a variety of CXCR4-expressing immune and non-immune cells, including some cancer cells (65–68). While CCL19 recruits CCR7-expressing naïve T and B cells and central memory T cells into secondary lymphoid tissue, CXCL9 recruits CXCR3-expressing T effector and NK cells from bloodstream into inflamed tissue, and we previously showed the importance of this pathway in this murine melanoma model (69). Thus, cells in G1 and G2 appear poised to recruit both naïve and effector lymphocytes into tumors from the bloodstream, promoting an essential preliminary step in TLS development.

**Figure 6:**
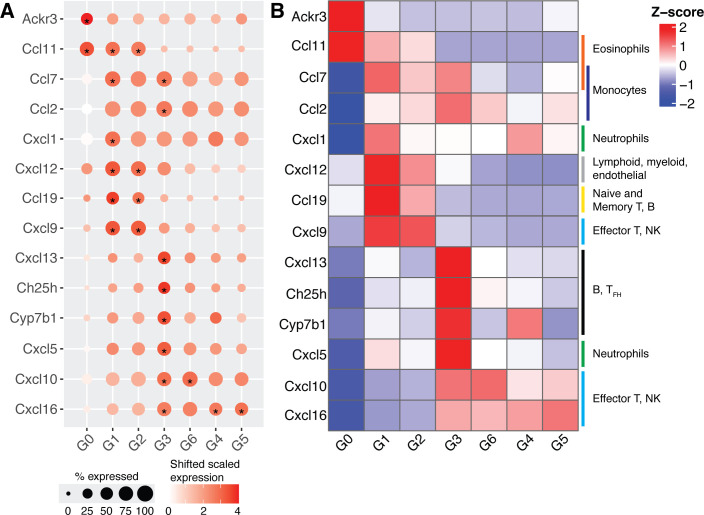
Distribution of genes associated with immune cell recruitment among CAF groups. **(A)** Expression of chemokines and chemokine-relevant modifiers. For each gene, mean expression values for each group were normalized and shifted to establish a baseline of 0. Color intensity indicates normalized expression intensity. Dot size indicates percentage of cells positive for the gene by group. A Wilcoxon Ranked Sum test was run to identify genes significantly enriched in each group. Those marked for significance (*) had a Bonferonni-Hochburg adjusted p value < 0.05, a positive log2 fold change > 0.25, and were expressed in > 10% of cells in the group in question Data supporting this determination are shown in **Supplementary Table 3**, **Supplementary Figure 3**. **(B)** Normalized gene expression data from **(A)** was replotted in a heatmap to better visualize differences in expression between groups. Labels on the right side of the heatmap denote target leukocytes responding to each chemokine.

As shown earlier, group G3 strongly and differentially expressed *Cxcl13*. G3 was also enriched for expression of *Ch25h* and *Cyp7b1* (**Figure 6**; **Supplementary Figure 3**; **Supplementary Table 3**), which encode proteins that convert cholesterol to 7-alpha, 25-dihydroxycholesterol. This molecule is a ligand for GPR183, another G-protein coupled receptor that regulates B and T cell migration to germinal centers (70). 

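*Ch25h* reached 118 CPM in the G3-like group and 45.2 CPM outside it, a log2 fold of 1.39 (95% interval 1.34 to 1.44), and was higher in 4 of 4 libraries. *Cyp7b1* was at 261 CPM, a log2 fold of 1.39 (95% interval 1.36 to 1.43), higher in 4 of 4 libraries, and also passed the threshold in the G4-like group at 0.36.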

Given this, it was surprising that G3 was also enriched for expression of *Cxcl5*, which encodes a neutrophil attractant. 

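*Cxcl5* reached 893 CPM in the G3-like group and 412 CPM outside it, a log2 fold of 1.12 (95% interval 1.10 to 1.13), and was higher in 4 of 4 libraries.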

Lastly, G3 and G6 were enriched for expression of *Cxcl10*, which like *Cxcl9*, encodes a chemokine that binds to CXCR3 to recruit effector T and NK cells (71), while G3-G6 were enriched for expression of *Cxcl16*, which binds to CXCR6^+^ T and NK cells. 

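*Cxcl10* reached 1456 CPM in the G6-like and 1397 CPM in the G3-like group, log2 folds of 0.45 (95% interval 0.44 to 0.46) and 0.34 (95% interval 0.32 to 0.35). The log2 folds of *Cxcl16* were 0.31, 0.28, 0.38 and 0.12 from the G3- to the G6-like group, at 179, 182, 192.5 and 162 CPM. *Cxcl10* fell in the G3-like group to 0.23 without the tdTomato+ eGFP neg library, 0.08 without the tdTomato neg eGFP neg library and 0.08 as a mean over libraries, the lowest under the remaining settings. *Cxcl16* fell in the G3-like group to 0.13 without the tdTomato neg eGFP neg library and 0.12 with 9 clusters, the lowest under the remaining settings. *Cxcl16* fell in the G4-like group to 0.14 without the tdTomato neg eGFP neg library and 0.22 in *Xist*-only cells. *Cxcl16* fell in the G5-like group to 0.23 without the tdTomato neg eGFP neg library.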

CXCL16 exists in both soluble and membrane-bound forms (72), and its membrane bound form has been shown to anchor T cells to CXCL16-expressing fibroblasts (73) suggesting it may function as an organizer as well as a recruiter. Collectively, these results suggest that all CAF groups can recruit one or more myeloid populations and thereby the potential to either enhance or diminish anti-tumor immunity and tumor growth. However, groups G1, G2, and G3 also act distinctly to either recruit B and T lymphocytes of different activation states into tumors, or to organize them into TLS, while groups G0, G4, G5, and G6 play less important or negligible roles.

### 2.7 Select CAF groups are enriched for expression of multiple genes involved in antigen presentation

Group G5, and to a lesser extent G3 and G6, but not G0, G1, or G2, were enriched for expression of all or some MHC-II structural genes (*CD74, H2-Aa1, H2-Ab1, H2-Eb1*), and components of the MHC-II processing and presentation pathway (*H2-DMa, H2-DMb, Ifi30*) (**Figure 7A**; **Supplementary Table 3**). Similarly, they were enriched for expression of multiple classical MHC-I structural genes (*H2-K1, H2-D1, B2m*), non-classical MHC-I structural genes (*H2-Q6, H2-Q7, H2-T22, H2-T23, H2-M2, H2-M3*), as well as genes encoding both subunits of the TAP peptide transporter, the TAP binding protein (*Tapbp*), and 5 components of the immunoproteasome (*Psmb8, Psmb9, Psmb10, Psme1*, and *Psme2*) (**Figure 7B**; **Supplementary Table 3**). These same groups were also enriched for expression of several other genes that are transcriptionally upregulated by Type I IFN and IFNγ signaling (**Figure 7C**; **Supplementary Table 3**), suggesting that the enrichment of MHC-II and -I pathway gene expression may also be in response to these signals.

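In the G5-like group the log2 folds were *Cd74* 1.19 (1.18 to 1.21), *H2-Aa* 0.98 (0.95 to 1.01), *H2-Ab1* 0.63 (0.61 to 0.66), *H2-Eb1* 1.03 (1.00 to 1.05), *H2-DMa* 0.53 (0.46 to 0.61) and *H2-DMb1* 0.65 (0.59 to 0.72), with 95% intervals in parentheses. In the G3-like group they were 0.21, 0.24, 0.55, 0.28, 0.42 and 0.24, and in the G6-like group 0.09, 0.19, 0.02, 0.15, 0.07 and 0.31, in the same order of genes. *Ifi30* had 0.24 in the G5-like, -0.18 in the G3-like and 0.43 in the G6-like group. Over these genes and *H2-DMb2*, which reached 1.26 CPM in the G5-like group, 12 of 24 folds in the 3 groups passed the threshold. *Cd74* reached 3371 (95% interval 3346 to 3397) CPM in the G5-like group, and in the G4-like group its fold was 0.33. *H2-Eb1* fell in the G3-like group to 0.15 without the tdTomato+ eGFP neg library, 0.05 without the tdTomato neg eGFP neg library and 0.01 in Y-only cells, the lowest under the remaining settings. *H2-DMa* fell in the G3-like group to -0.06 in Y-only cells, 0.20 without the tdTomato neg eGFP neg library and 0.20 as a mean over libraries. *H2-DMb1* fell in the G6-like group to 0.16 without the tdTomato neg eGFP neg library and 0.25 in Y-only cells. *Ifi30* fell in the G6-like group to 0.23 in Y-only cells. *H2-DMb2* rose in the G3-like group to 0.04 as a mean over cells. *H2-DMb2* rose to 2.61 in the G5-like group without the tdTomato neg eGFP+ library. *H2-DMb2* fell to 0.79 in the G5-like group without the tdTomato neg eGFP neg library.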

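In the G5-like group the log2 folds were *H2-K1* 0.55, *H2-D1* 0.41, *B2m* 0.15, *H2-Q6* 0.25, *H2-Q7* 0.24, *H2-T22* 0.58, *H2-T23* 0.42, *H2-M2* 0.86, *H2-M3* 0.35, *Tap1* 0.19, *Tap2* 0.33, *Psmb8* 0.57, *Psmb9* 0.59, *Psme1* 0.81 and *Psme2* 0.73. The G3-like group had, in the same order, 0.19, 0.33, 0.51, 0.03, 0.32, 0.21, 0.50, 0.35, -0.03, 0.14, 0.27, -0.08, -0.11, -0.11 and -0.11, and the G6-like group 0.01, -0.07, -0.10, 0.47, 0.42, 0.12, -0.11, 0.23, 0.06, 0.35, 0.00, 0.35, 0.46, 0.20 and 0.20. Of 45 folds 22 passed the threshold. *Tapbp* and *Psmb10* helped to name the G5-like group and are not reported. The most abundant was *B2m*, at 4446 (95% interval 4427 to 4465) CPM in the G3-like group. *H2-D1* fell in the G3-like group to 0.22 without the tdTomato+ eGFP neg library, 0.14 without the tdTomato neg eGFP neg library and 0.10 with Scrublet doublets removed, the lowest under the remaining settings. *H2-Q7* fell in the G3-like group to 0.20 without the tdTomato+ eGFP neg library, -0.02 without the tdTomato neg eGFP neg library and 0.02 as a mean over libraries, the lowest under the remaining settings. *H2-Q7* fell in the G6-like group to 0.22 without the tdTomato neg eGFP neg library. *H2-T23* fell in the G3-like group to 0.22 as a mean over libraries, its lowest value. *H2-M2* fell in the G3-like group to 0.00 in Y-only cells, -0.16 without the tdTomato neg eGFP neg library and 0.06 as a mean over libraries, the lowest under the remaining settings. *Tap2* fell in the G3-like group to 0.10 without the tdTomato+ eGFP neg library, 0.08 without the tdTomato neg eGFP neg library and 0.02 as a mean over libraries, the lowest under the remaining settings. *Tap2* fell in the G5-like group to 0.24 without the tdTomato neg eGFP neg library and 0.18 with 40 components, the lowest under the remaining settings. *Psmb8* fell in the G6-like group to 0.25 without the tdTomato neg eGFP neg library.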

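Outside the MHC, *Irf7* and *Isg15* in the G5-like group had log2 folds of 1.14 (95% interval 1.10 to 1.18) and 0.72 (95% interval 0.70 to 0.74), at 348 and 1148 CPM. In the G3- and G6-like groups they were 0.12 and -0.10 for *Irf7*, and 0.11 and -0.02 for *Isg15*.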

**Figure 7:**
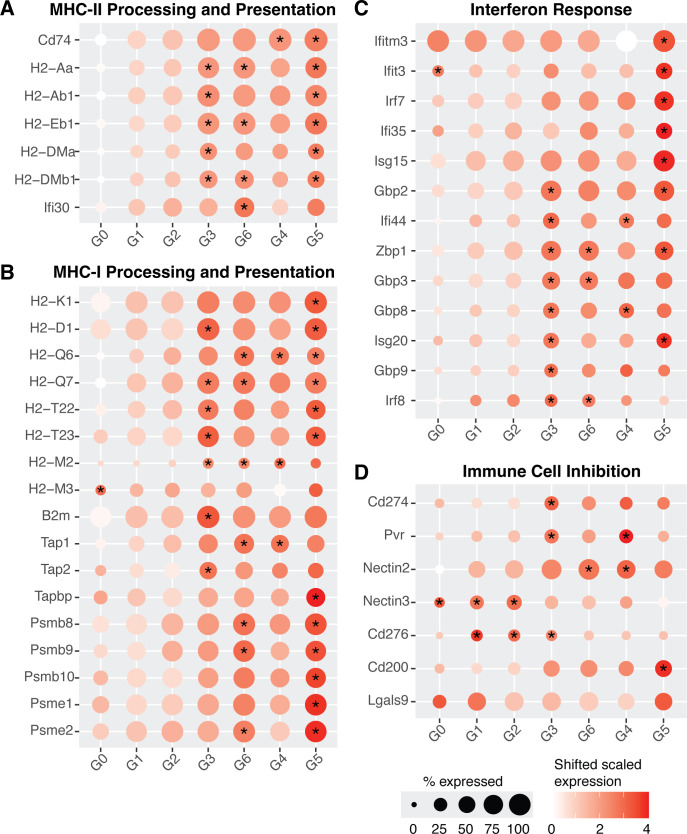
Expression of genes associated with MHC-restricted antigen presentation and interferon response pathways in CAF groups. Expression of genes involved in **(A)** MHC-II antigen presentation, **(B)** MHC-I antigen presentation, **(C)** Interferon response, and **(D)** immune cell inhibition are displayed. For each gene, mean expression values for each group were normalized and shifted to establish a baseline of 0. Color intensity indicates normalized expression intensity. Dot size indicates percentage of cells positive for the gene by group. A Wilcoxon Ranked Sum test was run to identify genes significantly enriched in each group. Those marked for significance (*) had a Bonferonni-Hochburg adjusted p value < 0.05, a positive log2 fold change > 0.25, and were expressed in > 10% of cells in the group in question Data supporting this determination are shown in **Supplementary Table 3**, **Supplementary Figure 4**.

Interestingly, however, there was no evident expression in any CAF group of genes encoding costimulatory ligands that could lead to effective T cell activation and immunity (*Cd80, Cd86, Tnfsf4 (Ox40L), Tnfsf5 (Cd40L), Tnfsf7 (Cd70), Tnfsf8 (Cd30L), Tnfsf9 (4-1BBL), GitrL (Tnfsf18))* (**Supplementary Figure 4**; **Supplementary Table 3**). Conversely, groups G3, G6, and or G4 showed variably enriched expression of *Cd274* (PD-L1), *Pvr* (CD155), and/or *nectin2* (CD112), which encode co-inhibitory molecules that ligate PD1, TIGIT, and CD112R, respectively (**Figure 7D**; **Supplementary Figure 4**; **Supplementary Table 3**) (74, 75). 

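*Tnfsf8* had a UMI in 10.2% of G1-like and 17.1% of G2-like cells (1.77% and 2.35% thinned), against 0.804% of melanoma-like and 3.70% of immune-like cells. Its levels there were 25.0 and 31.2 CPM, with log2 folds of 2.48 (95% interval 2.33 to 2.64) and 2.52 (95% interval 2.35 to 2.68). *Tnfsf9* had a UMI in 15.5% of G3-like cells (2.14% thinned), against 27.5% of melanoma-like cells (1.95% thinned), at 21.0 CPM, and was highest in the G0-like group, at 40.4 CPM. The highest level in a group was 4.09 CPM for *Cd80*, 0.734 CPM for *Cd86*, 0.606 CPM for *Tnfsf4* and 0.671 CPM for *Tnfsf18*. *Cd40lg* and *Cd70* had 1 UMI each over the 7 groups. The median depths were 6822, 10646, 9039, 17636 and 6661 UMIs in the G1-like, G2-like, G3-like, melanoma-like and immune-like cells.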

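*Cd274* reached 48.4 CPM in the G3-like group, a log2 fold of 0.64 (95% interval 0.57 to 0.71), and 0.13 and 0.05 in the G4- and G6-like groups. *Pvr* had 0.86 (95% interval 0.74 to 0.98) in the G4-like, 0.59 (95% interval 0.50 to 0.68) in the G3-like and -0.23 in the G6-like group. *Nectin2* had 0.32, 0.09 and 0.28 in the same order. *Nectin2* fell in the G4-like group to 0.22 without the tdTomato neg eGFP neg library. *Nectin2* fell in the G6-like group to 0.14 without the tdTomato neg eGFP neg library and 0.20 as a mean over libraries.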

The elevated expression of MHC-II genes in groups G5, G3, and G6 also creates the possibility of co-inhibition via LAG3. 

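*Nectin3* had log2 folds of 0.65 (95% interval 0.55 to 0.75) in the G1-like and 0.72 (95% interval 0.59 to 0.84) in the G2-like group, at 38.1 and 41.2 CPM, and 0.89 in the G0-like group. For *Cd276* they were 1.16 (95% interval 1.00 to 1.31) and 0.65 (95% interval 0.44 to 0.86), at 18.2 and 14.5 CPM. *Cd200* helped to name the G5-like group and is not reported.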

G1 and G2 were enriched for expression of *nectin3* (CD113) and *Cd276* (B7-H3), which encode alternate co-inhibitory molecules that bind to TIGIT and an unidentified receptor, respectively (74, 75), and G5 was enriched for expression of *CD200*, which encodes a protein that acts as broad-based inhibitor of immunity (74). 

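*Lgals9* was found at 143, 118, 98.3, 100.3, 102, 140.2 and 95.1 CPM from the G0- to the G6-like group. Its log2 fold was 0.45 (95% interval 0.39 to 0.51) in the G5-like and 0.44 (95% interval 0.32 to 0.55) in the G0-like group, higher in 4 of 4 and 2 of 2 libraries.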

All groups show significant expression of *Lgals9* (galectin 9), which encodes a ligand for TIM3, although no group showed enriched expression. Overall, these results suggest the possibility that different CAF groups can regulate intratumoral immunity via different pathways, but this also depends on the ability of these groups to present relevant antigens via either MHC-II or MHC-I, which we have not addressed.

### 2.8 Cytokine and cytokine receptor expression varies widely among CAF groups

Expression of genes encoding most immune-relevant cytokines, including interferons, interleukins, CSF and TGF family members, and non-co-stimulatory TNF superfamily members, was limited and variable in each CAF group, and overall (**Supplementary Figure 5**). 

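Summed by family, 41 interleukin genes, 31 of them detected, held 246 to 874 CPM over the 7 groups. The 12 *Tnfsf* genes held 67.1 to 244 CPM, and 20 interferon genes, 5 of them detected, 0.101 to 0.979 CPM.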

Groups G0 and G1 were enriched for expression of *Tnfsf12* (TWEAK) and *Vegfd*, while G0, G1, and G2 were enriched for expression of *Csf1* and *Fgf7*, and G1 was enriched for expression of *Fgf2* (**Figure 8A**; **Supplementary Figure 5**). 

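*Tnfsf12* reached 138 CPM in the G0-like group and 30.5 CPM outside it, a log2 fold of 2.18 (95% interval 2.05 to 2.30), and was higher in 2 of 2 libraries. In the G1-like group its log2 fold was 0.81 (95% interval 0.72 to 0.90). *Vegfd* had 1.88 (95% interval 1.78 to 1.97) in the G0-like and 0.93 (95% interval 0.87 to 0.98) in the G1-like group. *Csf1* had 0.32, 0.73 and 0.47 in the G0-, G1- and G2-like groups, and *Fgf7* 2.14, 2.82 and 1.75. *Fgf2* was at 46.3 CPM in the G1-like group, a log2 fold of 1.11 (95% interval 1.01 to 1.20), and at 81.0 CPM in the G0-like group, with 1.76. *Csf1* fell in the G0-like group to 0.25 without the tdTomato neg eGFP+ library and 0.15 in Y-only cells. *Fgf7* rose to 3.06, 3.54 and 3.02 in the G0-, G1- and G2-like groups without the tdTomato neg eGFP neg library.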

TWEAK and FGF7 are involved in tissue injury responses (76, 77), while VEGFD is pro-angiogenic (78), and CSF1 promotes development of macrophages (79). Groups G1 and G2 were enriched for expression of *Tgfb1*, while G1, G2, and G3 were enriched for *Il6* and *Il33.* TGF-β has strong immunoregulatory activities (80). 

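*Tgfb1* had log2 folds of 1.00 (95% interval 0.90 to 1.11) in the G1-like and 1.47 (95% interval 1.35 to 1.58) in the G2-like group, at 36.0 and 49.9 CPM. Those of *Il6* in the G1-, G2- and G3-like groups were 1.07, 0.67 and 0.65, and those of *Il33* 0.78, 0.32 and 1.23. *Il33* was the more abundant, at 597 (95% interval 590.1 to 604) CPM in the G3-like group. *Il6* fell in the G3-like group to 0.20 in *Xist*-only cells. *Il33* fell in the G2-like group to 0.16 without the tdTomato neg eGFP+ library. *Il33* fell in the G3-like group to -0.28 with 40 components and 0.04 with the expected share of doublets removed, the lowest under the remaining settings.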

IL6 can promote a myofibroblastic phenotype and increase ECM deposition (81, 82), and polarize macrophages toward an M2 phenotype (83). Similarly, IL33 produced by CAF has been shown to drive immune responses that can either enhance or diminish tumor control (84–87). Finally, G3 and G4, were enriched for expression of *Csf3, Vegfa, and Vegfc*, while G6 and G1 were selectively enriched for expression of *Vegfb*. These results suggests that the well-established pro-tumor activities of CAF, many of which are concerned with angiogenesis and wound-healing immune responses, are distributed broadly but differentially through all the groups that we have identified.

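In the G3-like group *Csf3* had a log2 fold of 1.62 (95% interval 1.57 to 1.67), *Vegfa* 1.33 (95% interval 1.30 to 1.37) and *Vegfc* 0.59 (95% interval 0.53 to 0.65), at 122, 278 and 74.8 CPM. The G4-like group had 0.16, 0.10 and 0.99 (95% interval 0.92 to 1.07). *Vegfb* had 0.48 (95% interval 0.39 to 0.57) in the G6-like and -0.80 in the G1-like group, and was highest in the G0-like group, at 40.6 CPM and a log2 fold of 0.78. *Vegfc* fell in the G3-like group to 0.13 without the tdTomato neg eGFP neg library. *Vegfc* fell in the G4-like group to 0.25 in *Xist*-only cells.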

**Figure 8:**
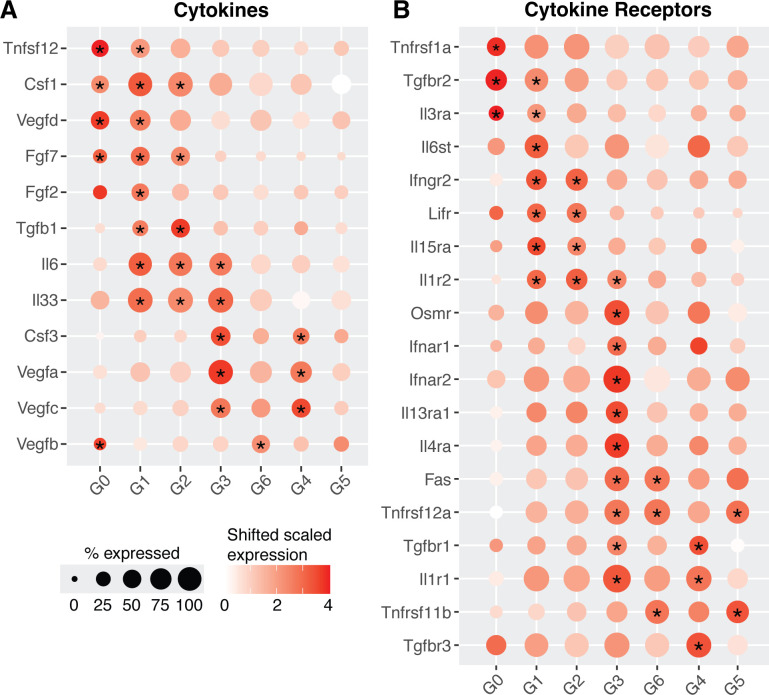
Expression of cytokines and receptors among CAF groups. Expression of **(A)** cytokines and **(B)** cytokine receptors amongst CAF groups. For each gene, mean expression values for each group were normalized and shifted to establish a baseline of 0. Color intensity indicates normalized expression intensity. Dot size indicates percentage of cells positive for the gene by group. A Wilcoxon Ranked Sum test was run to identify genes significantly enriched in each group. Those marked for significance (*) had a Bonferonni-Hochburg adjusted p value < 0.05, a positive log2 fold change > 0.25, and were expressed in > 10% of cells in the group in question Data supporting this determination are shown in **Supplementary Table 3**, **Supplementary Figures 5**, **6**.

Similarly, individual CAF groups expressed a limited number of receptors for immune-relevant cytokines, but a diverse collection overall (**Supplementary Figure 6**). 

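Summed over 20 *Tnfrsf* genes, the level was 336 CPM in the G0-like group, 364 CPM in the G1-like group, 392 CPM in the G2-like group, 523 CPM in the G3-like group, 579 CPM in the G4-like group, 722 CPM in the G5-like group and 588 CPM in the G6-like group.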

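In the G0- and G1-like groups the log2 folds were 0.77 and 0.22 for *Tnfrsf1a*, 2.35 and 0.89 for *Tgfbr2*, 1.32 and 0.53 for *Il3ra*, and 0.29 and 0.39 for *Il6st*. In the G1- and G2-like groups they were 0.46 and 0.41 for *Ifngr2*, 2.04 and 1.55 for *Lifr*, 0.81 and 0.35 for *Il15ra*, and 0.67 and 0.85 for *Il1r2*. *Tgfbr2* reached 414 (95% interval 394 to 434) CPM in the G0-like group, the highest level among these genes. *Lifr* was also higher in the G0-like group, at 1.71. *Il6st* fell in the G0-like group to 0.23 without the tdTomato neg eGFP+ library and 0.09 as a mean over cells, the lowest under the remaining settings. *Lifr* rose to 2.36 in the G2-like group without the tdTomato neg eGFP neg library.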

G0 and G1 were enriched for expression of *Tnfrsf1a, Tgfbr2, Il3ra*, and/or *Il6st*, while G1 and G2 were enriched for expression of *Ifngr2, Lifr, Il15ra*, and *Il1r2* (**Figure 8B**; **Supplementary Figure 6**). G6 was enriched for *Fas, Tnfrsf12a* and *Tnfrsf11b*, G4 was enriched for *Tgfbr1*, *Il1r1*, and *Tgfbr3*, and G5 was enriched for expression of *Tnfrsf12a* and *Tnfrsf11b.* While the sensitivities of these groups are limited, they typically include both pro- and anti-inflammatory cytokines, raising interesting questions about how cells in these groups respond to their local environment. 

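*Tnfrsf11b* had log2 folds of 1.15 (95% interval 1.11 to 1.19) in the G5-like and 0.64 (95% interval 0.60 to 0.67) in the G6-like group, at 322 and 219.5 CPM. *Tnfrsf12a* had 0.28 (95% interval 0.23 to 0.33) and 0.23 (95% interval 0.19 to 0.26). *Fas* in the G6-like group had 0.22 (95% interval 0.18 to 0.26). In the G4-like group *Tgfbr1* had 0.37 (95% interval 0.27 to 0.46) and *Il1r1* 0.14 (95% interval 0.10 to 0.17), and *Tgfbr3* helped to name this group and is not reported. *Tnfrsf12a* fell in the G5-like group to 0.22 without the tdTomato neg eGFP neg library and 0.09 in *Xist*-only cells. *Tgfbr1* fell in the G4-like group to 0.12 in *Xist*-only cells, its lowest value.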

Strikingly, G3 was enriched for expression of a broad collection of cytokine receptors (*Il1r2*, *Osmr, Ifnar1, Ifnar2, Il13ra1, Il4ra, Fas, Tnfrsf12a, Tgfbr1*, and *Il1r1*). Thus, CAF in group G3 appear to be sensitive to a wide range of cytokine signals associated with innate, Th1, Th2, and Treg responses.

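In the G3-like group 9 of these 10 receptor genes passed the threshold. The log2 folds were *Il1r2* 0.33 (0.25 to 0.40), *Osmr* 0.63 (0.59 to 0.67), *Ifnar1* 0.34 (0.26 to 0.42), *Ifnar2* 0.41 (0.37 to 0.44), *Il13ra1* 0.49 (0.43 to 0.55), *Il4ra* 1.18 (1.14 to 1.23), *Fas* 0.40 (0.36 to 0.44), *Tnfrsf12a* 0.14 (0.10 to 0.18), *Tgfbr1* 0.30 (0.24 to 0.37) and *Il1r1* 1.08 (1.05 to 1.10), with 95% intervals in parentheses. *Il1r1* was the most abundant, at 635 (95% interval 628 to 642) CPM. *Il1r2* fell in the G3-like group to -0.18 with 40 components, -0.17 with Scrublet doublets removed, -0.13 with the expected share of doublets removed and 0.04 in *Xist*-only cells, the lowest under the remaining settings. *Ifnar1* fell in the G3-like group to 0.22 as a mean over libraries. *Ifnar2* fell in the G3-like group to 0.12 with 40 components, its lowest value. *Il13ra1* fell in the G3-like group to 0.10 with 40 components, its lowest value. *Fas* fell in the G3-like group to -0.13 in Y-only cells and 0.19 with Scrublet doublets removed, the lowest under the remaining settings. *Tgfbr1* fell in the G3-like group to 0.25 without the tdTomato+ eGFP neg library and 0.16 in *Xist*-only cells, the lowest under the remaining settings.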

## 3 Discussion

In this study, we used a mouse model in which TLS develop spontaneously in IP B16 melanoma tumors to identify the mechanisms that promote TLS development, with a particular focus on CAF subpopulations, and molecules that have been implicated in TLS development in work done by us and by other groups. We extended earlier work that demonstrated that CXCR5-expressing B cells are essential for TLS development (11), and established that CXCL13, the ligand for CXCR5, is expressed exclusively by a population of CAF, and that these CAF are essential to promote B cell accumulation in these tumors. In keeping with our earlier work showing that the presence of TLS was dependent on B cells, and associated with both smaller tumor size and response to checkpoint blockade therapy (11), we also found that the lack of B cell accumulation in the absence of Cxcl13^+^ CAF was associated with larger tumor size. However, the absence of Cxcl13^+^ CAF also was associated with alterations in the number of macrophages, and of Cxcl13^neg^ CAF. This points to complexity in the relationships between these CAF populations, such as providing supportive growth factors or intratumoral niches, as well as the loss of a successor (tdTomato^neg^ eGFP^+^) population. Consequently, enhanced tumor outgrowth might also reflect alterations in the balance of tumor-promoting and tumor-suppressing CAF and/or macrophages. Using scRNA-seq, we identified 7 subpopulations of CAF in TLS containing tumors. While some of these CAF groups appear similar to those defined in human cancers and other murine tumor models, others appear novel, and one subpopulation was substantially enriched for CXCL13-expressing cells. This population was also enriched for additional genes that could promote B cell recruitment and enable regulation by a variety of cytokines. However, other genes that we have shown or hypothesize to be important in TLS development showed enriched expression in other CAF groups. Thus, TLS development in this model appears to depend on an unusual CAF population secreting CXCL13, together with additional CAF populations that operate at different points in the process.

In the IP tumor model evaluated in this study, the sole source of CXCL13 was CAF. There are numerous studies in other tumor models that point to alternative sources of CXCL13 that may contribute to TLS formation, including PD-1^hi^ CD8 T cells (28–30, 35), CD4 T cells (31–35), endothelial cells (34), as well as CAF with a follicular dendritic cell-like phenotype (31, 35, 36). While most of these studies point to a positive impact of these different cell sources on TLS formation, maturation, and/or tumor outgrowth and patient survival, there are exceptions (88, 89). One study suggested that early TLS were associated with CXCL13^+^ CD4 T cells, while more mature follicle containing TLS were associated with CXCL13^+^ CAF (31), but there is otherwise little information to suggest how CXCL13 expression by these different populations impacts either TLS development or tumor growth. This is an important question for future research.

Over the last several years, many reports using scRNA-seq have documented the presence of multiple subpopulations of CAF in different human cancers and mouse tumor models. Pan-cancer analyses and recent reviews have established a consensus identification of 4 main CAF groups: progenitor (proCAF), myofibroblastic or matrix producing (myCAF or mCAF), inflammatory (iCAF), and antigen-presenting (apCAF) (23–27, 90–92). Studies in some tumor types have identified additional subpopulations (25–27), of which vascular (vCAF), interferon-responsive (ifnCAF), reticular (rCAF), and proliferating (pCAF) are most significant to our work. These latter subpopulations are usually subsets of the main CAF groups. More recently, this has been complemented by single cell spatial multi-omics (93), which led to the identification of 4 CAF subtypes in both lung adenocarcinoma and head and neck cancer. While these subtypes did not correspond precisely to the main CAF groups described above, the analysis suggested that myCAF/mCAF-like cells localized in tumor adjacent and stromal regions, while iCAF-like and ap/r-like CAF localized to myeloid and lymphoid aggregate/TLS regions, respectively. Taken together, these results establish that CAF are comprised of multiple populations with distinct functions that are attuned to and/or dependent on their intratumoral location.

We have attempted to classify the 7 populations that we identified in terms of these earlier defined CAF subpopulations using a consensus of apparently uniquely expressed genes (**Supplementary Figure 7**; **Supplementary Tables 4**, **5**). Based on enriched expression of ≥50% of population-defining genes, groups G1 and G2 both typify the mCAF and Spatial S1/S2 population, and G1 also typifies myCAF (**Supplementary Tables 4**, **5**). However, G1 and G2 are also both enriched for *Ccl19* and *Cxcl9*, hallmarks of rCAF and ifnCAF, respectively, and G2 also expresses several cell cycle/proliferating genes, a hallmark of pCAF. Our data suggest that the G0 group represents proCAF, but it also is enriched for expression of several genes that are considered signatures for iCAF (*Fbln1, Dpt, Igfbp6, Csf1, C4b, Cd34, Gsn*), and it does not express any genes that would suggest a spatial localization (**Supplementary Tables 4**, **5**). Similarly, based on selectively enriched expression of MHC-II associated genes, groups G5 and G3 typify apCAF, and G3 is associated with the spatial S3 and S4 populations (**Supplementary Tables 4**, **5**). Their overall upregulation of multiple IFN signaling pathway target genes might also suggest identifying them as ifnCAF, although this category has not been defined in this way, and has also been defined in some but not all studies to exclude upregulation of MHC-II genes (46, 94, 95). Groups G6 and G4 are the most difficult to assign as they are only enriched for 2–5 of the CAF population defining genes overall (**Supplementary Tables 4**, **5**). While they appear the most closely aligned to apCAF, the number of genes that define this category is overall quite small. Thus, while many of the CAF groups that we identified correspond loosely to the consensus subpopulations defined in other studies, there is also a considerable degree of ambiguity. Some of this ambiguity is likely to be a consequence of the specific tumor and tissue microenvironment in which the CAF reside, as suggested by similar variations in CAF populations identified in different human tumor types (23, 25–27). Prior work in B16 melanoma (96) identified 3 CAF subpopulations: S1 immune, S2 desmoplastic, and S3 contractile. The S1 population most closely resembled iCAF, and S2 resembled myCAF/mCAF, while S3 shared characteristics with vCAF, but also with pericytes. Similar populations were also identified in human melanoma (97). However, a comparison of chemokine/cytokine and ECM gene expression patterns establishes that the G0, G1, and G2 groups defined here overlap strongly with both the S1 and S2 subpopulations. Thus, CAF groups in IP tumors differ from their SC counterparts in part by gene expression patterns that blur SC CAF subpopulation distinctions. However, they also differ in that IP tumors contain at least 4 additional CAF populations. These additional groups (G3, G4, G5, G6) lie in close proximity on the UMAP projection, pointing to their overall similarity to one another and distinctiveness from the other groups. We suggest that the development of TLS in the B16 melanoma IP tumors studied here is accompanied by, and at least partially dependent on, the differentiation of these 4 additional CAF populations. In addition, based on their expression of eGFP in the absence of tdTomato, many of the cells in G4 and G5 expressed CXCL13 at an earlier point, leading to activation of eGFP expression, but no longer did so at the time of tumor harvest. This indicates that these cells have arisen in part from cells in G3 and/or G6. To our knowledge, despite many prior applications of pseudotime analyses to CAF populations to infer relationships, this is a novel finding for CAF.

An alternate approach to the classification issue is to identify the genes that are selectively enriched only in a single group, which thereby may serve as group-selective markers as well as illuminating group functionality (**Table 2**). From this perspective, G0 not only selectively expresses proCAF markers, but also *Tnfsf1a, H2-*M3, and *Lgals9* (a ligand for Tim3), pointing to unique responsiveness to a cytokine as well as antigen presentation capability. 

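*Mmp14* had log2 folds of 0.88 (95% interval 0.84 to 0.92) in the G1-like and 0.84 (95% interval 0.78 to 0.89) in the G2-like group. Those of *Myh9* were 0.71 and 0.68, those of *Myl9* 2.12 and 1.86, and those of *Acta2* 0.68 and 1.15. *Tagln* reached 745 and 905 CPM and *Cthrc1* 350 and 378 CPM in the G1- and G2-like groups. *Myl9* was also higher in the G0-like group, at 1.37. *Acta2* fell in the G1-like group to -0.03 in *Xist*-only cells. *Myl9* rose to 2.64 in the G2-like group and *Cthrc1* to 2.85 in the G2-like group, without the tdTomato neg eGFP neg library.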

G1 and G2 individually express very few genes selectively, but collectively, they selectively express multiple ECM, myofibroblastic, and cell adhesion molecules, as well as chemokines, cytokines, and cytokine receptors (**Table 2**). This suggests that these cells function to create scaffolding and structure, but also to selectively recruit naïve and effector lymphocytes (*Cxcl12, Ccl19, Cxcl9*), to receive pro-immune signals (*Ifngr2, IL15ra*) and deliver pro-tumor immunoregulatory stimuli (*Igf1, Tgfb1*). In this sense, they correspond to a composite of mCAF, myCAF, and rCAF. Conversely, G5 selectively expresses two claudin genes, a myosin light chain isoform, and several genes associated with MHC-I antigen presentation and interferon responsiveness. In this sense, they correspond to a composite of apCAF and ifnCAF. 

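*Ifitm3* was at 7594 (95% interval 7555 to 7632) CPM in the G5-like group, a log2 fold of 0.49 (95% interval 0.48 to 0.49), and its other groups ranged from 4513 CPM in the G4-like to 5917 CPM in the G0-like group.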

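In the G3-like group *Mmp19* was at 152 CPM with a log2 fold of 0.77 (95% interval 0.73 to 0.81), *Lif* at 30.5 CPM with 1.35 (95% interval 1.25 to 1.45) and *Gbp9* at 34.4 CPM with 0.46 (95% interval 0.38 to 0.55). UMIs of *Mmp8*, *Mmp9*, *Mmp10*, *Mmp27* and *Myh11* were found in 1.49%, 1.40%, 1.30%, 4.00% and 2.97% of G3-like cells, with levels of 1.71, 1.83, 2.59, 4.32 and 3.78 CPM and log2 folds of 1.42, 1.87, 1.32, 0.26 and 1.15. In melanoma-like cells, at a median of 17636 UMIs, the shares were 0.161%, 0.161%, 0%, 0.643% and 0.322%, and after thinning those of G3-like cells were 0.168%, 0.273%, 0.252%, 0.609% and 0.336%. The 0% of *Mmp10* allows a share of up to 0.591%. *Gbp9* also passed the threshold in the G4-like group, at 0.35. *Gbp9* fell in the G3-like group to 0.20 without the tdTomato neg eGFP neg library and 0.23 as a mean over libraries. *Mmp10* fell in the G3-like group to -0.12 with the expected share of doublets removed and 0.11 with 40 components, the lowest under the remaining settings. *Mmp27* fell in the G3-like group to -0.02 with 40 components, -0.08 with Scrublet doublets removed, -0.19 in *Xist*-only cells, 0.00 with the expected share of doublets removed, 0.12 without the tdTomato+ eGFP neg library, 0.20 without the tdTomato neg eGFP neg library and 0.05 as a mean over libraries, the lowest under the remaining settings.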

Although very small fractions of G3 selectively express Mmp isoforms and a myosin heavy chain isoform (**Supplementary Figure 7**), they strongly selectively express chemokines associated with recruitment of B cells, monocytes, and neutrophils (*Cxcl13, Ch25h, Cyp7b1, Ccl2, Cxcl5)*; pro-inflammatory cytokine receptors (*Ifnar1, Ifnar2, Osmr, Il13ra1*); MHC-I antigen presentation (*B2m, Tap2*); and immune inhibition (*Gbp9, Cd274*)m (**Table 2**), pointing to a rich functionality that does not easily fit within previously delineated populations. Once again, G6 and G4 are difficult to classify in this analysis. While these groups selectively express 3–4 genes, they provide little confidence in assigning an overall function.

**Table 2:** Key marker genes to discriminate G0 through G6 CAF groups.

Group	Fibroblast lineage	ECM/Cell adhesion	Myofibroblast	Chemokines/receptors	Cytokines/receptors	Antigen Presentation/interferon response
G0	*Dpp4, Gpc3*	*Dcn*		*Ackr3*	*Tnfrsf1a*	*H-2M3, Lgals9*
G1		*Mmp11*		*Cxcl1*	*Fgf2, Il6st*	
G2		*Itgb1*				
G1+G2		*Collagens 15a1, 4a1, 4a2, 6a3, 6a1, Cthrc1, Postn, Mmp14*	*Acta2, Tagln, Myh9, Myl9*	*Cxcl12, Ccl19, Cxcl9*	*Ifngr2, IL15ra, Lifr, Igf1, Tgfb1*	
G3		*Mmp8, 9, 10, 19, 27*	*Myh11*	*Cxcl13, Ch25h, Cyp7b1, Ccl2, Cxcl5*	*Ifnar1, Ifnar2, Osmr, Il13ra1, Lif*	*B2m, Tap2, Gbp9, Cd274*
G6		*Mmp17*	*Myh10, Mylpf*			*Ifi30*
G4		*Efna5, Tjp1*			*Tgfbr3*	
G5		*Cldn10, Cldn15*	*Myl12b*			*H2-K1, Tapbp, Psmb10, Psme1, Ifitm3, Irf7, Ifi35, Isg15, Cd200*

Genes were identified from data in **Figures 4**–**8**, **Supplementary Figure 7** based on statistically significant enhanced expression in scRNA-seq data only in the associated group.

It is also possible to infer functionality without the demand for selective gene expression by a single group, and by comparing similar groups. As a primary example, G4 is enriched for genes encoding a small subset of collagens, several cell adhesion molecules, *Cxcl16, Cd74, Vegfa, Vegfc*, and receptors for TGFβ, IL1, and RANKL. While pointing to significant functional diversity, most of these genes have not been clearly associated with a major CAF population. As a second example, as cited above, G1 and G2 are functionally very similar, but G2 is enriched relative to G1 for genes associated with proliferation (Mki67, Top2a, and Cdk1) (**Supplementary Table 3**), suggesting it has characteristics of pCAF. As a third example, while nominally CXCL13^+^ (tdTomato^+^) CAF preferentially distribute into groups G3 and G6, these two groups are distinct based on expression of other genes. G6, like G2, is enriched relative to G3 for the same cell proliferation associated genes. G6 is also enriched relative to G3 for genes encoding cell-cell junction molecules, a distinct set of MHC-I pathway molecules, and VEGFB. However, like G4, this pattern of enriched gene expression still does not confer a strong sense of a CAF subpopulation with a refined function. Some of this uncertainty may arise from the fact that both tdTomato^neg^ eGFP^neg^ and tdTomato^neg^ eGFP^+^ cells also distribute more strongly into G6 than G3, and thus it may be more heterogenous overall. Compared to G6, G3 is enriched for expression of larger and/or distinct sets of genes encoding ECM-remodeling molecules and cell adhesion molecules, in addition to the already described chemokines, interferon response pathway targets, cytokines, and cytokine receptors. Compared to all other groups, G3 is enriched for expression of the largest set of different chemokine genes, which endow it with the unique ability to recruit and organize B and T_FH_ cells through expression of *Cxcl13*, *Ch25h*, and *Cyp7b1*, and to work in conjunction with other groups to recruit Teff and NK cells through expression of *Cxcl10* and *Cxcl16*, to recruit monocytes and neutrophils through expression of *Ccl7*, *Ccl2*, and *Cxcl5*. G3 also is enriched for expression of the largest set of cytokine receptor genes, placing it in a position to respond to both pro- and anti-inflammatory cytokines (Type I IFN, IL1, IL6, OSM, TGFβ, FasL, TWEAK) as well as those associated with Th2 cells (IL4, IL13). G3 is second only to G5 in its enriched expression of genes encoding MHC-II pathway components and interferon response pathway targets. We suggest that this population, which we have not seen identified in other work, serves as an immune orchestrator, and thereby a central organizer, of tumor-associated TLS.Several chemokines have been implicated in human studies as drivers of TLS development, including CXCL9 (36), CXCL10 (98), CCL19 (38–41), CCL20 (99), CCL21 (37), and CXCL13 (31–33, 35–37). Based on our prior work (9, 11, 14, 69, 100, 101), we suggest that these studies actually identify distinct mechanistic elements that underpin TLS development, without necessarily being direct drivers. We have shown that TLS development depends on an initial recruitment of CXCR3^+^ Type I Teff into the tumor through endothelial cell display of CXCL9 and CXCL10. These Teff stimulate the upregulation of PNAd on endothelial cells and CCL19 and CCL21 by CAF, enabling recruitment of CCR7^+^ naïve, and potentially, resting memory, T and B cells. Although we have no direct evidence, it seems likely that CCL20 can serve a similar function for CCR6^+^ T and B cells at either of these two steps. Based on the enriched expression of *Cxcl9* and *Ccl19* shown in the present study, we suggest that this initial recruitment of CXCR3^+^ Teff and CCR7^+^ T and B cells is mediated by CAF in groups G1 and G2, although G3 and G6 may also play a role in Teff recruitment through their enriched expression of *Cxcl10*. In SC tumors, this process does not proceed further, and these tumors contain only a small number of disorganized B cells. By contrast, in IP tumors, CXCL13 mediates the organization and survival of a much larger number of B cells. As we have shown here, the source of this activity is CAF, most likely those in the G3 group. Thus, while cells in G3 mediate the construction of the TLS, the complete sequence of TLS development would involve contributions from CAF in groups G1 and G2 that recruit the TLS building blocks. Applying this understanding to the works above, in which other chemokines are implicated as TLS drivers, we suggest that CXCL9, CXCL10, CCL19, CCL20, and CCL21 each are involved in recruiting one or more TLS building blocks that are essential for TLS development, without involvement in immediate formation of the structure itself.

A remaining question concerns the relevance of the other CAF groups to TLS development. Expression of *April* and *Baff*, which we hypothesize to be important in enhancing B cell survival in TLS containing tumors, was enriched in G0, G5, G1, and G2, respectively, but the extents of enrichment and fractions of expressing cells were small. Expression of genes encoding proteins involved in cell adhesion and junction formation, including VCAM1, which we have associated with CAF in TLS (11), was enriched in G6, G4, and G5, in addition to G3, suggesting that these CAF groups may create scaffolding on which immune cells become organized. These same groups also express *Cxcl10* and *Cxcl16*, and thus have the potential, together with *Cxcl9* expressing G1 and G2 cells, to recruit both Teff and NK cells. CXCL16 has also been shown to recruit monocytes (102) and a subset of Treg cells (103), and each of these chemokines also can affect the differentiation of the cells that they engage with. Perhaps most interesting is the functional consequence of enriched expression of both MHC-II and MHC-I pathway genes by G5, and to a lesser extent, G3. Prior work has suggested that MHC-II expressing CAF can be either immunogenic, tolerogenic, or seemingly neutral (104–108). Neither G5 or G3 expresses costimulatory ligands that would enable effective activation of resting naïve or memory T cells, but G3 shows enriched expression of *Cd274* (PD-L1), *Cd276* (B7-H3), and *Pvr*, a ligand for TIGIT. A similar fraction of G5 cells expresses *Cd274*, but at a somewhat lower level that is not enriched, and instead, G5 is significantly enriched for expression of *CD200*. As MHC-II molecules are ligands for Lag3, they may act as inhibitory molecules as well as antigen presenters. In addition, G5, together with G6 and G3, expressed several MHC class Ib molecules. The H2-Q6 and -Q7 gene products are non-classical MHC-Ib (Qa-2) molecules analogous to human HLA-G, which is involved in protection of the fetus by inhibiting maternal NK-cell mediated lysis (109). H2-T22 and -T23 are non-classical MHC-Ib (Qa-1) molecules analogous to human HLA-E, and engage with both inhibitory and activating NKG2 receptors on NK cells and present antigens to a subset of T cells, including γδ T cells (109–111). Finally, H2-M3 presents N-formylated peptides of bacterial and mitochondrial origin to T cells (112, 113). While the ability of CAF to acquire and present antigens in tumors remains largely unknown (but see ref (104). these results suggest that G5, G3, and G6 may act to constrain activation of effector T cells and/or promote activation of Treg or induce anergy. Demonstration of this, and the consequences in the context of TLS, remain to be explored.

## 4 Materials and methods

### 4.1 Animal models

C57BL/6 mice were from Charles River/NCI. R26R-eGFP^flox^ (B6;129-*Gt(ROSA)26Sor^tm2Sho^*/J) and R26R-iDTR^flox^ (C57BL/6-*Gt(ROSA)26Sor^tm1(HBEGF)Awai^*/J) mice were obtained from Jackson Laboratories. Cxcl13-Cre/tdTomato mice have been described (44). All mice were bred and maintained in specific pathogen-free conditions at the University of Virginia. Both male and female mice were used in experiments. All protocols and experiments were approved by the University of Virginia Institutional Animal Care and Use Committee.

### 4.2 Tumor models

B16-F1 mouse melanoma cells were obtained from American Type Culture Collection (ATCC). The generation of B16-OVA has been described (114). B16-OVA tumor cells were cultured at 37°C and 5% carbon dioxide in RPMI-1640 (Corning) supplemented to a final concentration of 10% (v/v) fetal bovine serum (FBS) (Sigma), 2 mM L-glutamine (ThermoFisher Scientific) and 15 mM HEPES (ThermoFisher Scientific). Tumor cells (4 x 10^5^) in 200 μL phosphate-buffered saline were IP or SC (loose neck scruff) injected into recipient mice and allowed to establish for 14 days prior to harvest. In some experiments, diphtheria toxin (Sigma) (400ng) was injected IP into Cxcl13-cre-tdTomato and Cxcl13-cre-tdTomato X R26R-iDTR^flox^ mice beginning 7 days after tumor implantation, and then daily until tumor harvest. At endpoint, animals were first anesthetized with Ketamine (50–70 mg/kg)/Dexmedetomidine (0.25-0.5 mg/kg) injected IP and then euthanized by cervical dislocation under anesthesia.

### 4.3 Tumor digestion and cell enrichment for analytical flow cytometry

All tumors were weighted after excision, and tumor weight was used to normalize cell count data among tumors. Resected tumors were harvested in DMEM supplemented with 2% FBS, 0.4 mg/ml collagenase dispase, 0.1 mg/ml collagenase P and 50 μg/mL DNase (all from Sigma), 15 mM HEPES, 2 mM L-glutamine, 10 mM sodium pyruvate, 1X essential and non-essential amino acids, gentamicin (1 μg/mL) (all from Gibco). Tumors were minced and digested with a solution containing 0.1 mg/ml DNase I (Sigma), 0.8 mg/ml Collagenase Dispase (Sigma), and 0.2 mg/ml Collagenase P (Sigma) for 15 minutes at 37°C. Every 5 minutes, suspensions were pipetted up-and-down several times. Thereafter, suspensions were filtered through 70 μm mesh (Miltenyi) and depleted of red blood cells by Red Blood Cell Lysing Buffer Hybri-Max (Sigma) according to manufacturer’s instructions. Hematopoietic cells were separated using CD45 MicroBeads mouse (Miltenyi Biotec) on an AutoMACS Pro Separator (Miltenyi Biotec) according to the manufacturer’s instructions. CAF were enriched from CD45-depleted suspensions using biotinylated anti-PDPN (Biolegend) and anti-biotin magnetic beads (Miltenyi Biotec) on an AutoMACS Pro Separator (Miltenyi Biotec) according to the manufacturer’s instructions. Cells were Fc blocked with anti-CD16/CD32 (BioXcell) and stained with Live/Dead Fixable Aqua (ThermoFisher Scientific) in PBS for 20 min at 4 °C.

### 4.4 Tumor digestion and cell enrichment for scRNA seq analysis

Resected tumors were collected in RPMI-1640 (Corning) supplemented with 2% FBS (Sigma), 15 mM HEPES, 2 mM L-glutamine, 1 mM sodium pyruvate, 1X essential and non-essential amino acids, gentamicin (all from Gibco), transferred into RPMI-1640 containing 0.4 mg/ml collagenase II (Fisher/Worthington), 0.1 mg/ml collagenase-dispase, and 50 μg/mL DNase I, minced into small fragments with scissors, and digested for 40 min at 37°C. Digested cell suspensions were homogenized, filtered through 70 μm mesh (Miltenyi Biotec) and depleted of red blood cells with Red Blood Cell Lysing Buffer Hybri-Max at RT for 10 min. Cells were washed and stained with anti-CD16/CD32 and biotinylated anti-PDPN for 1 hour in Awesome MACS buffer [PBS containing 0.5% BSA (Sigma Aldrich), 20mM EDTA (Fisher), 2.5mM dextrose (Sigma Aldrich), 2 mM L-glutamine, 1 mM sodium pyruvate, and 1X essential and non-essential amino acids]. PDPN^+^ cells were enriched using anti-biotin magnetic beads on LS-MACS manual columns (Miltenyi Biotec), and stained with anti-CD45 (Biolegend), anti-CD31 (eBio), and anti-PDPN (Biolegend) in Awesome MACS buffer for 30 min. After staining cells were resuspended in Awesome MACS containing DAPI (0.2 µg/ml) and sorted as described below.

### 4.5 Analytical flow cytometry and cell sorting

For analytical flow cytometry, cell surface staining was done in Awesome MACS containing 2% FBS, 2 mM EDTA (Sigma), and 2 mM NaN_3_ (Sigma) for 15 minutes at 4°C. Samples were run on a FACSCanto II (BD) or Attune NxT (ThermoFisher/Invitrogen) and analyzed using FlowJo Software (BD Bioscience). In all experiments, CAF were defined as live, singlet, Ter119^neg^ (Biolegend), CD45^neg^ (Biolegend), CD31^neg^ (Biolegend), PDPN^hi^ (Biolegend) cells. B16 tumor cells express ten-fold lower levels of PDPN. Thus, only PDPN^hi^ cells were analyzed as CAF. Immune cell populations were defined as CD19^+^ (Biolegend) B cells, CD4^+^ (ThermoFisher) or CD8^+^ (ThermoFisher) T cells, and F4/80^+^ (ThermoFisher) macrophages. Gating controls for these markers were FMO. In experiments involving eGFP, the gating control for tdTomato was a mixture of cells from eGFP mice and B16-M1-GFP expressing cells. In experiments involving iDTR, R26R-iDTR^flox^ mice were used as the gating control for tdTomato.

For scRNA-seq experiments, cells were sorted using a BD Influx System (Becton Dickinson) into BSA-pretreated Eppendorf tubes containing 4% ultra-pure BSA (Sigma) in PBS. CD45^neg^ CD31^neg^ PDPN^hi^ CAF were sorted into tdTomato^neg^ eGFP^neg^, tdTomato^+^ eGFP^ne^g, tdTomato^+^ eGFP^+^, and tdTomato^neg^ eGFP^+^ subpopulations. Viable cells were enumerated using a Cell Drop instrument (Denovix). Live sorted subpopulations were processed for RNA extraction and indexed libraries prepared using the NEBNext Ultra II Directional RNA Library Prep Kit. Single cells were processed using the 10X Genomics Chromium Next GEM Single Cell 3' Reagent Kits v3.1 (Dual Index) to the vendor’ specifications. Illumina NextSeq 2000 were used to sequence the bulk and single cel libraires according to validated standard operating procedures established by the Genome Analysis and Technology Core, RRID: SCR_018883.

### 4.6 Statistical analysis

Statistical details of each experiment in this work are reported in the main and supplementary figure legends. Normality of data distribution was determined by D’Agostino-Pearson omnibus normality test and variance between groups was assessed by the *F*-test. P-values for the comparison between two or more independent groups were calculated by Welch’s t-test and Kruskal-Wallis *h*-test with Dunn’s post-test, respectively. In most cases, error bars shown in graphical data represents mean ± standard deviation for normally distributed data or median ± IQR for non-normal data. P<0.05 was considered statistically significant. All graphs and statistics were calculated using either Graph Pad Prism version 7.0 (**Figures 1**, **2**; **Supplementary Figure 1A**), or R version 4.4.0 (all other presented data).

### 4.7 scRNA-seq analysis

Raw gene expression matrices from PDPN^+^ tdTomato/GFP-sorted cells were merged and used to create a Seurat object using the Seurat 5.0 R package (115). The object was filtered to remove cells with < 500 features or > 6000 features, as well as those with >10% mitochondrial DNA. Raw counts were normalized and the 2000 most variable features were identified using the FindVariableFeatures Seurat command. Normalized counts were scaled and a principal component analysis was conducted using the highly variable features to identify the 50 top principal components. A K nearest-neighbor graph was constructed using the top 25 principal components and used to identify cell clusters. A uniform manifold approximation and projection (UMAP) plot for visualization was created using these clusters. Differential gene expression was used to identify cell types within each cluster. Briefly, a Wilcoxon Ranked Sum test was run using Seurat’s FindAllMarkers function. Enriched genes were used to identify fibroblast and non-fibroblast clusters. The non-fibroblast clusters were removed, and remaining fibroblast cells were reclustered using the same procedure described above for further analysis and definition of fibroblast groups.

### 4.8 Fibroblast group characterization

Fibroblast groups were profiled for function using pathway analysis and subsequent differential gene analysis. Group-specific pathway analysis was performed using the Single Cell Pathway Analysis (SCPA) R package (116). Briefly, for each group, 1200 cells were randomly selected and compared for pathway enrichment using SCPA against 1200 cells randomly selected from all other groups. Pathways were taken from the GO msigDB mouse collection (117–119). Highly enriched pathways were then used to identify differentially expressed genes that informed fibroblast group functional differences. Pathways with highly significant positive enrichment were used to identify functions differentiating each cell group from other groups. Representative pathways best defining applicable functions were selected for display in **Figure 3D**.

To further define cell group behaviors, differential gene expression was performed for pathways identified as highly significant to determine individual genes driving pathway enrichment. Individual genes with significant enrichment for one or more cell groups were selected for dot plots. Genes enriched in related pathways were grouped into the same dot plots. Expression values were normalized across groups, with dot size representing the percentage of cells in a given group expressing the gene.

## Data Availability

The original contributions presented in the study are publicly available. This data can be found here: GEO database, accession number GSE338793.

## References

[1] StranfordS RuddleNH . Follicular dendritic cells, conduits, lymphatic vessels, and high endothelial venules in tertiary lymphoid organs: Parallels with lymph node stroma. Front Immunol. (2012) 3:350. doi: 10.3389/fimmu.2012.00350 23230435 PMC3515885

[2] JonesGW HillDG JonesSA . Understanding immune cells in tertiary lymphoid organ development: It is all starting to come together. Front Immunol. (2016) 7:401. doi: 10.3389/fimmu.2016.00401 27752256 PMC5046062

[3] HiraokaN InoY Yamazaki-ItohR . Tertiary lymphoid organs in cancer tissues. Front Immunol. (2016) 7:244. doi: 10.3389/fimmu.2016.00244 27446075 PMC4916185

[4] ColbeckEJ AgerA GallimoreA JonesGW . Tertiary lymphoid structures in cancer: Drivers of antitumor immunity, immunosuppression, or bystander sentinels in disease? Front Immunol. (2017) 8:1830. doi: 10.3389/fimmu.2017.01830 29312327 PMC5742143

[5] Sautès-FridmanC PetitprezF CalderaroJ FridmanWH . Tertiary lymphoid structures in the era of cancer immunotherapy. Nat Rev Cancer. (2019) 19:307–25. doi: 10.1038/s41568-019-0144-6 31092904

[6] RodriguezAB EngelhardVH . Insights into tumor-associated tertiary lymphoid structures: Novel targets for antitumor immunity and cancer immunotherapy. Cancer Immunol Res. (2020) 8:1338–45. doi: 10.1158/2326-6066.CIR-20-0432 33139300 PMC7643396

[7] EngelhardVH RodriguezAB MauldinIS WoodsAN PeskeJD SlingluffCL . Immune cell infiltration and tertiary lymphoid structures as determinants of antitumor immunity. J Immunol. (2018) 200:432–42. doi: 10.4049/jimmunol.1701269 29311385 PMC5777336

[8] JoshiNS Akama-GarrenEH LuY LeeD-Y ChangGP LiA . Regulatory T cells in tumor-associated tertiary lymphoid structures suppress anti-tumor T cell responses. Immunity. (2015) 43:579–90. doi: 10.1016/j.immuni.2015.08.006 26341400 PMC4826619

[9] PeskeJD ThompsonED GemtaL BaylisRA FuY-X EngelhardVH . Effector lymphocyte-induced lymph node-like vasculature enables naive T-cell entry into tumours and enhanced anti-tumour immunity. Nat Commun. (2015) 6:7114. doi: 10.1038/ncomms8114 25968334 PMC4435831

[10] RodriguezAB PeskeJD EngelhardVH . Identification and characterization of tertiary lymphoid structures in murine melanoma. Methods Mol Biol. (2018) 1845:241–57. doi: 10.1007/978-1-4939-8709-2_14 30141017 PMC6269110

[11] RodriguezAB PeskeJD WoodsAN LeickKM MauldinIS MeneveauMO . Immune mechanisms orchestrate tertiary lymphoid structures in tumors via cancer-associated fibroblasts. Cell Rep. (2021) 36:109422. doi: 10.1016/j.celrep.2021.109422 34289373 PMC8362934

[12] Overacre-DelgoffeAE BumgarnerHJ CilloAR BurrAHP TometichJT BhattacharjeeA . Microbiota-specific T follicular helper cells drive tertiary lymphoid structures and anti-tumor immunity against colorectal cancer. Immunity. (2021) 54:2812–2824.e4. doi: 10.1016/j.immuni.2021.11.003 34861182 PMC8865366

[13] van HoorenL VaccaroA RamachandranM VazaiosK LibardS van de WalleT . Agonistic CD40 therapy induces tertiary lymphoid structures but impairs responses to checkpoint blockade in glioma. Nat Commun. (2021) 12:4127. doi: 10.1038/s41467-021-24347-7 34226552 PMC8257767

[14] ThompsonED EnriquezHL FuY-X EngelhardVH . Tumor masses support naive T cell infiltration, activation, and differentiation into effectors. J Exp Med. (2010) 207:1791–804. doi: 10.1084/jem.20092454 20660615 PMC2916130

[15] KramanM BambroughPJ ArnoldJN RobertsEW MagieraL JonesJO . Suppression of antitumor immunity by stromal cells expressing fibroblast activation protein-alpha. Science. (2010) 330:827–30. doi: 10.1126/science.1195300 21051638

[16] LiuT HanC WangS FangP MaZ XuL . Cancer-associated fibroblasts: An emerging target of anti-cancer immunotherapy. J Hematol Oncol. (2019) 12:86. doi: 10.1186/s13045-019-0770-1 31462327 PMC6714445

[17] YamauchiM BarkerTH GibbonsDL KurieJM . The fibrotic tumor stroma. J Clin Invest. (2018) 128:16–25. doi: 10.1172/JCI93554 29293090 PMC5749516

[18] DentonAE RobertsEW FearonDT . Stromal cells in the tumor microenvironment. In: OwensBMJ LakinsMA , editors. Stromal Immunology. Springer International Publishing, Cham (2018). p. 99–114. doi: 10.1007/978-3-319-78127-3_6 30155624

[19] SahaiE AstsaturovI CukiermanE DeNardoDG EgebladM EvansRM . A framework for advancing our understanding of cancer-associated fibroblasts. Nat Rev Cancer. (2020) 20:174–86. doi: 10.1038/s41568-019-0238-1 31980749 PMC7046529

[20] ChenY McAndrewsKM KalluriR . Clinical and therapeutic relevance of cancer-associated fibroblasts. Nat Rev Clin Oncol. (2021) 18:792–804. doi: 10.1038/s41571-021-00546-5 34489603 PMC8791784

[21] CaligiuriG TuvesonDA . Activated fibroblasts in cancer: Perspectives and challenges. Cancer Cell. (2023) 41:434–49. doi: 10.1016/j.ccell.2023.02.015 36917949 PMC11022589

[22] ChhabraY WeeraratnaAT . Fibroblasts in cancer: Unity in heterogeneity. Cell. (2023) 186:1580–609. doi: 10.1016/j.cell.2023.03.016 37059066 PMC11422789

[23] LavieD Ben-ShmuelA ErezN Scherz-ShouvalR . Cancer-associated fibroblasts in the single-cell era. Nat Cancer. (2022) 3:793–807. doi: 10.1038/s43018-022-00411-z 35883004 PMC7613625

[24] ChenB ChanWN XieF MuiCW LiuX CheungAHK . The molecular classification of cancer‐associated fibroblasts on a pan‐cancer single‐cell transcriptional atlas. Clin Transl Med. (2023) 13:e1516. doi: 10.1002/ctm2.1516 38148640 PMC10751516

[25] KazakovaAN LukinaMM AnufrievaKS BekbaevaIV IvanovaOM ShnaiderPV . Exploring the diversity of cancer-associated fibroblasts: Insights into mechanisms of drug resistance. Front Cell Dev Biol. (2024) 12:1403122. doi: 10.3389/fcell.2024.1403122 38818409 PMC11137237

[26] FlynnJM ThadaniN GallagherEE AzzaroI BodnarCM McCartyCP . Plasticity and functional heterogeneity of cancer-associated fibroblasts. Cancer Res. (2025) 85:3378–98. doi: 10.1158/0008-5472.CAN-24-3037 40729489 PMC12371731

[27] ParaskevaC StavropoulouA KoliarakiV . Cancer-associated fibroblasts: Recent advances and therapeutic implications. Curr Opin Cell Biol. (2026) 98:102601. doi: 10.1016/j.ceb.2025.102601 41330025

[28] ThommenDS KoelzerVH HerzigP RollerA TrefnyM DimeloeS . A transcriptionally and functionally distinct PD-1+ CD8+ T cell pool with predictive potential in non-small-cell lung cancer treated with PD-1 blockade. Nat Med. (2018) 24:994–1004. doi: 10.1038/s41591-018-0057-z 29892065 PMC6110381

[29] LiH van der LeunAM YofeI LublingY Gelbard-SolodkinD van AkkooiACJ . Dysfunctional CD8 T cells form a proliferative, dynamically regulated compartment within human melanoma. Cell. (2019) 176:775–789.e18. doi: 10.1016/j.cell.2018.11.043 30595452 PMC7253294

[30] WorkelHH LubbersJM ArnoldR PrinsTM Van Der VliesP De LangeK . A transcriptionally distinct CXCL13+CD103+CD8+ T-cell population is associated with B-cell recruitment and neoantigen load in human cancer. Cancer Immunol Res. (2019) 7:784–96. doi: 10.1158/2326-6066.CIR-18-0517 30872264

[31] UkitaM HamanishiJ YoshitomiH YamanoiK TakamatsuS UedaA . CXCL13-producing CD4+ T cells accumulate in the early phase of tertiary lymphoid structures in ovarian cancer. JCI Insight. (2022) 7:e157215. doi: 10.1172/jci.insight.157215 35552285 PMC9309049

[32] GoubetA-G LordelloL Alves Costa SilvaC PeguilletI GazzanoM Mbogning-FonkouMD . Escherichia coli-specific CXCL13-producing TFH are associated with clinical efficacy of neoadjuvant PD-1 blockade against muscle-invasive bladder cancer. Cancer Discov. (2022) 12:2280–307. doi: 10.1158/2159-8290.CD-22-0201 35929803

[33] ChaurioRA AnadonCM Lee CostichT PayneKK BiswasS HarroCM . TGF-β-mediated silencing of genomic organizer SATB1 promotes Tfh cell differentiation and formation of intra-tumoral tertiary lymphoid structures. Immunity. (2022) 55:115–128.e9. doi: 10.1016/j.immuni.2021.12.007 35021053 PMC8852221

[34] SorinM KarimiE RezanejadM YuMW DesharnaisL McDowellSAC . Single-cell spatial landscape of immunotherapy response reveals mechanisms of CXCL13 enhanced antitumor immunity. J Immunother Cancer. (2023) 11:e005545. doi: 10.1136/jitc-2022-005545 36725085 PMC9896310

[35] ChenY WuY ZhaoZ WenL WuM SongD . Retrospective study on the correlation between CXCL13, immune infiltration, and tertiary lymphoid structures in cutaneous squamous cell carcinoma. PeerJ. (2025) 13:e19398. doi: 10.7717/peerj.19398 40352278 PMC12065455

[36] NagaseY KodamaM AimonoE NakamuraK TakamatsuR AbeK . CXCL9 and CXCL13 shape endometrial cancer immune-activated microenvironment via tertiary lymphoid structure formation. Cancer Sci. (2025) 116:1193–202. doi: 10.1111/cas.16371 39960836 PMC12044659

[37] YoshimitsuM NakamuraM KanoS MagaraT KatoH SakaiA . CXCL13 and CCL21 induce tertiary lymphoid structures and enhance the efficacy of immunotherapy for melanoma. Cancer Sci. (2025) 116:2075–85. doi: 10.1111/cas.70105 40393449 PMC12317389

[38] ZhangY LiuG ZengQ WuW LeiK ZhangC . CCL19-producing fibroblasts promote tertiary lymphoid structure formation enhancing anti-tumor IgG response in colorectal cancer liver metastasis. Cancer Cell. (2024) 42:1370–1385.e9. doi: 10.1016/j.ccell.2024.07.006 39137726

[39] JenkinsBH TracyI RodriguesMFSD SmithMJL MartinezBR EdmondM . Single cell and spatial analysis of immune-hot and immune-cold tumours identifies fibroblast subtypes associated with distinct immunological niches and positive immunotherapy response. Mol Cancer. (2025) 24:3. doi: 10.1186/s12943-024-02191-9 39757146 PMC11702232

[40] XuW WengJ ZhaoY XieP XuM LiuS . FMO2(+) cancer-associated fibroblasts sensitize anti-PD-1 therapy in patients with hepatocellular carcinoma. J Immunother Cancer. (2025) 13:e011648. doi: 10.1136/jitc-2025-011648 40316306 PMC12049961

[41] TangQ-Y ZhangY-J WuZ-Y ZhangT-Y SongX-L ZhuY-D . Single-cell profiling unveils the immuno-favorable tumor microenvironment remodeling after successful neoadjuvant therapy for advanced gallbladder cancer. Int J Surg Lond Engl. (2025) 112:4110–4124. doi: 10.1097/JS9.0000000000003883 41202319

[42] AnselKM HarrisRBS CysterJG . CXCL13 is required for B1 cell homing, natural antibody production, and body cavity immunity. Immunity. (2002) 16:67–76. doi: 10.1016/S1074-7613(01)00257-6 11825566

[43] MackayF SchneiderP RennertP BrowningJ . BAFF and APRIL: A tutorial on B cell survival. Annu Rev Immunol. (2003) 21:231–64. doi: 10.1146/annurev.immunol.21.120601.141152 12427767

[44] OnderL MörbeU PikorN NovkovicM ChengH-W HehlgansT . Lymphatic endothelial cells control initiation of lymph node organogenesis. Immunity. (2017) 47:80–92.e4. doi: 10.1016/j.immuni.2017.05.008 28709801

[45] BuechlerMB PradhanRN KrishnamurtyAT CoxC CalvielloAK WangAW . Cross-tissue organization of the fibroblast lineage. Nature. (2021) 593:575–9. doi: 10.1038/s41586-021-03549-5 33981032

[46] CroizerH MhaidlyR KiefferY GentricG DjerroudiL LeclereR . Deciphering the spatial landscape and plasticity of immunosuppressive fibroblasts in breast cancer. Nat Commun. (2024) 15:2806. doi: 10.1038/s41467-024-47068-z 38561380 PMC10984943

[47] XiaoZ ToddL HuangL Noguera-OrtegaE LuZ HuangL . Desmoplastic stroma restricts T cell extravasation and mediates immune exclusion and immunosuppression in solid tumors. Nat Commun. (2023) 14:5110. doi: 10.1038/s41467-023-40850-5 37607999 PMC10444764

[48] De Oliveira MacenaY CezarMEN LiraCBF De OliveiraLBDM AlmeidaTN CostaADAV . The roles of periostin derived from cancer-associated fibroblasts in tumor progression and treatment response. Cancer Metastasis Rev. (2025) 44:11. doi: 10.1007/s10555-024-10233-3 39614015

[49] LeiJ LiuY YuanS YuanX YuanQ . Periostin-integrin signaling in hepatocellular carcinoma: From biological function to clinical application. Front Cell Dev Biol. (2025) 13:1520739. doi: 10.3389/fcell.2025.1520739 41018265 PMC12463895

[50] DanenE . Integrins: an overview of structural and functional aspects. In: Madame curie bioscience database. Landes Bioscience, Austin (TX (2000).

[51] HumphriesJD ByronA HumphriesMJ . Integrin ligands at a glance. J Cell Sci. (2006) 119:3901–3. doi: 10.1242/jcs.03098 16988024 PMC3380273

[52] PetruzzelliL TakamiM HumesHD . Structure and function of cell adhesion molecules. Am J Med. (1999) 106:467–76. doi: 10.1016/S0002-9343(99)00058-3 10225251

[53] KobayashiH BoelteK LinPC . Endothelial cell adhesion molecules and cancer progression. Curr Med Chem. (2007) 14:377–86. doi: 10.2174/092986707779941032 17305540

[54] DeGrendeleHC EstessP SiegelmanMH . Requirement for CD44 in activated T cell extravasation into an inflammatory site. Science. (1997) 278:672–5. doi: 10.1126/science.278.5338.672 9381175

[55] MeranS MartinJ LuoDD SteadmanR PhillipsA . Interleukin-1β induces hyaluronan and CD44-dependent cell protrusions that facilitate fibroblast-monocyte binding. Am J Pathol. (2013) 182:2223–40. doi: 10.1016/j.ajpath.2013.02.038 23583650

[56] BarreiroO Yáñez-MóM SerradorJM MontoyaMC Vicente-ManzanaresM TejedorR . Dynamic interaction of VCAM-1 and ICAM-1 with moesin and ezrin in a novel endothelial docking structure for adherent leukocytes. J Cell Biol. (2002) 157:1233–45. doi: 10.1083/jcb.200112126 12082081 PMC2173557

[57] ThorneRF LeggJW IsackeCM . The role of the CD44 transmembrane and cytoplasmic domains in co-ordinating adhesive and signalling events. J Cell Sci. (2004) 117:373–80. doi: 10.1242/jcs.00954 14702383

[58] DarlingTK LambTJ . Emerging roles for Eph receptors and ephrin ligands in immunity. Front Immunol. (2019) 10:1473. doi: 10.3389/fimmu.2019.01473 31333644 PMC6620610

[59] ShapiroL FannonAM KwongPD ThompsonA LehmannMS GrübelG . Structural basis of cell-cell adhesion by cadherins. Nature. (1995) 374:327–37. doi: 10.1038/374327a0 7885471

[60] BalabanianK LaganeB InfantinoS ChowKYC HarriagueJ MoeppsB . The chemokine SDF-1/CXCL12 binds to and signals through the orphan receptor RDC1 in T lymphocytes. J Biol Chem. (2005) 280:35760–6. doi: 10.1074/jbc.M508234200 16107333

[61] BurnsJM SummersBC WangY MelikianA BerahovichR MiaoZ . A novel chemokine receptor for SDF-1 and I-TAC involved in cell survival, cell adhesion, and tumor development. J Exp Med. (2006) 203:2201–13. doi: 10.1084/jem.20052144 16940167 PMC2118398

[62] RajagopalS KimJ AhnS CraigS LamCM GerardNP . Beta-arrestin- but not G protein-mediated signaling by the “decoy” receptor CXCR7. Proc Natl Acad Sci USA. (2010) 107:628–32. doi: 10.1073/pnas.0912852107 20018651 PMC2818968

[63] SunX ChengG HaoM ZhengJ ZhouX ZhangJ . CXCL12 / CXCR4 / CXCR7 chemokine axis and cancer progression. Cancer Metastasis Rev. (2010) 29:709–22. doi: 10.1007/s10555-010-9256-x 20839032 PMC3175097

[64] SalcedoR YoungHA PonceML WardJM KleinmanHK MurphyWJ . Eotaxin (CCL11) induces *in vivo* angiogenic responses by human CCR3+ endothelial cells1. J Immunol. (2001) 166:7571–8. doi: 10.4049/jimmunol.166.12.7571 11390513

[65] PawigL KlasenC WeberC BernhagenJ NoelsH . Diversity and inter-connections in the CXCR4 chemokine receptor/ligand family: molecular perspectives. Front Immunol. (2015) 6. doi: 10.3389/fimmu.2015.00429 26347749 PMC4543903

[66] JanssensR StruyfS ProostP . Pathological roles of the homeostatic chemokine CXCL12. Cytokine Growth Fact Rev. (2018) 44:51–68. doi: 10.1016/j.cytogfr.2018.10.004 30396776

[67] BianchiME MezzapelleR . The chemokine receptor CXCR4 in cell proliferation and tissue regeneration. Front Immunol. (2020) 11:2109. doi: 10.3389/fimmu.2020.02109 32983169 PMC7484992

[68] GiorgiuttiS RotturaJ KorganowA-S GiesV . CXCR4: from B-cell development to B cell–mediated diseases. Life Sci Alliance. (2024) 7:e202302465. doi: 10.26508/lsa.202302465 38519141 PMC10961644

[69] WoodsAN WilsonAL SrivinisanN ZengJ DuttaAB PeskeJD . Differential expression of homing receptor ligands on tumor-associated vasculature that control CD8 effector T-cell entry. Cancer Immunol Res. (2017) 5:1062–73. doi: 10.1158/2326-6066.CIR-17-0190 29097419 PMC6069521

[70] YiT WangX KellyLM AnJ XuY SailerAW . Oxysterol gradient generation by lymphoid stromal cells guides activated B cell movement during humoral responses. Immunity. (2012) 37:535–48. doi: 10.1016/j.immuni.2012.06.015 22999953 PMC3465460

[71] OzgaAJ ChowMT LopesME ServisRL PilatoMD DehioP . CXCL10 chemokine regulates heterogeneity of the CD8+ T cell response and viral set point during chronic infection. Immunity. (2022) 55:82–97.e8. doi: 10.1016/j.immuni.2021.11.002 34847356 PMC8755631

[72] MatloubianM DavidA EngelS RyanJE CysterJG . A transmembrane CXC chemokine is a ligand for HIV-coreceptor Bonzo. Nat Immunol. (2000) 1:298–304. doi: 10.1038/79738 11017100

[73] HaraT KatakaiT LeeJ-H NambuY Nakajima-NagataN GondaH . A transmembrane chemokine, CXC chemokine ligand 16, expressed by lymph node fibroblastic reticular cells has the potential to regulate T cell migration and adhesion. Int Immunol. (2006) 18:301–11. doi: 10.1093/intimm/dxh369 16410312

[74] ShinDS RibasA . The evolution of checkpoint blockade as a cancer therapy: what’s here, what’s next? Curr Opin Immunol. (2015) 33:23–35. doi: 10.1016/j.coi.2015.01.006 25621841

[75] SchnellA BodL MadiA KuchrooVK . The yin and yang of co-inhibitory receptors: toward anti-tumor immunity without autoimmunity. Cell Res. (2020) 30:285–99. doi: 10.1038/s41422-020-0277-x 31974523 PMC7118128

[76] ZaitsevaO HoffmannA OttoC WajantH . Targeting fibroblast growth factor (FGF)-inducible 14 (Fn14) for tumor therapy. Front Pharmacol. (2022) 13:935086. doi: 10.3389/fphar.2022.935086 36339601 PMC9634131

[77] ZhengY LiuW-H YangB Milman KrentsisI . Primer on fibroblast growth factor 7 (FGF 7). Differentiation. (2024) 139:100801. doi: 10.1016/j.diff.2024.100801 39048474

[78] AchenMG JeltschM KukkE MäkinenT VitaliA WilksAF . Vascular endothelial growth factor D (VEGF-D) is a ligand for the tyrosine kinases VEGF receptor 2 (Flk1) and VEGF receptor 3 (Flt4). Proc Natl Acad Sci. (1998) 95:548–53. doi: 10.1073/pnas.95.2.548 9435229 PMC18457

[79] StanleyER BergKL EinsteinDB LeePSW PixleyFJ WangY . Biology and action of colony-stimulating factor-1. Mol Reprod Dev. (1997) 46:4–10. doi: 10.1002/(SICI)1098-2795(199701)46:1<4::AID-MRD2>3.0.CO;2-V 8981357

[80] WahlSM . Transforming growth factor-β: innately bipolar. Curr Opin Immunol. (2007) 19:55–62. doi: 10.1016/j.coi.2006.11.008 17137775

[81] RayS JuX SunH FinnertyCC HerndonDN BrasierAR . The IL-6 trans-signaling-STAT3 pathway mediates ECM and cellular proliferation in fibroblasts from hypertrophic scar. J Invest Dermatol. (2013) 133:1212–20. doi: 10.1038/jid.2012.499 23303450 PMC3626764

[82] O’ReillyS CiechomskaM CantR van LaarJM . Interleukin-6 (IL-6) trans signaling drives a STAT3-dependent pathway that leads to hyperactive transforming growth factor-β (TGF-β) signaling promoting SMAD3 activation and fibrosis via Gremlin protein. J Biol Chem. (2014) 289:9952–60. doi: 10.1074/jbc.M113.545822 24550394 PMC3975039

[83] YangL GuoP WangP WangW LiuJ . IL-6/ERK signaling pathway participates in type I IFN-programmed, unconventional M2-like macrophage polarization. Sci Rep. (2023) 13:1827. doi: 10.1038/s41598-022-23721-9 36726024 PMC9892596

[84] GaoX WangX YangQ ZhaoX WenW LiG . Tumoral expression of IL-33 inhibits tumor growth and modifies the tumor microenvironment through CD8+ T and NK cells. J Immunol. (2014) 194:438–45. doi: 10.4049/jimmunol.1401344 25429071 PMC4272901

[85] DominguezD YeC GengZ ChenS FanJ QinL . Exogenous IL-33 restores dendritic cell activation and maturation in established cancer. J Immunol. (2017) 198:1365–75. doi: 10.4049/jimmunol.1501399 28011934 PMC5263113

[86] ShaniO VorobyovT MonteranL LavieD CohenN RazY . Fibroblast-derived IL33 facilitates breast cancer metastasis by modifying the immune microenvironment and driving type 2 immunity. Cancer Res. (2020) 80:5317–29. doi: 10.1158/0008-5472.CAN-20-2116 33023944 PMC7611300

[87] SunR ZhaoH GaoDS NiA LiH ChenL . Amphiregulin couples IL1RL1^+^ regulatory T cells and cancer-associated fibroblasts to impede antitumor immunity. Sci Adv. (2023) 9:eadd7399. doi: 10.1126/sciadv.add7399 37611111 PMC10446484

[88] DaiS ZengH LiuZ JinK JiangW WangZ . Intratumoral CXCL13^+^ CD8^+^ T cell infiltration determines poor clinical outcomes and immunoevasive contexture in patients with clear cell renal cell carcinoma. J Immunother Cancer. (2021) 9:e001823. doi: 10.1136/jitc-2020-001823 33589528 PMC7887366

[89] RenJ LanT LiuT LiuY ShaoB MenK . CXCL13 as a novel immune checkpoint for regulatory B cells and its role in tumor metastasis. J Immunol. (2022) 208:2425–35. doi: 10.4049/jimmunol.2100341 35437281 PMC9125199

[90] GalboPM ZangX ZhengD . Molecular features of cancer-associated fibroblast subtypes and their implication on cancer pathogenesis, prognosis, and immunotherapy resistance. Clin Cancer Res. (2021) 27:2636–47. doi: 10.1158/1078-0432.CCR-20-4226 33622705 PMC8102353

[91] CarrettaM ThorsethM-L SChinaA AgardyDA JohansenAZ BakerKJ . Dissecting tumor microenvironment heterogeneity in syngeneic mouse models: insights on cancer-associated fibroblast phenotypes shaped by infiltrating T cells. Front Immunol. (2024) 14:1320614. doi: 10.3389/fimmu.2023.1320614 38259467 PMC10800379

[92] ChenX ZhouZ XieL QiaoK JiaY LiuS . Single-cell resolution spatial analysis of antigen-presenting cancer-associated fibroblast niches. Cancer Cell. (2025) 43:2224–2240.e9. doi: 10.1016/j.ccell.2025.09.001 41005303 PMC12479095

[93] LiuY SinjabA MinJ HanG ParadisoF ZhangY . Conserved spatial subtypes and cellular neighborhoods of cancer-associated fibroblasts revealed by single-cell spatial multi-omics. Cancer Cell. (2025) 43:905–924.e6. doi: 10.1016/j.ccell.2025.03.004 40154487 PMC12074878

[94] CordsL TietscherS AnzenederT LangwiederC ReesM De SouzaN . Cancer-associated fibroblast classification in single-cell and spatial proteomics data. Nat Commun. (2023) 14:4294. doi: 10.1038/s41467-023-39762-1 37463917 PMC10354071

[95] CummingJ ManeshiP DongreM AlsaedT Dehghan-NayeriMJ LingA . Dissecting FAP+ cell diversity in pancreatic cancer uncovers an interferon-response subtype of cancer-associated fibroblasts with tumor-restraining properties. Cancer Res. (2025) 85:2388–411. doi: 10.1158/0008-5472.CAN-23-3252 40215177 PMC12214878

[96] DavidsonS EfremovaM RiedelA MahataB PramanikJ HuuhtanenJ . Single-cell RNA sequencing reveals a dynamic stromal niche that supports tumor growth. Cell Rep. (2020) 31:107628. doi: 10.1016/j.celrep.2020.107628 32433953 PMC7242909

[97] ForsthuberA AschenbrennerB KorosecA JacobT AnnusverK KrajicN . Cancer-associated fibroblast subtypes modulate the tumor-immune microenvironment and are associated with skin cancer Malignancy. Nat Commun. (2024) 15:9678. doi: 10.1038/s41467-024-53908-9 39516494 PMC11549091

[98] ZhangM-J LinW-P WangQ WangS SongA WangY-Y . Oncolytic herpes simplex virus propagates tertiary lymphoid structure formation via CXCL10/CXCR3 to boost antitumor immunity. Cell Prolif. (2025) 58:e13740. doi: 10.1111/cpr.13740 39219056 PMC11693575

[99] ZhangS LiuH LiX JiangY TangL LiuT . CCL20 secreted by KRT15(high) tumor cells promotes tertiary lymphoid structure formation and enhances anti-PD-1 therapy response in HPV(+)HNSCC. Cell Death Dis. (2025) 17:150. doi: 10.1038/s41419-025-08359-5 41462011 PMC12858956

[100] PeskeJD WoodsAB EngelhardVH . Control of CD8 T-cell infiltration into tumors by vasculature and microenvironment. Adv Cancer Res. (2015) 128:263–307. doi: 10.1016/bs.acr.2015.05.001 26216636 PMC4638417

[101] RodriguezAB ParriottG EngelhardVH . Tumor necrosis factor receptor regulation of peripheral node addressin biosynthetic components in tumor endothelial cells. Front Immunol. (2022) 13:1009306. doi: 10.3389/fimmu.2022.1009306 36189308 PMC9520236

[102] AllaouiR BergenfelzC MohlinS HagerlingC SalariK WerbZ . Cancer-associated fibroblast-secreted CXCL16 attracts monocytes to promote stroma activation in triple-negative breast cancers. Nat Commun. (2016) 7:13050. doi: 10.1038/ncomms13050 27725631 PMC5062608

[103] YeL XiangX WangZ ZhangS XueQ WeiX . H3K18 lactylation in cancer-associated fibroblasts drives Malignant pleural effusion progression via TNFR2+ Treg recruitment. Exp Mol Med. (2025) 57:2671–85. doi: 10.1038/s12276-025-01557-3 41310104 PMC12686498

[104] LakinsMA GhoraniE MunirH MartinsCP ShieldsJD . Cancer-associated fibroblasts induce antigen-specific deletion of CD8 + T Cells to protect tumour cells. Nat Commun. (2018) 9:948. doi: 10.1038/s41467-018-03347-0 29507342 PMC5838096

[105] ElyadaE BolisettyM LaiseP FlynnWF CourtoisET BurkhartRA . Cross-species single-cell analysis of pancreatic ductal adenocarcinoma reveals antigen-presenting cancer-associated fibroblasts. Cancer Discov. (2019) 9:1102–23. doi: 10.1158/2159-8290.CD-19-0094 31197017 PMC6727976

[106] FriedmanG Levi-GalibovO DavidE BornsteinC GiladiA DadianiM . Cancer-associated fibroblast compositions change with breast cancer progression linking the ratio of S100A4+ and PDPN+ CAFs to clinical outcome. Nat Cancer. (2020) 1:692–708. doi: 10.1038/s43018-020-0082-y 35122040 PMC7617059

[107] HuangH WangZ ZhangY PradhanRN GangulyD ChandraR . Mesothelial cell-derived antigen-presenting cancer-associated fibroblasts induce expansion of regulatory T cells in pancreatic cancer. Cancer Cell. (2022) 40:656–673.e7. doi: 10.1016/j.ccell.2022.04.011 35523176 PMC9197998

[108] KerdidaniD AerakisE VerrouK-M AngelidisI DoukaK ManiouM-A . Lung tumor MHCII immunity depends on in situ antigen presentation by fibroblasts. J Exp Med. (2022) 219:e20210815. doi: 10.1084/jem.20210815 35029648 PMC8764966

[109] SullivanLC HoareHL McCluskeyJ RossjohnJ BrooksAG . A structural perspective on MHC class Ib molecules in adaptive immunity. Trends Immunol. (2006) 27:413–20. doi: 10.1016/j.it.2006.07.006 16860610

[110] FahlSP CoffeyF KainL ZarinP DunbrackRL TeytonL . Role of a selecting ligand in shaping the murine γδ-TCR repertoire. Proc Natl Acad Sci. (2018) 115:1889–94. doi: 10.1073/pnas.1718328115 29432160 PMC5828614

[111] FrühK BorrowP GillespieGM McMichaelAJ PickerLJ . Targeting MHC-E as a new strategy for vaccines and immunotherapeutics. Nat Rev Immunol. (2026) 26:52–66. doi: 10.1038/s41577-025-01218-6 40903525 PMC13078113

[112] PamerEG WangCR FlahertyL Fischer LindahlK BevanMJ . H-2M3 presents a listeria monocytogenes peptide to cytotoxic T lymphocytes. Cell. (1992) 70:215–23. doi: 10.1016/0092-8674(92)90097-v 1353418

[113] StroynowskiI LindahlKF . Antigen presentation by non-classical class I molecules. Curr Opin Immunol. (1994) 6:38–44. doi: 10.1016/0952-7915(94)90031-0 8172679

[114] HargadonKM BrinkmanCC Sheasley-O’NeillSL NicholsLA BullockTNJ EngelhardVH . Incomplete differentiation of antigen-specific CD8 T Cells in tumor-draining lymph nodes. J Immunol. (2006) 177:6081–90. doi: 10.4049/jimmunol.177.9.6081 17056534

[115] HaoY StuartT KowalskiMH ChoudharyS HoffmanP HartmanA . Dictionary learning for integrative, multimodal and scalable single-cell analysis. Nat Biotechnol. (2024) 42:293–304. doi: 10.1038/s41587-023-01767-y 37231261 PMC10928517

[116] BibbyJA AgarwalD FreiwaldT KunzN MerleNS WestEE . Systematic single-cell pathway analysis to characterize early T cell activation. Cell Rep. (2022) 41:111697. doi: 10.1016/j.celrep.2022.111697 36417885 PMC10704209

[117] LiberzonA SubramanianA PinchbackR ThorvaldsdóttirH TamayoP MesirovJP . Molecular signatures database (MSigDB) 3.0. Bioinformatics. (2011) 27:1739–40. doi: 10.1093/bioinformatics/btr260 21546393 PMC3106198

[118] CastanzaAS ReclaJM EbyD ThorvaldsdóttirH BultCJ MesirovJP . Extending support for mouse data in the Molecular Signatures Database (MSigDB). Nat Methods. (2023) 20:1619–20. doi: 10.1038/s41592-023-02014-7 37704782 PMC11397807

[119] SubramanianA TamayoP MoothaVK MukherjeeS EbertBL GilletteMA . Gene set enrichment analysis: A knowledge-based approach for interpreting genome-wide expression profiles. Proc Natl Acad Sci. (2005) 102:15545–50. doi: 10.1073/pnas.0506580102 16199517 PMC1239896

# Supplementary material for: Characterization of cancer-associated fibroblast populations that promote tertiary lymphoid structure formation in murine melanoma tumors
**Source:** Front Immunol. 2026 Jul 17;17:1857037. doi: 10.3389/fimmu.2026.1857037
**Supplement:** Supplementary file 1

**Supplementary Table 1: Differential expression of TLS-associated genes among CAF groups**

| <u>Gene</u>        | <u>Group</u> | <u>Avg_log2FC</u> | <u>Pct.1</u> | <u>Pct.2</u> | <u>p_val_adj</u> |
|--------------------|--------------|-------------------|--------------|--------------|------------------|
| Fap                | G0           | 2.08              | 0.13         | 0.13         | 1.00E+00         |
|                    | <b>G1</b>    | <b>1.03</b>       | <b>0.25</b>  | <b>0.10</b>  | <b>1.70E-120</b> |
|                    | <b>G2</b>    | <b>0.54</b>       | <b>0.27</b>  | <b>0.12</b>  | <b>1.15E-48</b>  |
|                    | G3           | -0.82             | 0.12         | 0.13         | 1.00E+00         |
|                    | G6           | -1.66             | 0.09         | 0.14         | 1.46E-16         |
|                    | G4           | -0.31             | 0.10         | 0.13         | 1.00E+00         |
|                    | G5           | -3.38             | 0.02         | 0.15         | 1.47E-86         |
| Vcam1              | G0           | -2.46             | 0.10         | 0.76         | 0.00E+00         |
|                    | G1           | -0.86             | 0.62         | 0.71         | 5.66E-90         |
|                    | G2           | -0.76             | 0.75         | 0.69         | 5.15E-15         |
|                    | <b>G3</b>    | <b>0.37</b>       | <b>0.84</b>  | <b>0.65</b>  | <b>5.70E-93</b>  |
|                    | <b>G6</b>    | <b>0.30</b>       | <b>0.87</b>  | <b>0.65</b>  | <b>3.38E-99</b>  |
|                    | <b>G4</b>    | <b>0.61</b>       | <b>0.71</b>  | <b>0.69</b>  | <b>3.74E-34</b>  |
|                    | <b>G5</b>    | <b>0.40</b>       | <b>0.69</b>  | <b>0.69</b>  | <b>3.93E-15</b>  |
| Tnfsf13<br>(April) | <b>G0</b>    | <b>0.85</b>       | <b>0.04</b>  | <b>0.09</b>  | <b>1.11E-11</b>  |
|                    | G1           | -0.20             | 0.07         | 0.09         | 1.00E+00         |
|                    | G2           | -0.74             | 0.08         | 0.08         | 1.00E+00         |
|                    | G3           | -0.69             | 0.08         | 0.09         | 1.00E+00         |
|                    | G6           | -0.32             | 0.11         | 0.08         | 8.70E-05         |
|                    | G4           | -0.39             | 0.08         | 0.08         | 1.00E+00         |
|                    | <b>G5</b>    | <b>0.89</b>       | <b>0.11</b>  | <b>0.08</b>  | <b>9.21E-07</b>  |
| Tnfsf13b<br>(Baff) | G0           | 2.11              | 0.07         | 0.07         | 1.00E+00         |
|                    | <b>G1</b>    | <b>1.19</b>       | <b>0.14</b>  | <b>0.05</b>  | <b>4.76E-78</b>  |
|                    | <b>G2</b>    | <b>0.58</b>       | <b>0.14</b>  | <b>0.06</b>  | <b>2.02E-23</b>  |
|                    | G3           | -1.04             | 0.06         | 0.07         | 1.00E+00         |
|                    | G6           | -1.90             | 0.04         | 0.07         | 5.15E-09         |
|                    | G4           | -1.83             | 0.02         | 0.07         | 2.14E-16         |
|                    | G5           | -1.24             | 0.03         | 0.07         | 2.47E-14         |
| Cxcl13             | G0           | -3.06             | 0.04         | 0.31         | 1.59E-136        |
|                    | G1           | -0.39             | 0.21         | 0.29         | 1.18E-16         |
|                    | G2           | -1.26             | 0.22         | 0.29         | 1.65E-06         |
|                    | <b>G3</b>    | <b>1.88</b>       | <b>0.53</b>  | <b>0.22</b>  | <b>0.00E+00</b>  |
|                    | G6           | -0.30             | 0.32         | 0.27         | 2.76E-01         |
|                    | G4           | -0.65             | 0.23         | 0.29         | 3.25E-03         |
|                    | G5           | -0.78             | 0.19         | 0.30         | 7.11E-36         |

A Wilcoxon ranked-sum test was used to compare expression of the indicated genes among CAF groups. *Avg\_log2FC*, log2 fold change of gene expression by cells in the group of interest relative to cells outside the group of interest. *Pct.1*, percentage of expressing cells in the group of interest. *Pct.2*, percentage of expressing cells outside the group of interest. *P\_val\_adj*, p value adjusted using Bonferroni-Hochberg correction. Groups with statistically significant positive enrichment are in bold.

**Supplementary Table 2 (included as .xlsx file): Identification of pathway terms enriched among CAF groups.** Gene set pathway terms defined in the GO msigDB mouse collection selectively enriched in different CAF groups were identified as described in Methods. Qval represents the significance of enrichment for each pathway, while FC represents the negative or positive log2 fold change of a given pathway compared to all other groups. Signed\_qval represents the qval multiplied by the sign of FC to indicate negative or positive enrichment. Terms enriched in each group are listed on individual sheets. Terms are sorted by signed\_qval.

**Supplementary Table 3 (included as .xlsx file): Differential expression of all genes among CAF groups.** A Wilcoxon ranked-sum test was used to compare expression of all genes among CAF groups. *Avg\_log2FC*, log2 fold change of gene expression by cells in the group of interest relative to cells outside the group of interest. *Pct. 1*, percentage of expressing cells in the group of interest. *Pct. 2*, percentage of expressing cells outside the group of interest. *P\_val\_adj*, p value adjusted using Bonferroni-Hochberg correction. Groups with statistically significant positive enrichment are shown in bold. Genes enriched in each group are listed on individual sheets. Genes are sorted by p\_val\_adj.

**Supplementary Table 4 (included as .xlsx file): Expression of unique marker genes defined in human CAF single cell studies in CAF groups from the current study.** Marker genes for the indicated CAF functional categories were compiled from references 23-27 and 93, and sorted based on Gene functional category. Markers unique to a particular CAF functional category are identified by color coding of the cells under each column. Expression of the corresponding gene in groups G0 through G6 is indicated by a colored cell containing a "+". "Not included" indicates that the gene was not identified in any of the indicated references. "neg" indicates that the gene was not expressed at a detectable level in our analysis.

**Supplementary Table 5. Number of previously defined unique genes expressed in groups from the current study**

| CAF functional category | Number of defined unique genes | G0 | G1 | G2 | G3 | G6 | G4 | G5 |
|-------------------------|--------------------------------|----|----|----|----|----|----|----|
| ProCAF                  | 2                              | 2  | 1  | 0  | 0  | 0  | 0  | 0  |
| Myofib                  | 8                              | 1  | 4  | 3  | 2  | 1  | 2  | 0  |
| Matrix                  | 9                              | 2  | 6  | 6  | 4  | 0  | 0  | 0  |
| Vascular                | 2                              | 0  | 0  | 0  | 0  | 0  | 0  | 0  |
| Inflammatory            | 20                             | 7  | 6  | 4  | 3  | 0  | 1  | 3  |
| Antigen presenting      | 3                              | 0  | 0  | 0  | 2  | 1  | 1  | 3  |
| Interferon              | 3                              | 1  | 1  | 1  | 0  | 0  | 0  | 1  |
| Reticular               | 2                              | 0  | 1  | 1  | 0  | 0  | 0  | 0  |
| Spatial S1/S2           | 12                             | 0  | 7  | 8  | 3  | 0  | 0  | 0  |
| Spatial S3              | 9                              | 0  | 3  | 3  | 3  | 0  | 1  | 0  |
| Spatial S4              | 5                              | 0  | 2  | 2  | 2  | 0  | 1  | 0  |

Data is a summary of information contained in **Supplementary Table 4**. Color coding indicates the minimum percentage of defined unique genes in each indicated functional category that are expressed by each group from the current study.

≥50% of unique marker genes expressed

≥33% of defined marker genes expressed

≥25% of defined marker genes expressed

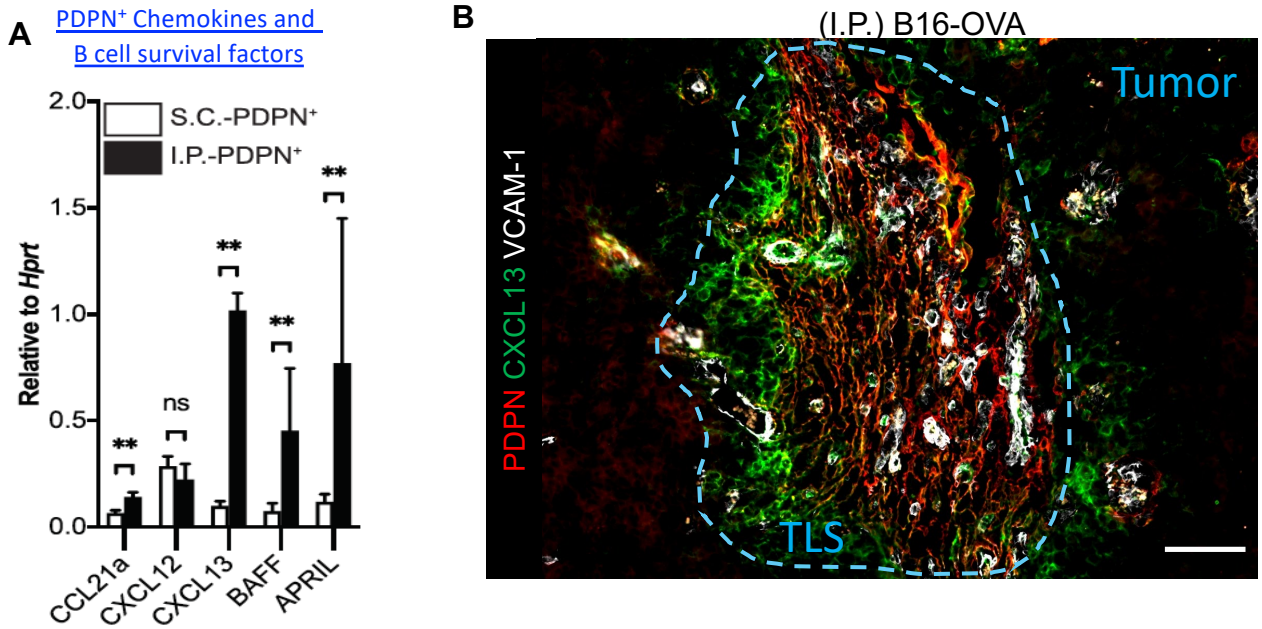

**Supplementary Figure 1. CAF in IP tumors differentially express B cell organizing chemokine CXCL13 and B cell survival factors.** (A) CAF from day 14 S.C. and I.P. tumors were enriched from CD45-depleted suspensions using biotin derivatized anti-PDPN and  $\alpha$ -biotin magnetic beads (Miltenyi Biotec) on an AutoMACS Pro Separator (Miltenyi Biotec) according to the manufacturer's instructions. RNA was purified from whole tumor or sorted cells using RNeasy kits (Qiagen) according to the manufacturer's instructions. High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems) and purified RNA was used to generate cDNA. Amplification was performed using TaqMan Fast Advanced Master Mix (Applied Biosystems) and a QuantStudio 6 Flex Real-Time PCR system (Applied Biosystems) with the following program: 50°C for 2 minutes; 95°C for 2 minutes; 40 cycles of 95°C for 1 second, 60°C for 20 seconds. Data from 2 experiments is presented as  $2^{-\Delta\Delta C_T}$  relative to *Hprt*,  $n=6$  tumors per group. *This figure was previously published by Cell Press under a Creative Commons BY-NC-ND license as Figure 3E in Rodriguez et. al., Cell Reports 36,109422 (2021).*

(B) Day 14 IP tumors were frozen, sectioned, and stained using antibodies specific for podoplanin (Biolegend #4749), VCAM-1 (AlexaFluor647, Biolegend #3129), and CXCL13 (biotinylated, R&D Systems baf470) + streptavidin (AlexaFluor488, Biolegend 9304) as described in Rodriguez et al. *Meth Mol Biol* 1845, 241-57 (2018). For the detection of intratumoral CAF, exposure times and thresholds were set to visualize bright PDPN<sup>+</sup> cells located in perivascular and TA-TLS areas, while eliminating the dim tumor cell signal. All images were captured on an AxioImager with Apotome (Zeiss) and images were analyzed either by ImageJ Software (NIH) or Imaris image analysis software (Bitplane). For image presentation, brightness and contrast were linearly adjusted and color-merged images were generated using Photoshop CS6 Software (Adobe). Blue dashes delimit TA-TLS area. Scale bar = 100  $\mu$ m. Image representative of two independent experiments,  $n=6$ .

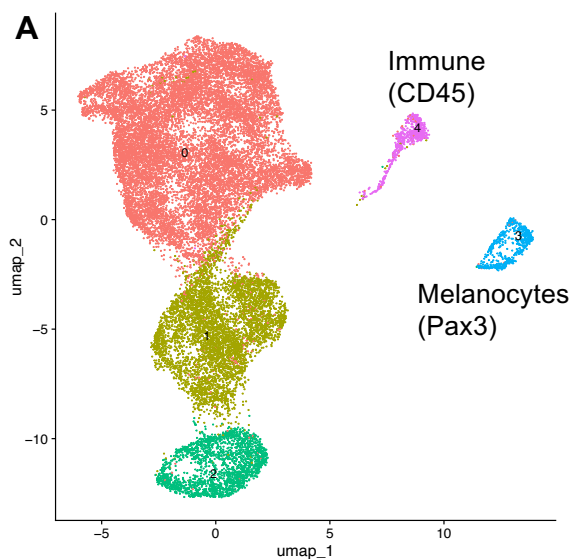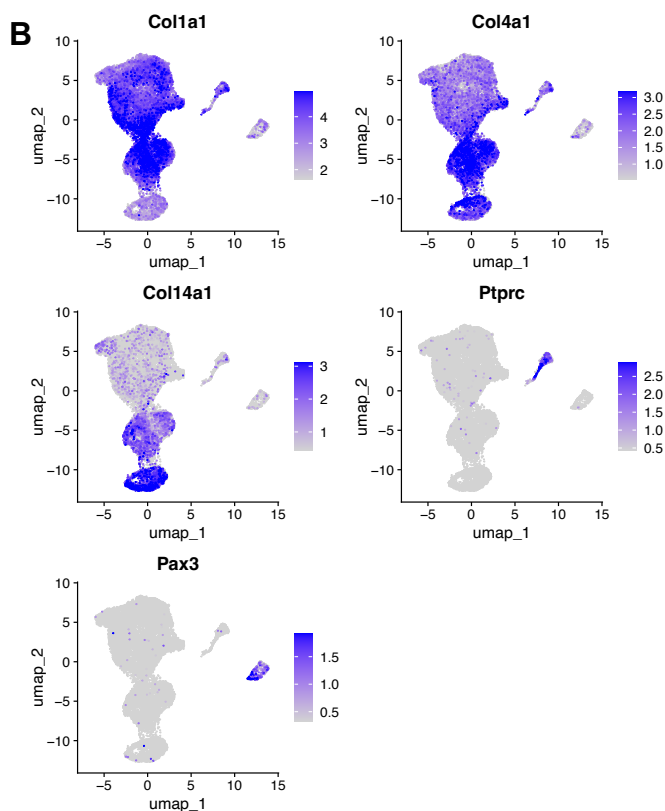

**Supplementary Figure 2. Unsupervised clustering of PDPN-enriched populations from IP B16 melanomas.** Single cell transcriptomic data of all cells passing quality control metrics was clustered by similarity in gene expression as described in Methods and plotted in a UMAP. (A) Distinct cell clusters are identified by color and number, with clusters 0, 1, and 2 representing fibroblasts, cluster 3 representing melanoma cells, and cluster 4 representing immune cells. (B) Distributions of select collagens, Pax3, and Cd45 (Ptpcr) were used to identify fibroblast, melanoma, and immune cells, respectively.

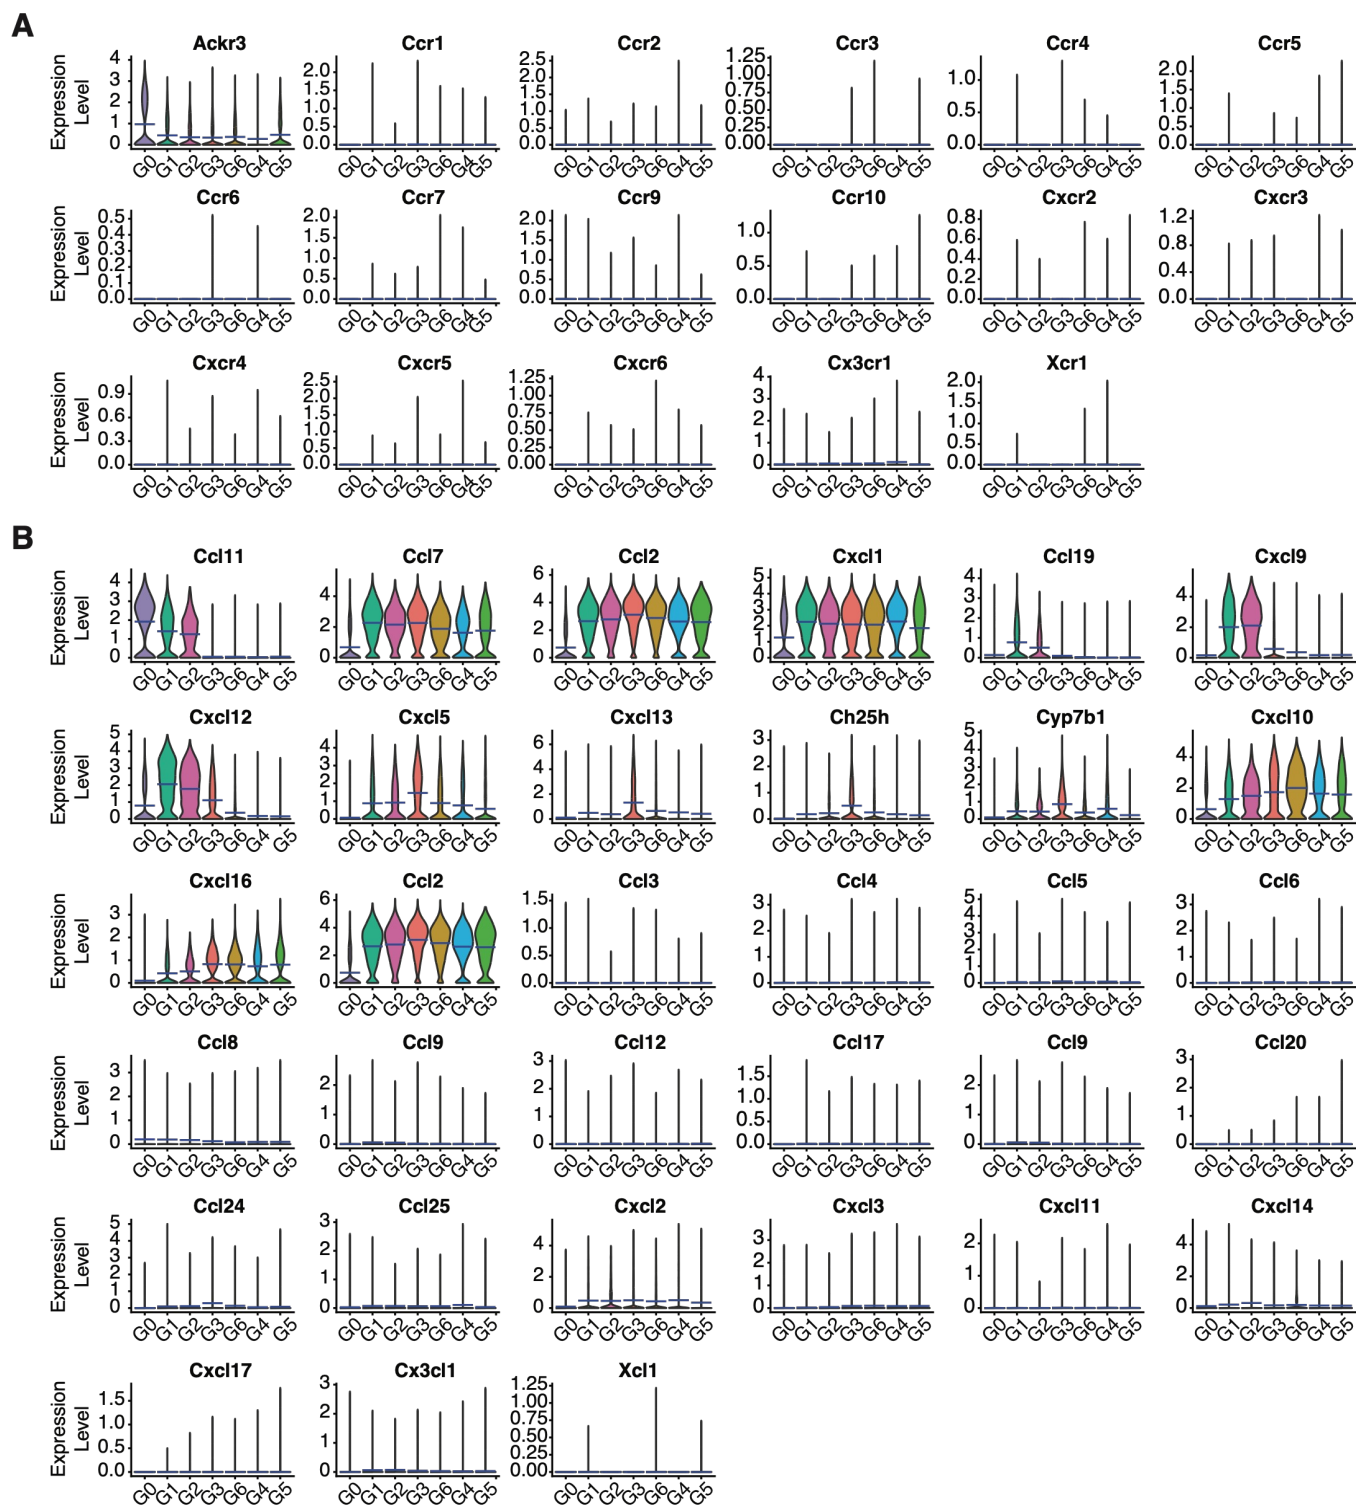

**Supplementary Figure 3: Expression of chemokine receptor and chemokine encoding genes among CAF groups.** Gene expression values for all (A) chemokine receptors and (B) chemokines that were expressed in at least one CAF are displayed by group in violin plots. Blue bars indicate mean expression value of the gene for each group. Genes showing statistically significant enrichment and percentage of expressing cells in at least one group are displayed first and included in **Figure 6**.

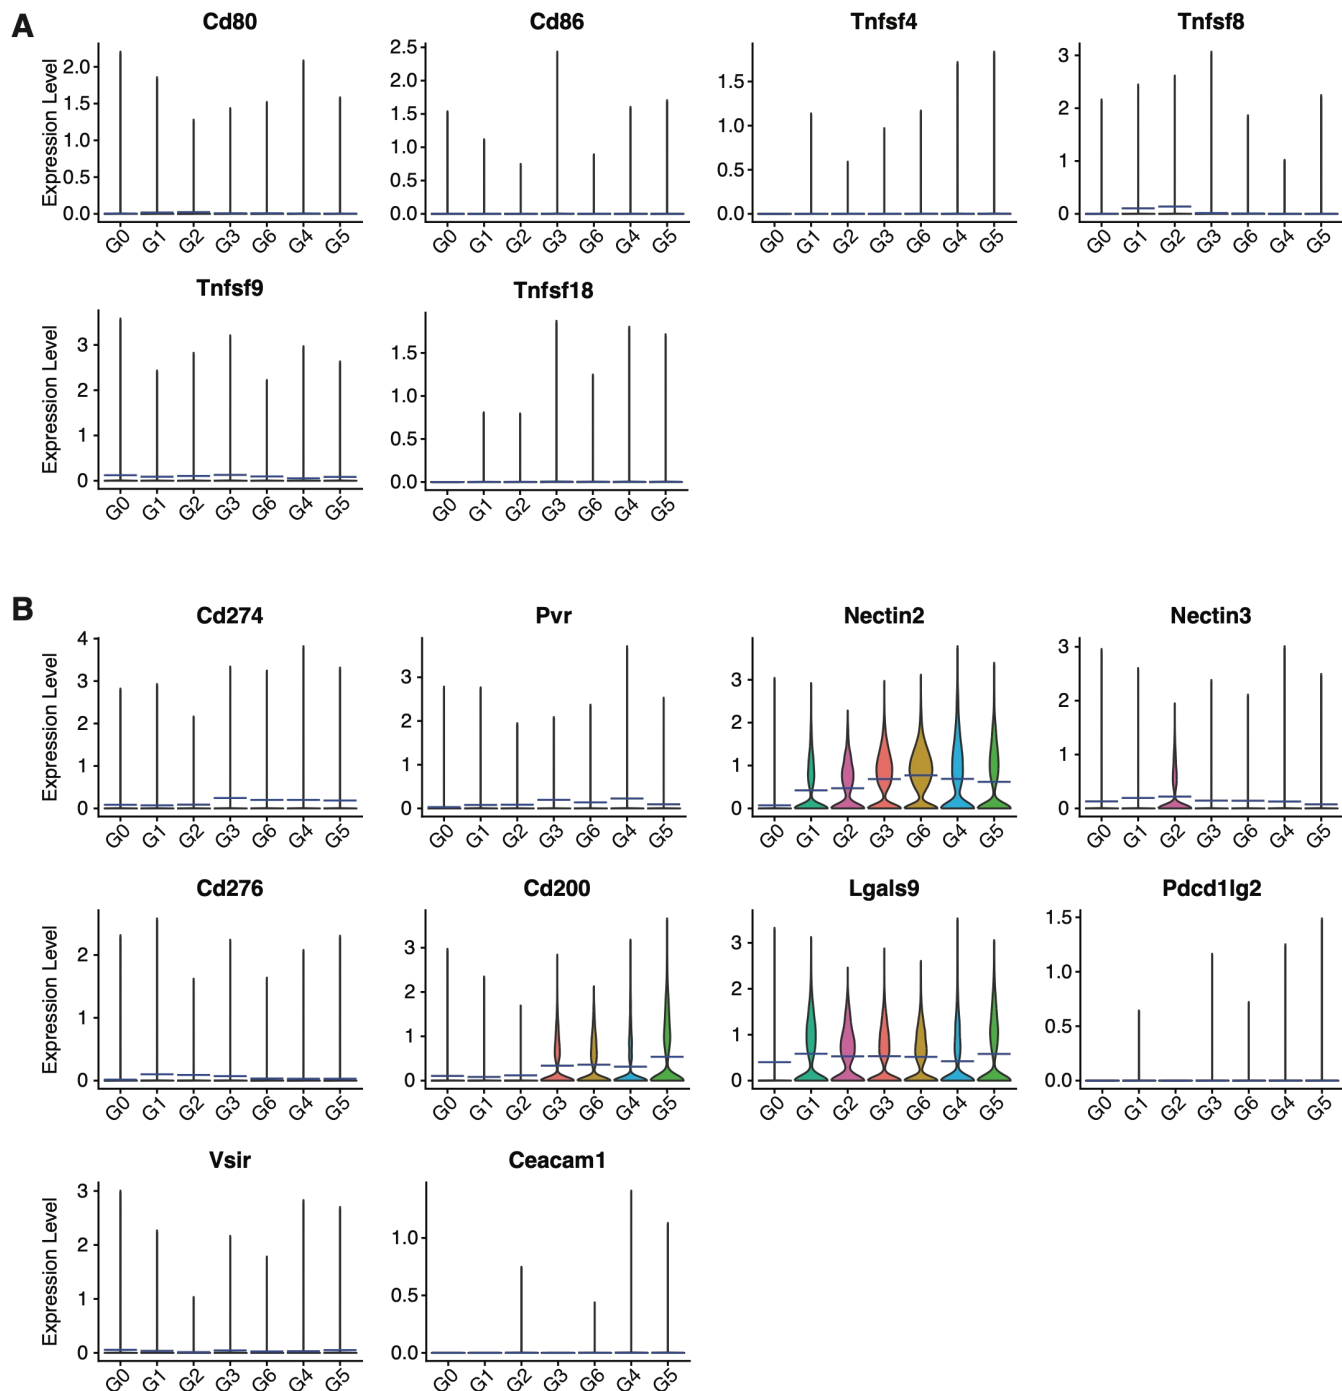

**Supplementary Figure 4. Expression of genes associated with co-stimulation and inhibition among CAF groups.** Gene expression values for all co-stimulatory (A) and inhibitory (B) ligands that were expressed in at least one CAF are displayed by group in violin plots. Blue bars indicate mean expression value of the gene for each group. (A) There was no detectable expression of *Tnfsf5* (*Cd40L*) or *Tnfsf7* (*Cd70*). Genes showing statistically significant enrichment and percentage of expressing cells in at least one group are displayed first and included in **Figure 7**.

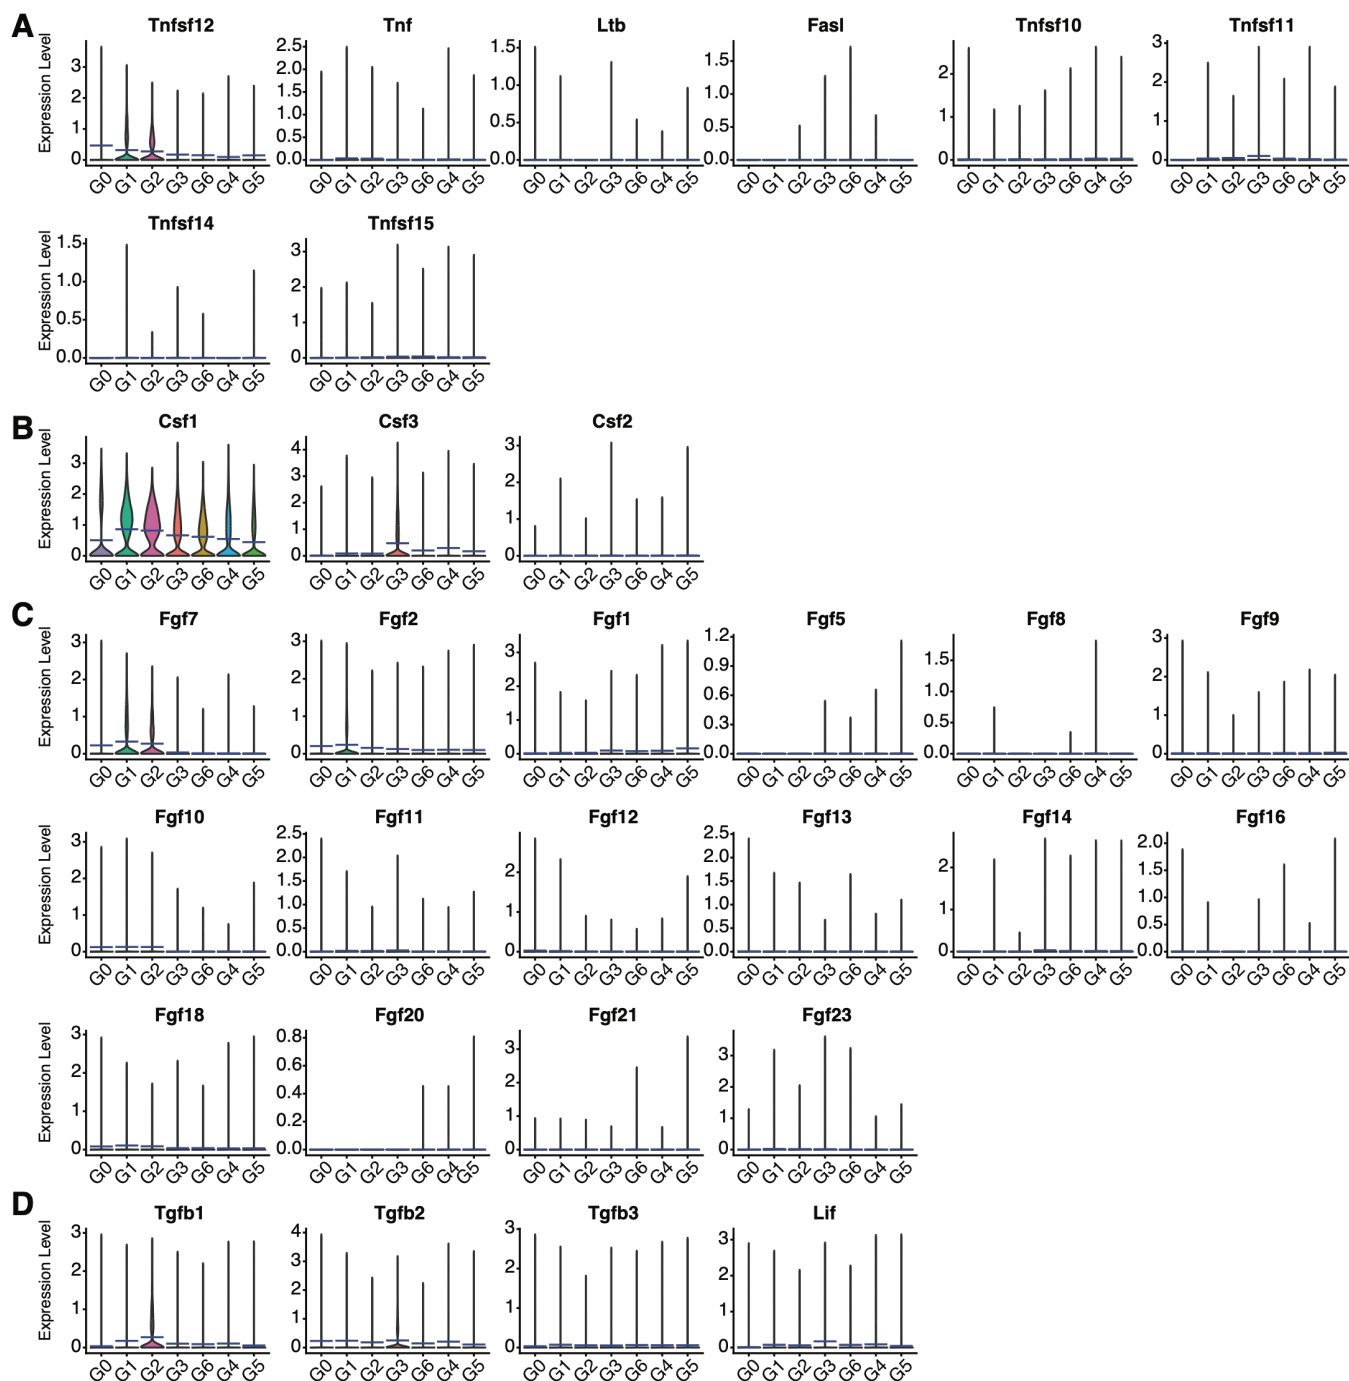

**Supplementary Figure 5: Expression of cytokine genes by CAF groups.** Gene expression values for all cytokines that were expressed in at least one CAF are displayed by group in violin plots. Blue bars indicate mean expression value of the gene for each group. (A) Soluble Tnfsf members excluding co-stimulatory molecules listed in Supplementary Figure 4. (B) Csfs members. (C) Fgf sf members. (D) Tgf sf members. (E) Interleukins. (F) Interferons. Members of any group not shown were not detected in scRNA-seq data. Genes showing statistically significant enrichment and percentage of expressing cells in at least one group are displayed first and included in **Figure 7**.

**E**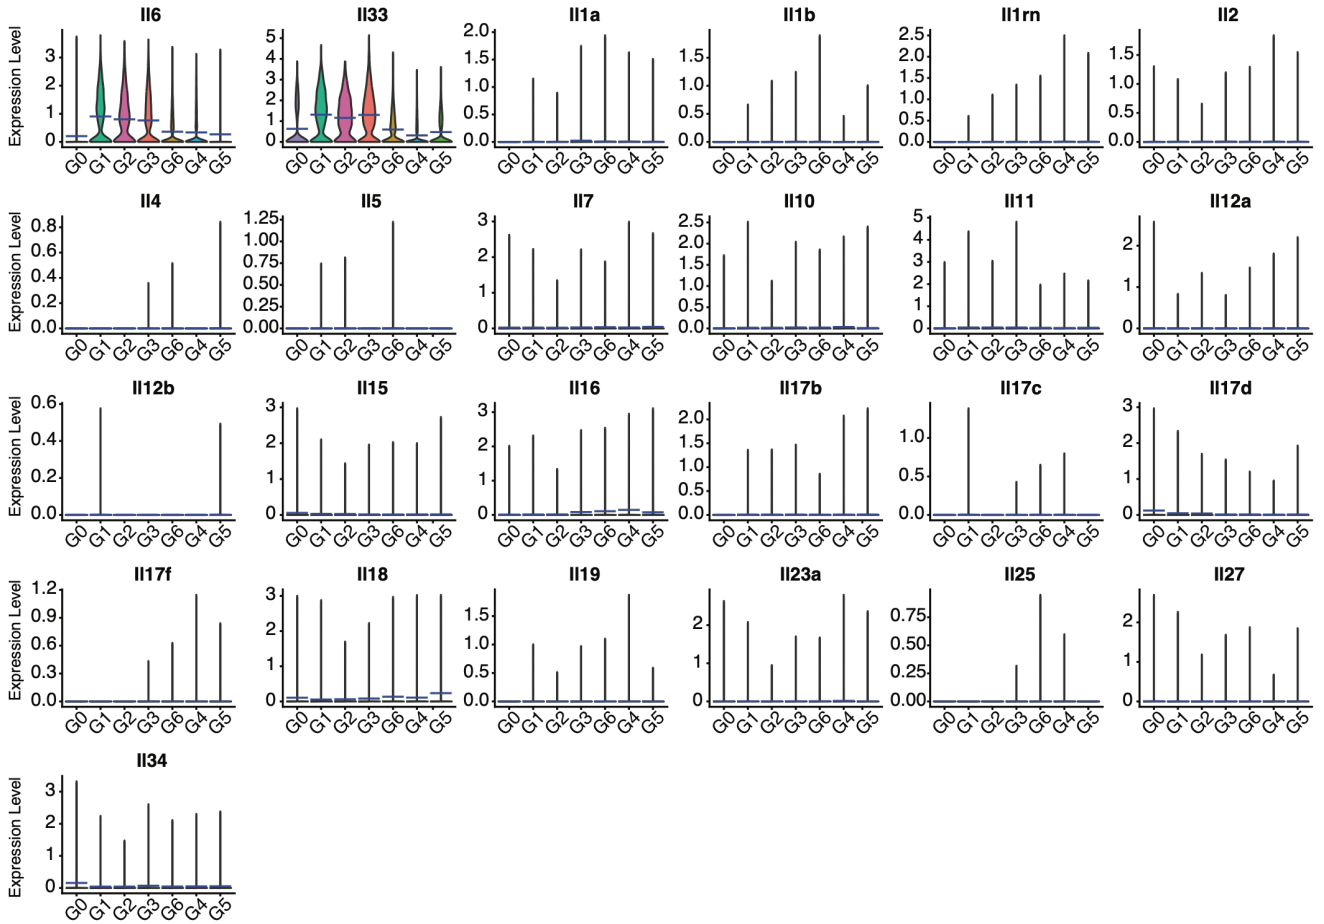**F**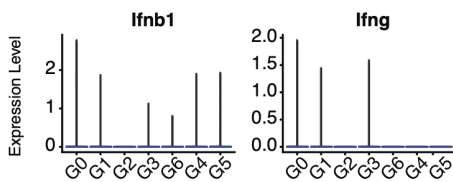

**Supplementary Figure 5 (cont): Expression of cytokine genes by CAF groups.** Gene expression values for all cytokines that were expressed in at least one CAF are displayed by group in violin plots. Blue bars indicate mean expression value of the gene for each group. (A) Soluble Tnfsf members excluding co-stimulatory molecules listed in Supplementary Figure 4. (B) Csf3s members. (C) Fgf sf members. (D) Tgf sf members. (E) Interleukins. (F) Interferons. Members of any group not shown were not detected in scRNA-seq data. Genes showing statistically significant enrichment and percentage of expressing cells in at least one group are displayed first and included in **Figure 7**.

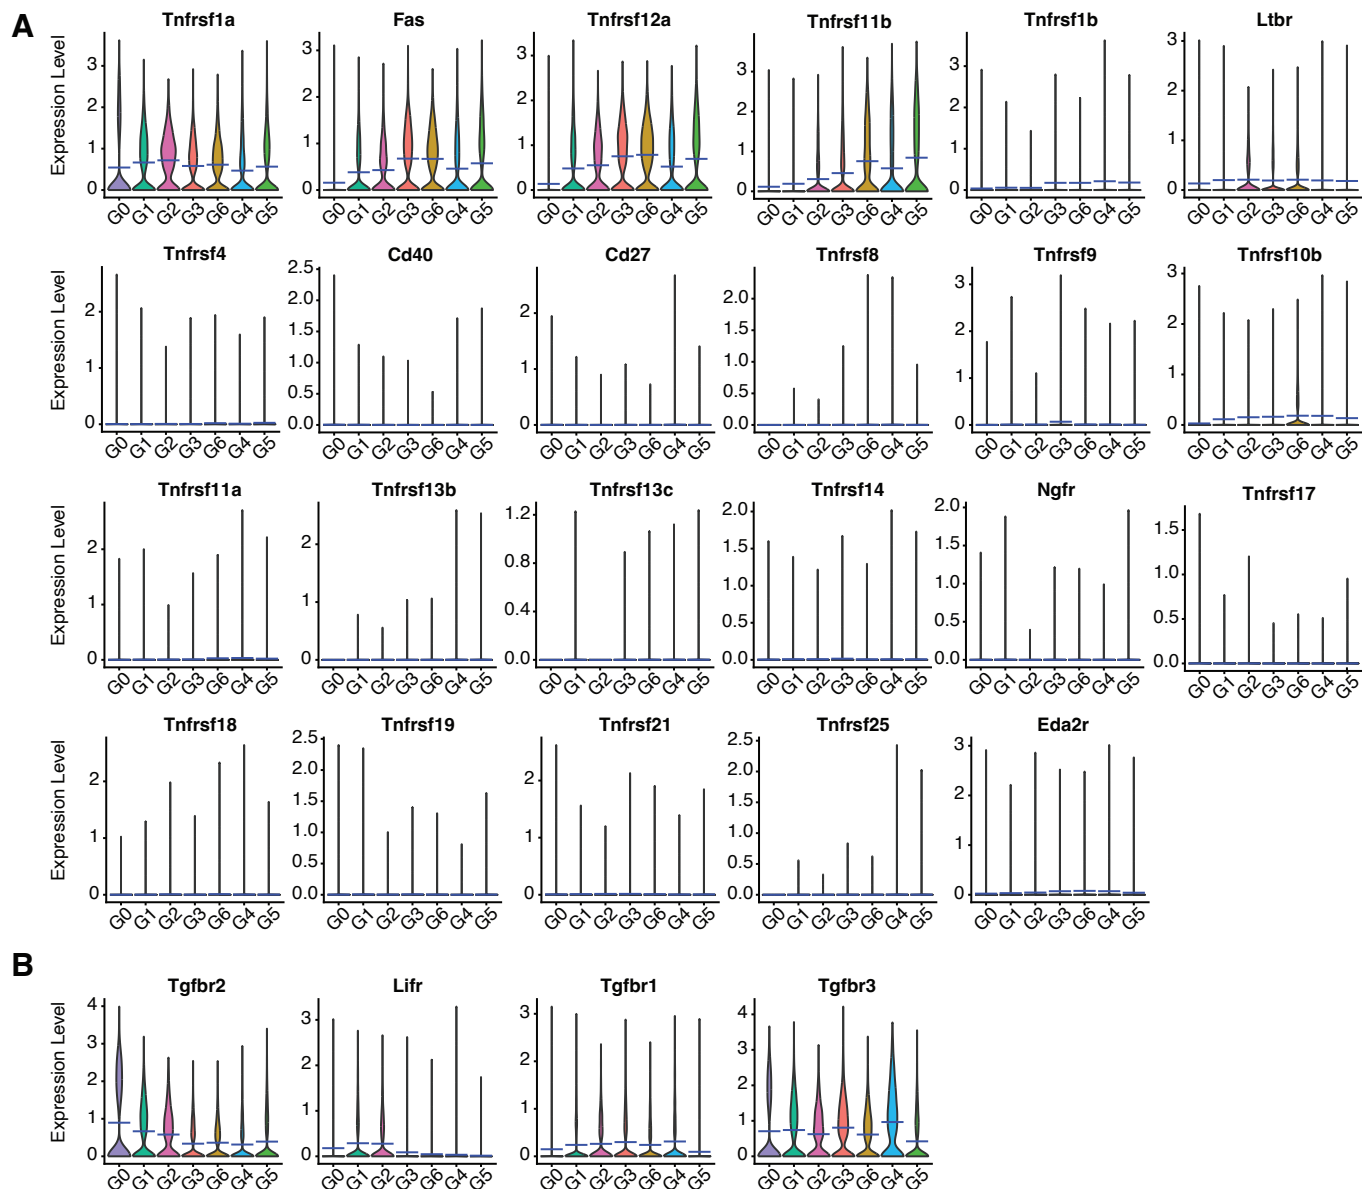

**Supplementary Figure 6: Expression of cytokine receptor genes by CAF groups.** Gene expression values for all cytokine receptors that were expressed in at least one CAF are displayed by group in violin plots. Blue bars indicate mean expression value of the gene for each group. (A) Tnfrsf members. (B) Tgfr sf members. (C) Interleukin receptors. (D) Interferon receptors. Members of any group not shown were not detected in scRNA-seq data. Genes showing statistically significant enrichment and percentage of expressing cells in at least one group are displayed first and included in **Figure 8**.

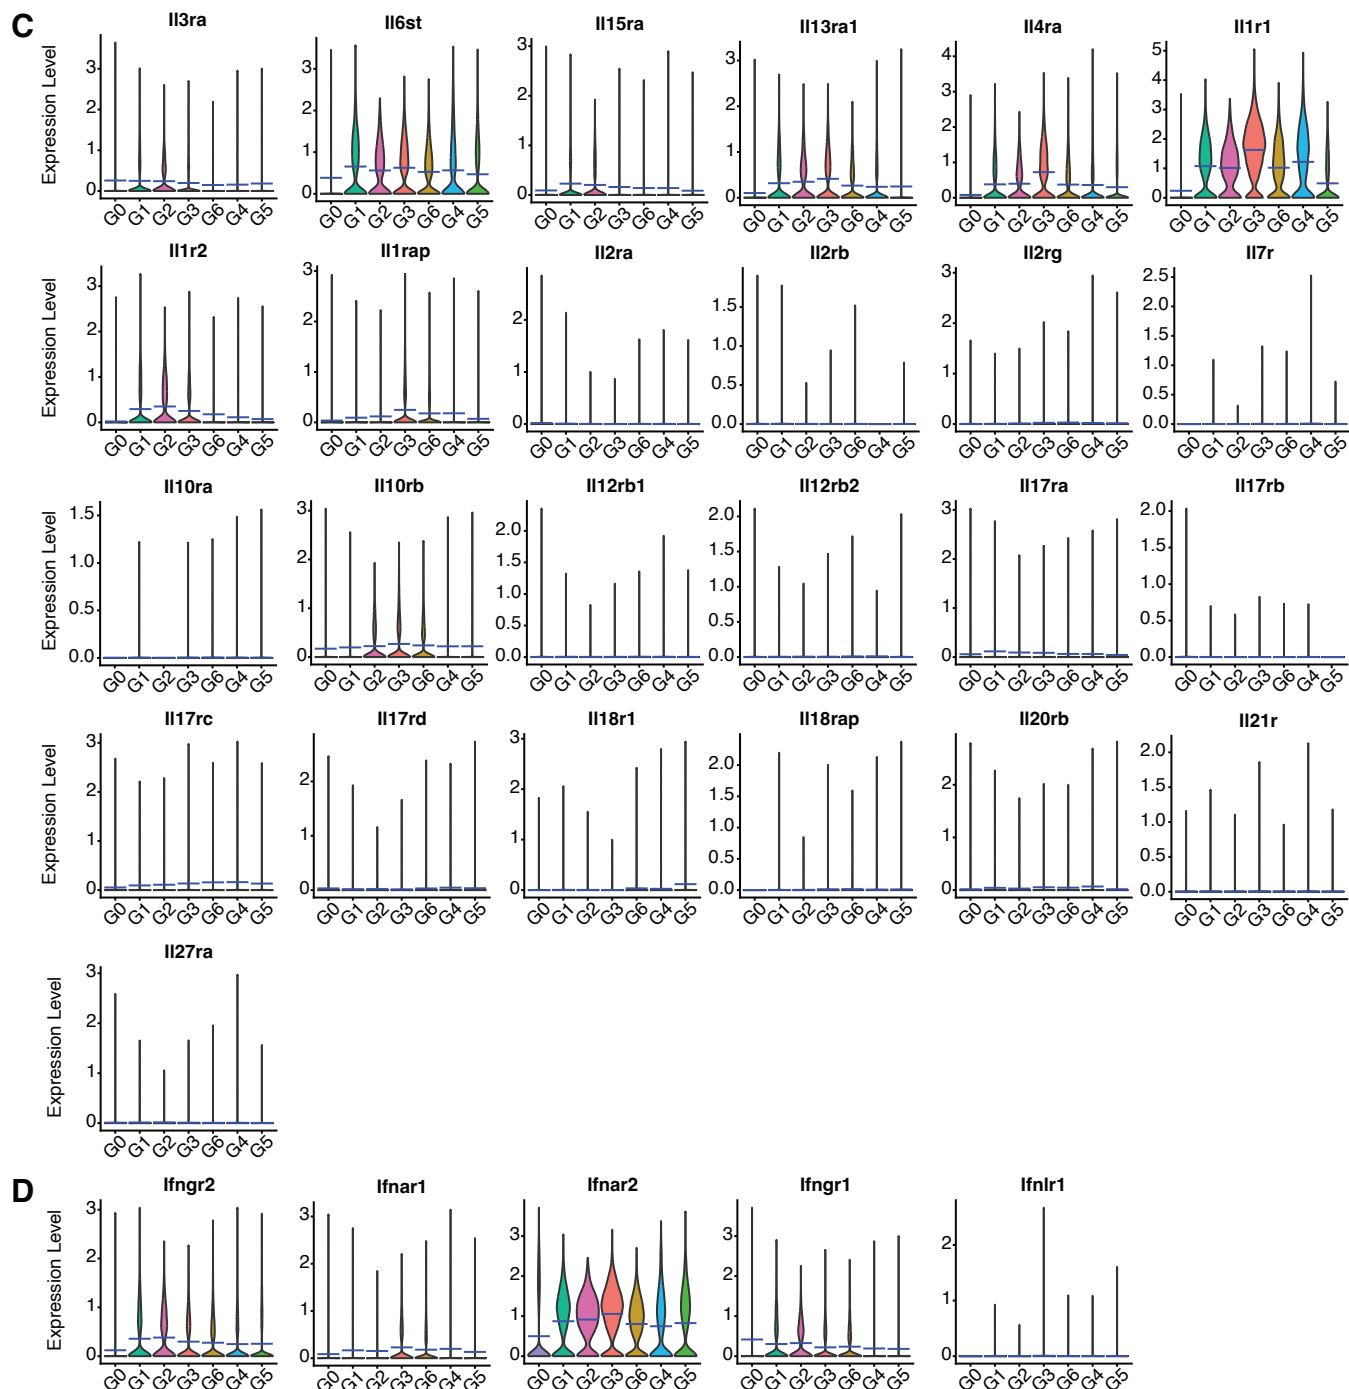

**Supplementary Figure 6 (cont): Expression of cytokine receptor genes by CAF groups.** Gene expression values for all cytokine receptors that were expressed in at least one CAF are displayed by group in violin plots. Blue bars indicate mean expression value of the gene for each group. (A) Tnfrsf members. (B) Tgfr sf members. (C) Interleukin receptors. (D) Interferon receptors. Members of any group not shown were not detected in scRNA-seq data. Genes showing statistically significant enrichment and percentage of expressing cells in at least one group are displayed first and included in **Figure 8**.

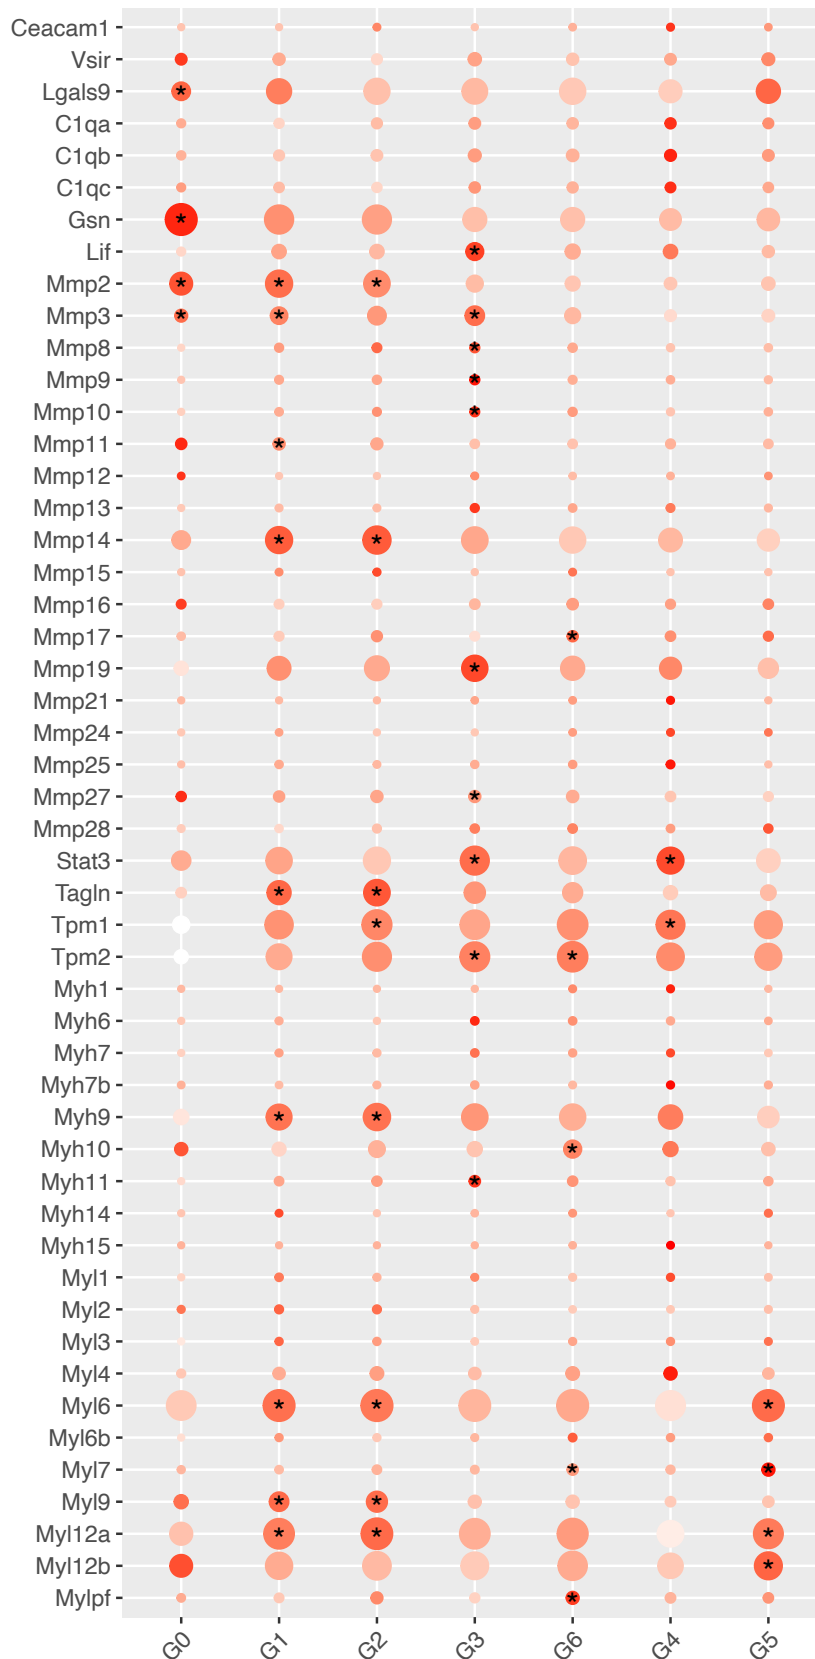

**Supplementary Figure 7: Expression of additional genes in categories used to define CAF groups in other studies. (legend continues on next page).**

**Supplementary Figure 7: Expression of additional genes in categories used to define CAF groups in other studies.** Genes were identified from references 23-27 and 93, as well as consideration of relevant functional categories (complement, matrix metalloproteinases, myosin heavy and light chains). For each gene, mean expression values for each group were normalized and shifted to establish a baseline of 0. Color intensity indicates normalized expression intensity. Dot size indicates percentage of cells positive for the gene by group. A Wilcoxon Ranked Sum test was run to identify genes significantly enriched in each group. Those marked for significance had a Bonferonni-Hochburg adjusted p value < 0.05, a positive log2 fold change > 0.25, and were expressed in > 10% of cells in the group in question. Data supporting this determination are shown in **Supplementary Table 3**.

How the deposited data were processed for this re-analysis (not part of the article)

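Cells from tumors of B16-F1-OVA melanoma, taken on day 14 after the injection of 400000 cells into mice with *Cxcl13*-driven tdTomato and eGFP reporters, had been sorted by the authors into 4 populations and sequenced as 1 library each. The authors deposited unnormalized UMI counts per gene and cell barcode from Cell Ranger 8.0.0, and the whole numbers in the deposited counts were checked. The genome build is not stated, and gene lengths and transcript ends were taken from GENCODE M21.

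Counts were read and summed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scanpy 1.11.5, and cells were clustered with R 4.3.3 and Seurat 5.3.0. Genes found in at least 3 cells were used. Cells with 500 to 6000 genes and at most 10% mitochondrial counts were kept, scaled to 10000 UMIs and log-transformed. The 2000 most variable genes, 50 components of which 25 were used, and 20 neighbours gave the graph. The resolution was the smallest from 0.02 upward, in steps of 0.02, that gave 5 clusters, and for the collagen-expressing cells 7, with random seed 0, and seed 1 was used to thin cells for the shares of named genes. In the main setting clusters were named from marker genes, at least 3 for each name, that were fixed before the data were examined. These genes are not reported as results of the group they name. In the alternatives a cluster of the second clustering took the name of the main group that gave the largest share of its cells. Collagens and melanoma genes that named the clusters of the first clustering are reported among the groups of the second. In the second clustering 394 genes were held out of the variable genes.

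UMIs were summed over the cells of a group. CPM have exact 95% Poisson intervals and shares of cells exact 95% Clopper-Pearson intervals. Folds were read within each library with at least 50 cells inside and outside the group. Shares of cells were also computed after thinning to 1000 UMIs, the largest multiple of 500 that kept at least 80% of the cells of every group, and shallower cells were left out. With 1 library per population no test across samples was run, and the authors' Wilcoxon tests across cells were not repeated. Precision is set by depth, which ran from 10071954 UMIs in the tdTomato+ eGFP+ library to 90259852 in the tdTomato neg eGFP neg library.

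Genes were named by a rule fixed at the same time: every gene that the paper names in its Results, Table 1, Table 2 and Supplementary Table 1, except the naming markers, together with summed gene families and the mesothelial, fibroblast, sex-linked, melanoma, hypoxia, stress and cell cycle lists, and at most 10 further genes per group. *Malat1* was chosen outside this rule, after the G4-like group had been seen.

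The summing and the intervals were tested on simulated data with 200 changed genes among 15968. Of these 199 were past the threshold in the right direction, 95.0% of the intervals held the true value, and 11.1% of unchanged genes were past the threshold.

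The alternatives were a mitochondrial limit of 5%, all 2000 variable genes, 15 or 40 components, at least 9 clusters, Scrublet doublets removed, means over cells or libraries, each library left out, thinned cells, and cells of 1 sex mark. Scrublet's threshold called no cell in 2 libraries, after which the removal of the expected share of doublets (310, 210, 7 and 1016 cells at 0.8% per 1000 barcodes) was added, and a clustering without sex-linked genes was added once the groups had been seen to differ in them. Pathway scores were left out because the gene sets were not at hand, the flow cytometry because it was not analysed here, and lists of marker genes from Supplementary Tables 2 and 3 because only part of these tables could be read.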

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

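The tests in this part were chosen only after the result was seen, apart from the tests of free mesothelial RNA in the melanoma-like and immune-like cells and of mesothelial genes in the G3- to G6-like groups taken together, which were set before.

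Sex-linked transcripts lie outside the genes that the paper discusses. Among collagen-expressing cells with either an *Xist* UMI or a Y-linked UMI (*Ddx3y*, *Eif2s3y*, *Kdm5d* or *Uty*), 56.2% were *Xist*-only. By group the share was 98.8% (95% interval 97.7 to 99.4) in the G0-like, 53.5% in the G1-like, 52.9% in the G2-like, 76.5% in the G3-like, 13.8% (12.0 to 15.8) in the G4-like, 41.5% in the G5-like and 50.1% in the G6-like group. Both kinds of mark were found in 369 cells, and neither in 9893. The paper's Methods state that male and female mice were used.

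Different mixes of animals between the 4 libraries would leave the same share in all groups within a library. Within libraries the share in the G4-like group was 11.8% among tdTomato neg eGFP+ cells, 16.5% among tdTomato+ eGFP neg cells, 17.5% among tdTomato+ eGFP+ cells and 15.2% among tdTomato neg eGFP neg cells, at most 17.5%, while the G3-like group held 74.8%, 78.3%, 79.3% and 70.3%. Unequal depth was tested by thinning every cell to 1000 UMIs, after which the shares were 98.5%, 64.2%, 72.8%, 85.2%, 20.6%, 52.3% and 66.9% from the G0- to the G6-like group, with 20.6% for the G4-like group. With *Xist* and the Y-linked genes held out of the variable genes, they were 98.8%, 53.9%, 52.4%, 75.8%, 19.5%, 39.4% and 49.2%, the lowest being 19.5%. Unspliced reads over the long gene *Uty* could raise the Y-linked mark, but without it the G4-like share was 17.6%. These values argue against the mix of animals between libraries, depth, the choice of variable genes and *Uty* as the whole cause. The groups may therefore hold cells of different animals in different shares. Which animals, or tumors, gave the cells of a library is not stated, so that sex, tumor and animal were not separated, and a biological difference between the sexes was not tested.

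Mesothelial genes also lie outside the genes that the paper discusses. The 14 genes of the list (*Msln*, *Upk3b*, *Upk1b*, *Wt1*, *Krt7*, *Krt8*, *Krt18*, *Krt19*, *Lrrn4*, *Muc16*, *Gpm6a*, *Bnc1*, *Nkain4* and *Calb2*) summed to 3690 CPM in the G5-like group, with 236 in the G0-like, 255 in the G1-like, 327 in the G2-like, 551 in the G3-like, 2117 in the G4-like and 1717 in the G6-like group. In the G5-like group the most abundant were *Nkain4* at 789.9, *Upk1b* at 449.9 and *Krt19* at 404 CPM, and in the G0-like group all genes of the list but *Calb2* had a UMI. No other list holds any of them. Melanoma-like cells held 190 CPM and immune-like cells 952 CPM. The test set before for free RNA from the suspension came out mixed, since the immune-like level was within 3 times that of the G3-, G4- and G6-like groups but not of the G5-like group, and the melanoma-like level within 3 times that of the G3-like group alone. Tests per cell and in CPM within each library were then chosen. In the tdTomato neg eGFP neg library G0-like cells carried 0.513 UMIs of the list per cell, melanoma-like cells 4.43 and immune-like cells 12.2, against 6.79, 16.1, 24.5 and 24.9 in G3- to G6-like cells. Free RNA reaches every cell of a library, so the cells that hold least of it cap it. Over the 4 libraries the lowest ratio of a G3- to G6-like group to the higher of the G0- and melanoma-like cells, per cell or in CPM, was 1.53, in the G3-like group and above 1 beyond counting error, which argues against free RNA as the whole cause. Immune-like cells, which also carried fibroblast RNA, held more than G3-like cells, with a lowest ratio of 0.415, but less than the G4-, G5- and G6-like groups, with 1.32. What raised them was not tested. The prediction set before, at least 5 times more of the list in each of the G3- to G6-like groups than in each of the G0- to G2-like groups, was not met, with a lowest ratio of 1.69 for the G3-like group. For the G4-, G5- and G6-like groups the lowest ratio was 5.25, and 13, 13 and 14 of 14 genes were above each of the G0- to G2-like groups, as against 8 in the G3-like group, but the split of these 3 groups was made with the values known. Doublets of a fibroblast and a mesothelial cell would hold the UMIs of both. Median UMIs per cell were 6132 in the G4-like and 5072 in the G5-like group, against 7140.5 in the G0- to G3-like groups together, and within libraries the highest ratio was 0.953, which argues against doublets as the whole cause in these 2 groups. In the G6-like group the ratio was up to 1.80, as in doublets, so a test on shares was added with these values known. The share of doublets rises with the number of cells. G6-like cells made up 20.65% (95% interval 18.1 to 23.4) of 920 kept tdTomato+ eGFP+ cells, where 0.79% were expected to be doublets, and 15.6% of 10813 tdTomato neg eGFP neg cells, where 9.40% were, which argues against doublets as the whole cause in the G6-like group. Cells of the G4-, G5- and G6-like groups may stem from the mesothelium, a hypothesis found and tested on the same data. Fibroblasts that took up these genes in the tumor could give the same values, and no test here separates the 2.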

How the results depend on the processing

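The tests under the removal of the expected share of doublets and the clustering without sex-linked genes were chosen only after the result was seen, and all other alternatives in this part were planned. The sorted populations could not be paired by animal, because each was sequenced as 1 library and which animals gave its cells is not stated, while the groups were also compared within libraries.

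Of 220 log2 folds called higher, 174 passed the threshold of 0.25 under every alternative that gave a value and 46 did not under at least 1 of them. The folds no longer past it numbered 1 with 15 components, 1 with all 2000 variable genes, 0 with a mitochondrial limit of 5%, 9 with 9 clusters, 2 with sex-linked genes held out, 2 as a mean over cells, 19 as a mean over libraries, 12 in *Xist*-only cells and 16 in Y-only cells, where 1 fold could not be given. With each library left out in turn they numbered 4 without the tdTomato neg eGFP+ library, 7 without the tdTomato+ eGFP neg library, 0 without the tdTomato+ eGFP+ library and 27 without the tdTomato neg eGFP neg library.

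The clustering decided which cells were called G3-like. With 40 components, with Scrublet doublets removed and with the expected share of doublets removed, no cluster was named G4-like, so the 15 folds called higher in that group could not be given. Under these 3 settings 81.0%, 94.9% and 94.2% of the G4-like cells joined the cluster named G3-like, and 56.0%, 52.2% and 52.4% of the G3-like cells the one named G5-like. Of the folds that could be given, 11, 14 and 14 no longer passed the threshold. With 9 clusters 57.5% of G3-like cells kept the name. Scrublet's own threshold called 0, 0, 3 and 251 doublets in the tdTomato neg eGFP+, tdTomato+ eGFP neg, tdTomato+ eGFP+ and tdTomato neg eGFP neg libraries, so it tested little in the first 3.

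The share of kept cells in the collagen-expressing clusters was 94.6% and moved to 95.0% with a mitochondrial limit of 5%. The shares of tdTomato neg eGFP+, tdTomato+ eGFP neg and tdTomato+ eGFP+ cells in the G3-like group were 22.2%, 50.5% and 48.5% and moved, in that order, to 24.6%, 33.0% and 29.2% with 40 components, 12.3%, 31.8% and 29.6% with 9 clusters, 28.1%, 35.6% and 32.7% with Scrublet doublets removed, 28.7%, 35.9% and 33.1% with the expected share of doublets removed, 45.2%, 62.1% and 66.7% in *Xist*-only cells and 11.9%, 33.5% and 32.0% in Y-only cells. The share of tdTomato neg eGFP neg cells in the G0-like group, 17.2%, moved to 18.2% with the expected share of doublets removed, 26.0% in *Xist*-only cells and 0.459% in Y-only cells. In Y-only cells it rests on 9 cells.

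The log2 fold of *Cxcl13* in the G3-like group, 1.77, stayed above 0.25 under every alternative. It moved to 1.73 with all 2000 variable genes, 1.79 with 15 components, 1.13 with 40 components, 1.31 with 9 clusters, 0.94 with Scrublet doublets removed, 0.91 with the expected share of doublets removed, 1.70 with sex-linked genes held out, 1.83 as a mean over cells, 1.41 as a mean over libraries, 1.16 in *Xist*-only cells and 2.60 in Y-only cells. With each library left out in turn it ranged from 1.22 to 2.03, the lowest being without the tdTomato neg eGFP neg library. The log2 ratio of *Cxcl13* between tdTomato+ eGFP neg and tdTomato neg eGFP neg cells, 3.27, moved to 3.34 over all kept cells, 3.39 with the expected share of doublets removed, 2.74 in *Xist*-only cells and 4.14 in Y-only cells, and leaving out libraries does not apply to it.

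Some log2 folds of named genes turned their sign. With 40 components, Scrublet doublets removed and the expected share removed, in that order, *Ezr* in the G3-like group was 0.06, 0.04 and 0.08, *Cxadr* in the G3-like group 0.64, 0.62 and 0.66, *Gja1* in the G5-like group 0.55, 0.45 and 0.48, *Il1r2* in the G3-like group -0.18, -0.17 and -0.13, and *Mmp27* in the G3-like group -0.02, -0.08 and 0.00. In the G3-like group *Il33* was -0.28 with 40 components and *Mmp10* -0.12 with the expected share of doublets removed. In *Xist*-only cells *Mmp27* was -0.19 in the G3-like and *Acta2* -0.03 in the G1-like group. In Y-only cells *Acta2* and *Tagln* were 1.41 and 1.90 in the G0-like group, and *H2-DMa*, *H2-M2* and *Fas* -0.06, 0.00 and -0.13 in the G3-like group. As a mean over cells *H2-DMb2* was 0.04 in the G3-like group. With each library left out in turn *Ccl7* ranged from -0.03 to 0.46 in the G1-like group, and *H2-Q7* from -0.02 to 0.59 and *H2-M2* from -0.16 to 0.86 in the G3-like group, the lowest being without the tdTomato neg eGFP neg library. For these changes and the moves above the cause was not tested. With 40 components or doublets removed, the clusters named G3- and G5-like held many cells of other groups, as given above. Values under those settings therefore do not isolate an effect of doublets.

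Depth limits the shares of cells with a UMI most in the G0-like group, whose median was 1750 UMIs per cell, and in thinning to 1000 UMIs 266 of its cells were left out. Folds of the G0-like group were read within 2 libraries and those of the G2-like group within 3, because the others held fewer than 50 of their cells.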

Differences from the paper's values

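The allowance for whole percents, the removal of the expected share of doublets and the clustering without sex-linked genes were chosen only after the result was seen, and this part tests no explanation. Of 45 log2 folds that the paper states and that were computed here, 9 differed from the paper's, by sign or by more than the spread of the folds within libraries. As a mean over cells, the weighting planned to follow the Seurat analysis in the paper's Methods, 2 of 45 differed. The count was 15 as a mean over libraries, 23 without the tdTomato neg eGFP neg library, 6 without the tdTomato neg eGFP+ library and 23 of 42 in Y-only cells. The shares of sorted cells in the groups, the shares of cells with a UMI and the count of cells with *Ccl21* were judged by another rule, as different when 1 value was more than 1.5 times the other, with an error of 0.5 allowed for whole percents of sorted cells, and none differed as first computed. With other settings the shares of sorted cells that differed were 5 of 24 with 40 components, 5 of 24 with Scrublet doublets removed, 7 of 28 with 9 clusters, 14 of 28 in *Xist*-only and 14 of 28 in Y-only cells, and none with 15 components, all 2000 variable genes or at most 5% mitochondrial counts. After thinning to 1000 UMIs 38 of 45 shares of cells with a UMI differed. Without the allowance 1 share would have differed as first computed, that of tdTomato+ eGFP+ cells in G0, about 0% in Fig. 3C, read by eye, and 0.232% here.

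For *Dcn* in G0 the paper's log2 fold is 2.12 (Table 1), and the value here was 2.02. It did not differ with 15 components, with Scrublet doublets removed, as a mean over cells and without the tdTomato+ eGFP neg library, and differed under the other 10 of the alternatives set before the data were examined. It also did not differ with the expected share of doublets removed, chosen after seeing the values. For *Dpp4* in G0 the paper's log2 fold is 3.7 (Table 1), and the value here was 4.16, and it differed under all 14 of the alternatives set before the data were examined. For *Tagln* in G0 the paper's log2 fold is -4.47 (Table 1), and the value here was -3.74, and it differed under all 14 of the alternatives set before the data were examined. For *Fap* in G1 the paper's log2 fold is 1.03 (Supplementary Table 1), and the value here was 1.53. It did not differ as a mean over cells, as a mean over libraries, without the tdTomato neg eGFP+ library and in *Xist*-only cells, and differed under the other 10 of the alternatives set before the data were examined. For *Fap* in G2 the paper's log2 fold is 0.54 (Supplementary Table 1), and the value here was 0.97. This gap closed with all 2000 variable genes, as a mean over cells, without the tdTomato neg eGFP+ library and in *Xist*-only cells, and stayed under the other 10 of the alternatives set before the data were examined.

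For *Fap* in G5 the paper's log2 fold is -3.38 (Supplementary Table 1), and the value here was -2.68. The 2 values no longer differed as a mean over cells and without the tdTomato neg eGFP+ library, and they differed under the other 12 of the alternatives set before the data were examined. For *Tnfsf13* in G6 the paper's log2 fold is -0.32 (Supplementary Table 1), and the value here was -0.22. It did not differ with 15 components, with a mitochondrial limit of 5%, as a mean over cells and without the tdTomato neg eGFP+ library, and differed under the other 10 of the alternatives set before the data were examined. For *Tnfsf13* in G4 the paper's log2 fold is -0.39 (Supplementary Table 1), and the value here was 0.24. This gap closed as a mean over cells and in *Xist*-only cells, and stayed under the other 10 of the alternatives set before the data were examined, while 40 components and Scrublet doublets removed gave no value for this group. For *Tnfsf13b* in G5 the paper's log2 fold is -1.24 (Supplementary Table 1), and the value here was -0.83. The 2 values no longer differed as a mean over cells, without the tdTomato neg eGFP+ library and without the tdTomato+ eGFP neg library, and they differed under the other 11 of the alternatives set before the data were examined.

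The paper calls genes of cell-cell interaction, among them *Vcam1*, *Cd44* and *Ezr*, higher in G4 and to a lesser extent in G3, G5 and G6. Apart from *Vcam1*, it does not place each of these genes in each group, so a fold below the threshold need not contradict it. Of 12 log2 folds 7 were above 0.25, and the others were *Vcam1* 0.20 in the G3-like group, *Vcam1* 0.17 in the G6-like group, *Cd44* -0.99 in the G5-like group, *Cd44* -0.05 in the G6-like group and *Ezr* -1.23 in the G3-like group. *Vcam1* in the G3-like group passed 0.25 with 40 components, with Scrublet doublets removed, as a mean over cells, without the tdTomato neg eGFP+ library, without the tdTomato+ eGFP neg library, in *Xist*-only cells and with the expected share of doublets removed, of which the last was chosen after seeing the values. *Vcam1* in the G6-like group passed 0.25 as a mean over cells. None of the alternatives took *Cd44* in the G5-like, *Cd44* in the G6-like and *Ezr* in the G3-like group past 0.25. It places *Itgav* in G3 and G6, where the folds were *Itgav* 0.21 in the G3-like group and *Itgav* -0.15 in the G6-like group. *Itgav* in the G3-like group passed 0.25 with 40 components, with 9 clusters, with Scrublet doublets removed, as a mean over cells, without the tdTomato neg eGFP+ library, in *Xist*-only cells and with the expected share of doublets removed, of which the last was chosen after seeing the values. No alternative took *Itgav* in the G6-like group past 0.25. Its fold was larger in the G4-like group, at 1.02.

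As a class, genes of cell junctions are called higher in G4, G5 and G6 and to a lesser extent in G3. The paper does not place each gene in each of these groups. Log2 folds that were not above 0.25 were *Gja1* -0.02 in the G4-like group, *Gja1* -0.51 in the G5-like group, *Gja1* -0.11 in the G6-like group, *Gjb5* 0.00 in the G3-like group, *Gjb5* 0.08 in the G4-like group, *Cldn3* -1.97 in the G3-like group, *Cxadr* -0.61 in the G3-like group, *F11r* 0.10 in the G3-like group and *Cdh2* -0.86 in the G5-like group. *Gja1* in the G5-like group and *Cxadr* in the G3-like group passed 0.25 with 40 components, with Scrublet doublets removed and with the expected share of doublets removed, of which the last was chosen after seeing the values. *Gjb5* in the G4-like group passed 0.25 in *Xist*-only cells. *F11r* in the G3-like group passed 0.25 with 40 components, with Scrublet doublets removed, without the tdTomato neg eGFP+ library, in *Xist*-only cells and with the expected share of doublets removed, of which the last was chosen after seeing the values. None of the alternatives took *Gja1* in the G4-like, *Gja1* in the G6-like, *Gjb5* in the G3-like, *Cldn3* in the G3-like and *Cdh2* in the G5-like group past 0.25.

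*Dpt*, *Lum*, *Fbn1* and *Fbln1* are called strongly higher in G0, G1 and G2. Of 12 log2 folds 11 were above 0.25, and the last was *Fbln1* 0.25 in the G2-like group. *Fbln1* in the G2-like group passed 0.25 with 15 components, with Scrublet doublets removed, without the tdTomato neg eGFP+ library, in *Xist*-only cells and in Y-only cells. At least 1 of *Col12a1*, *Col4a5* and *Col24a1* is called higher in each of G3, G4 and G6. Of 9 log2 folds 4 were above 0.25, but none in the G6-like group, with *Col12a1* -0.81 in the G6-like group, *Col4a5* 0.25 in the G6-like group and *Col24a1* -0.11 in the G6-like group. *Col4a5* in the G6-like group passed 0.25 with all 2000 variable genes, with 15 components, with 40 components, with a mitochondrial limit of 5%, without the tdTomato neg eGFP+ library, without the tdTomato+ eGFP neg library, without the tdTomato+ eGFP+ library, in *Xist*-only cells and with sex-linked genes held out, of which the last was chosen after seeing the values. No alternative took *Col12a1* in the G6-like and *Col24a1* in the G6-like group past 0.25.

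*Ccl7*, *Ccl2* and *Cxcl1* are called higher in G1, G3 or both. Of 6 log2 folds 3 were above 0.25, and *Cxcl1* was so in neither group, with *Cxcl1* 0.24 in the G1-like group and *Cxcl1* -0.08 in the G3-like group. *Cxcl1* in the G1-like group passed 0.25 as a mean over cells, without the tdTomato neg eGFP+ library, without the tdTomato+ eGFP neg library and in *Xist*-only cells. None of the alternatives took *Cxcl1* in the G3-like group past 0.25. *Cxcl10* is placed in G3 and G6 and *Cxcl16* in G3 to G6. Of 6 log2 folds 5 were above 0.25, and the last was *Cxcl16* 0.12 in the G6-like group. No alternative took it past 0.25.

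As a class, genes of MHC-I are called higher in G3, G5 and G6, and the paper's text does not place each gene in each of these groups. Of 45 log2 folds 22 were above 0.25. Among 18 folds of peptide transport and the immunoproteasome 9 were, and the others were *Psmb8* -0.08 in the G3-like group, *Psmb9* -0.11 in the G3-like group, *Psme1* -0.11 in the G3-like group, *Psme1* 0.20 in the G6-like group, *Psme2* -0.11 in the G3-like group, *Psme2* 0.20 in the G6-like group, *Tap1* 0.14 in the G3-like group, *Tap1* 0.19 in the G5-like group and *Tap2* 0.00 in the G6-like group. *Psme1* in the G6-like group and *Tap1* in the G3-like group passed 0.25 without the tdTomato neg eGFP+ library. *Psme2* in the G6-like group passed 0.25 as a mean over cells and in *Xist*-only cells. *Tap1* in the G5-like group passed 0.25 as a mean over cells and without the tdTomato+ eGFP neg library. No alternative took *Psmb8* in the G3-like, *Psmb9* in the G3-like, *Psme1* in the G3-like, *Psme2* in the G3-like and *Tap2* in the G6-like group past 0.25. Among 27 folds of MHC-I structural genes 13 were above 0.25, and the others were *H2-K1* 0.19 in the G3-like group, *H2-K1* 0.01 in the G6-like group, *H2-D1* -0.07 in the G6-like group, *B2m* 0.15 in the G5-like group, *B2m* -0.10 in the G6-like group, *H2-Q6* 0.03 in the G3-like group, *H2-Q6* 0.25 in the G5-like group, *H2-Q7* 0.24 in the G5-like group, *H2-T22* 0.21 in the G3-like group, *H2-T22* 0.12 in the G6-like group, *H2-T23* -0.11 in the G6-like group, *H2-M2* 0.23 in the G6-like group, *H2-M3* -0.03 in the G3-like group and *H2-M3* 0.06 in the G6-like group. *H2-K1* in the G3-like group passed 0.25 without the tdTomato neg eGFP+ library and in *Xist*-only cells. *B2m* in the G5-like group passed 0.25 with 40 components, with 9 clusters, with Scrublet doublets removed, without the tdTomato+ eGFP neg library and with the expected share of doublets removed, of which the last was chosen after seeing the values. *H2-Q6* in the G5-like group passed 0.25 with all 2000 variable genes, with 15 components, with a mitochondrial limit of 5%, as a mean over cells, without the tdTomato neg eGFP+ library, without the tdTomato+ eGFP neg library, without the tdTomato+ eGFP+ library and in *Xist*-only cells. *H2-Q7* in the G5-like group passed 0.25 with all 2000 variable genes, with 15 components, with 40 components, with 9 clusters, with Scrublet doublets removed, as a mean over cells, as a mean over libraries, without the tdTomato+ eGFP neg library and with the expected share of doublets removed, of which the last was chosen after seeing the values. *H2-T22* in the G3-like group passed 0.25 as a mean over cells, without the tdTomato neg eGFP+ library and in Y-only cells. *H2-T22* in the G6-like group passed 0.25 in *Xist*-only cells. *H2-M2* in the G6-like group passed 0.25 with all 2000 variable genes, with 40 components, as a mean over cells, without the tdTomato neg eGFP+ library, without the tdTomato+ eGFP neg library, without the tdTomato+ eGFP+ library, in *Xist*-only cells and in Y-only cells. None of the alternatives took *H2-K1* in the G6-like, *H2-D1* in the G6-like, *B2m* in the G6-like, *H2-Q6* in the G3-like, *H2-T23* in the G6-like, *H2-M3* in the G3-like and *H2-M3* in the G6-like group past 0.25.

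*Csf3*, *Vegfa* and *Vegfc* are placed in G3 and G4 and *Vegfb* in G1 and G6. Of 8 log2 folds 5 were above 0.25, and the others were *Csf3* 0.16 in the G4-like group, *Vegfa* 0.10 in the G4-like group and *Vegfb* -0.80 in the G1-like group. *Csf3* in the G4-like group passed 0.25 with all 2000 variable genes, with 15 components, as a mean over cells, without the tdTomato neg eGFP+ library, without the tdTomato+ eGFP neg library and in Y-only cells. *Vegfa* in the G4-like group passed 0.25 as a mean over cells. No alternative took *Vegfb* in the G1-like group past 0.25. For the receptors placed in G4, G5 and G6, 4 of 7 log2 folds were above 0.25, and the others were *Fas* 0.22 in the G6-like group, *Tnfrsf12a* 0.23 in the G6-like group and *Il1r1* 0.14 in the G4-like group. *Fas* in the G6-like group passed 0.25 as a mean over cells, without the tdTomato neg eGFP+ library and in Y-only cells. *Tnfrsf12a* in the G6-like group passed 0.25 as a mean over cells, without the tdTomato neg eGFP+ library, without the tdTomato+ eGFP neg library and in *Xist*-only cells. *Il1r1* in the G4-like group passed 0.25 as a mean over cells and without the tdTomato+ eGFP neg library. For those placed in G3, 9 of 10 were above 0.25, and the last was *Tnfrsf12a* 0.14 in the G3-like group. *Tnfrsf12a* in the G3-like group passed 0.25 as a mean over cells and in *Xist*-only cells.

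Other genes were above 0.25 in groups where the paper does not place them. *Col14a1*, the collagen that the paper ties to G0, had log2 folds of 2.19 in the G1-like and 1.03 in the G2-like group. For *Lgals9*, which its Results call enriched in no group and its Discussion and Table 2 place in G0, the folds were 0.45 in the G5-like and 0.44 in the G0-like group. It ties *Fgf2* to G1 alone, and the fold in the G0-like group was 1.76. As a mean over cells the fold of *Col14a1* in the G2-like group, 0.16, was below 0.25, and the alternatives that change the cells or the clustering were not computed for these folds. Ligands that costimulate are called not evident in any group, and *Tnfsf8* reached 31.2 CPM in the G2-like group, against 0.534 CPM in melanoma-like and 5.57 CPM in immune-like cells.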

Other observations

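The tests of *Fap* after thinning and of the *Ccl21* genes were set before the result was seen, and the other tests in this part were chosen only after it was seen.

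*Fap* was found in a share of G0-like cells close to that of the other cells, although its level was higher. Fewer UMIs per cell were tested as the explanation. After thinning to 1000 UMIs the share was 7.75% in G0-like cells (95% interval 6.48 to 9.16) and 1.77% in the others, so the lower depth of G0-like cells may account for the small difference as sequenced. A biological difference was not excluded.

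Few *Ccl21* UMIs were counted. Reads shared between *Ccl21* genes could have been left uncounted, since all 90 of the last 90 bases of the *Ccl21b* transcript are found in *Ccl21a*. The last 90 bases of *Ccl21a* matched *Ccl21b* at 33 positions in the best placement without gaps, which is not a shared stretch. *Ccl21d* was not compared. The counts alone cannot tell shared reads from low expression, and no biological explanation was tested.

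The log2 folds in the G4-like group rise with gene length. Across 7955 genes with at least 10 CPM, which are not independent replicates, Spearman's rho between the log2 fold in the G4-like group and gene length was 0.449, and 0.535, 0.388, 0.253 and 0.402 within the tdTomato neg eGFP+, tdTomato+ eGFP neg, tdTomato+ eGFP+ and tdTomato neg eGFP neg libraries. The median log2 fold was 0.47 in the longest of 5 equal bins of genes and -0.12 in the shortest, and *Malat1*, a nuclear transcript, had a log2 fold of 0.93. In the G5-like group rho was -0.496 and *Malat1* -0.96. More unspliced or nuclear RNA in G4-like cells may thus contribute to the genes that set this group apart, as from damaged cells or nuclei, and a biological difference in long genes stays open.

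*Cxcl13* in the G3-like group over the pooled cells could reflect unequal shares of the sorted populations. The lowest log2 fold within a library was 0.38, among tdTomato+ eGFP neg cells, still above 0 beyond counting error, which argues against these shares as the whole cause. In the same library, cells outside the G3-like group held 19.0 *Cxcl13* UMIs per cell, melanoma-like cells 1.25 and immune-like cells 21.0. Free RNA reaches every cell of a library, so the melanoma-like cells cap it, which argues against free RNA as the source of most of these UMIs. Immune-like cells also carried fibroblast RNA, and the source of their *Cxcl13* was not tested. The sort on the *Cxcl13* reporter is the biological difference that the design gives.

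Melanoma genes (*Pax3*, *Mlana*, *Pmel*, *Dct*, *Tyrp1* and *Sox10*) summed to 80.0 CPM in the G0-like, 31.9 CPM in the G1-like, 26.8 CPM in the G2-like, 14.6 CPM in the G3-like, 29.0 CPM in the G4-like, 36.4 CPM in the G5-like and 17.8 CPM in the G6-like group, with *Dct* the most abundant in the G0-like group, at 30.6 CPM. Per cell, G0-like cells of the tdTomato neg eGFP neg library held 0.18 of these UMIs and the G1- to G6-like cells 0.293, 0.387, 0.375, 0.43, 0.292 and 0.338, so the higher CPM in the G0-like group is consistent with free melanoma RNA in cells with little RNA of their own. No biological explanation was tested.

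The hypoxia list (*Egln3*, *Pdk1*, *Car9*, *Ankrd37*, *Pgk1*, *Ldha*, *P4ha1*, *Higd1a*, *Tpi1* and *Eno1*) summed to 939 CPM in the G0-like, 2022 CPM in the G1-like, 2140 CPM in the G2-like, 3920 CPM in the G3-like, 3040 CPM in the G4-like, 3228 CPM in the G5-like and 3275 CPM in the G6-like group. The list of genes induced by digestion (*Fos*, *Fosb*, *Jun*, *Junb*, *Egr1*, *Hspa1a*, *Hspa1b*, *Dnajb1* and *Atf3*) summed to 7639 CPM in the G0-like, 4514 CPM in the G1-like, 3858 CPM in the G2-like, 4284 CPM in the G3-like, 4664 CPM in the G4-like, 3743 CPM in the G5-like and 3622 CPM in the G6-like group.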
